# The PBAF chromatin remodeling complex contributes to metal homeostasis through MTF1 regulation

**DOI:** 10.1093/mtomcs/mfag019

**Published:** 2026-06-05

**Authors:** Nick Carulli, Emma E Johnston, David C Klein, Odette Verdejo-Torres, Anand Parikh, Arianna McDaniels, Antonio Rivera, Michael Quinteros, Aidan T Pezacki, Christopher J Chang, Sarah J Hainer, Teresita Padilla-Benavides

## Abstract

Chromatin remodeling by SWI/SNF complexes is essential for transcriptional regulation, yet how distinct SWI/SNF subcomplexes contribute to cellular stress responses remains incompletely understood. Here, we identify a specific role for the PBAF subunit Baf180 in regulating metal-responsive transcription and adaptation to metal stress in proliferating myoblasts. While knockdown (KD) of the BAF-specific subunit *Baf250a* or the ncBAF-specific subunit *Brd9* significantly impairs myoblast proliferation, KD of the PBAF-specific subunit *Baf180* has no effect under basal conditions. Notably, supplementation with copper (Cu) or zinc (Zn) restores proliferative capacity in *Baf250a*- and *Brd9*-deficient myoblasts. In contrast, *Baf180*-depleted myoblasts exhibit impaired proliferation upon metal exposure, accompanied by selective dysregulation of genes involved in Cu and Zn homeostasis. Transcriptomic and chromatin profiling further reveal that loss of Baf180 alters the activity of metal-regulatory transcription factor 1 (MTF1), including reduced chromatin occupancy at metal-responsive loci. Together, these findings support a model in which PBAF promotes metal-responsive gene regulation to maintain metal homeostasis and sustain myoblast proliferation, uncovering a previously unrecognized link between nucleosome remodeling and metal homeostasis during muscle cell proliferation.

## Introduction

In mammalian cells, genomic DNA is packaged into chromatin, a hierarchical structure in which ∼150 bp of DNA is wrapped around histone proteins to form nucleosomes, limiting access of transcription factors to the genome [1, 2]. Chromatin accessibility is dynamically regulated through post-translational histone modifications and ATP-dependent nucleosome remodeling, which together control gene expression programs essential for development and cell identity [3–7]. SWI/SNF chromatin remodeling complexes use the energy of ATP hydrolysis to reposition or evict nucleosomes, thereby facilitating transitions between repressive and permissive chromatin states [6, 7]. All mammalian SWI/SNF complexes contain one of two mutually exclusive ATPase subunits, Brahma (BRM) or Brahma-related gene 1 (Brg1) and are further divided into three major subcomplexes: canonical BAF (cBAF), polybromo-associated BAF (PBAF), and non-canonical BAF (ncBAF), distinguished by their unique subunit compositions [8–11]. cBAF complexes contain subunits such as Baf250a and Dpf2, PBAF complexes are defined by Baf180, Baf200, and Brd7, and ncBAF complexes contain Brd9 and GLTSCR1 [11–14]. Although these complexes share a common remodeling core, growing evidence indicates that they perform specialized and context-dependent functions across tissues and developmental stages.

Consistent with this idea, individual SWI/SNF subunits have been shown to regulate distinct transcriptional programs in diverse biological settings. For example, cBAF components such as BRG1 and Baf250a are required for glucocorticoid receptor (GR)-mediated chromatin remodeling and hormone-responsive gene expression, whereas PBAF subunit Baf180 is dispensable in this context [15–17]. Similarly, Baf60C plays critical roles in insulin-responsive transcription in the liver and in cardiac and skeletal muscle development, whereas its depletion affects myogenic differentiation [18, 19]. Baf250a is also essential for cardiac progenitor development, with its depletion impairing cardiomyocyte differentiation through misregulation of key transcription factors [20]. In contrast, ncBAF has emerged as a regulator in cancer cells, where Brd9 interacts with nuclear hormone receptors and supports cell proliferation and survival [21, 22].

The PBAF subcomplex has been implicated in additional cellular processes, including cell cycle regulation, genome stability, and nuclear-receptor mediated transcription. Loss of Baf180 leads to premature senescence, disrupted hematopoiesis and aberrant cell cycle control, in part through derepression of p21 [23, 24]. PBAF also plays a role in maintaining genome integrity by suppressing transcription near DNA double-strand breaks (DSBs) and facilitating DNA repair in an ATM kinase-dependent manner [25]. In developmental contexts, Baf180 is required for proper cardiac and placental development, phenocopying defects observed upon loss of nuclear receptors such as retinoic acid receptor-α (*RXRα*), vitamin D receptor (*VDR*), and peroxisome proliferator-activated receptor γ (*PPARγ*) [26]. Together, these studies highlight the diverse and context-specific functions of PBAF, while highlighting that its roles in many biological processes remain incompletely understood.

Our group has previously examined the role of cBAF, ncBAF, and PBAF complexes during skeletal muscle lineage progression [12, 13, 27]. Using subunit-specific knockdown (KD) of *Baf250a* (cBAF), *Brd9* (ncBAF), and *Baf180* (PBAF) in C2C12 myoblasts, we demonstrated that the cBAF is essential for myoblast proliferation and differentiation through regulation of myogenic transcription factors, including *Pax7* and *Myogenin* [12, 13]. In contrast, ncBAF contributes indirectly to myogenesis through effects on RNA metabolism, while PBAF appeared largely dispensable for myogenic gene expression and differentiation [12, 13, 28]. However, depletion of *Baf180* resulted in impaired expression of stress-related genes, including genes involved in metal transport and homeostasis [12], suggesting a novel function for PBAF in this context.

Metal ions such as copper (Cu) and zinc (Zn) are essential for skeletal muscle development, supporting mitochondrial respiration, enzymatic activities, and redox balance. Cu is specifically required for myoblast proliferation and differentiation, and disruption of Cu homeostasis impairs myogenesis [29, 30]. Metal-responsive transcription regulation in muscle is mediated in part by metal regulatory transcription factor 1 (MTF1), a Zn-finger transcription factor that responds to intracellular metal availability [31] and is required for myoblast differentiation [32]. In myoblasts, MTF1 regulates expression of metal transporters such as PiC2, which is upregulated during myogenesis and necessary for proper proliferation and differentiation, as well as additional factors involved in maintaining metal homeostasis, including Crip2 [32–34]. Despite the importance of both nucleosome remodeling and metal-responsive transcription in muscle biology, the intersection of these pathways remains poorly defined.

In this study, we investigate the role of SWI/SNF subcomplexes in metal-responsive gene regulation during myogenesis. We hypothesized that PBAF contributes to myoblast proliferation by modulating metal-responsive gene networks, potentially through interactions with MTF1. Using shRNA-mediated KD of cBAF, PBAF, and ncBAF subunits in C2C12 myoblasts, we found that Zn or Cu supplementation differentially affects proliferation depending on SWI/SNF subcomplex integrity, with *Baf180*-deficient cells exhibiting a unique sensitivity to metal stress. Collectively, these data define a link between nucleosome remodeling, metal homeostasis, and myoblast proliferation.

## Materials and methods

### Antibodies

Primary antibodies used include hybridoma supernatant against Pax7 (Developmental Studies Hybridoma Bank, University of Iowa; deposited by A. Kawakami), for immunocytochemistry. Mouse anti-MTF1 (sc-365090, Santa Cruz Biotechnology), rabbit anti-Baf180, rabbit anti-Baf250a, anti-GAPDH (A0334, A16648, A19056, respectively) were from Abclonal. The rabbit anti-Brd9 (PA5-113488) was from Thermo Fisher Scientific. For confocal microscopy, rabbit anti-Baf180 (89123S), anti-Baf250a (1235S), and anti-Brd9 (48306S) were from Cell Signaling Technology were used at 1:50, 1:50, and 1:100 dilutions, respectively. Secondary antibodies included HRP-conjugated anti-rabbit IgG (31 460), goat anti-rabbit IgG Alexa Fluor Plus 594, goat anti-mouse IgG Alexa Fluor Plus 488, goat anti-rabbit IgG Alexa Fluor Plus 633, and donkey anti-mouse Alexa Fluor 594 (A32740, A32723, A21070, and A32744 were from Thermo Fisher Scientific). All antibodies were validated for specificity and used at the indicated dilutions.

### C2C12 myoblast culture

Immortalized murine myoblast C2C12 and HEK293T cells were purchased from American Type Culture Collection (ATCC) and cultured in proliferation media composed of Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin. Cells were maintained in a humidified incubator at 37°C with 5% CO_2_ at subconfluent densities.

### Virus production, and transduction of C2C12 myoblasts

Mission plasmids encoding shRNAs targeting specific subunits of mSWI/SNF complexes were obtained from Sigma and used as previously reported [12, 13]. *Baf250a* was selected for the BAF complex, and *Baf180* and *Brd9* for the PBAF and ncBAF, respectively (Supp. Table 1). The shRNA constructs (15 µg), along with packaging vectors pLP1 (15 µg), pLP2 (6 µg), and pSVGV (3 µg), were transfected into HEK293T cells using lipofectamine 2000 (Thermo Fisher Scientific) following the manufacturer’s instructions. The next day, the culture medium was replaced with 10 ml fresh DMEM enriched with 10% FBS. The viral supernatant was collected at 24 and 48 h and passed through a 0.22 µm syringe filter (Millipore). For myoblast infection, 5 ml of the filtered supernatant, supplemented with 8 μg/ml polybrene (Sigma), were used to transduce 2 × 10^6^ cells, following established protocols [12, 13]. Following an overnight incubation, the infected cells underwent selection in growth media containing 2 μg/ml puromycin (Invitrogen). The stable myoblast population was then sustained in growth media supplemented with 1 μg/ml puromycin.

### Western blot analyses

C2C12 myoblasts were washed with PBS and solubilized with RIPA buffer (10 mM Tris pH 8, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 140 mM sodium chloride) and 100 µl of Complete protease inhibitor cocktail (PIC; Thermo Scientific). Lysates were sonicated for 12 cycles, and protein was quantified via Bradford assay [35]. Samples (20 µg) were separated on SDS-PAGE gels and transferred to PVDF membranes (Millipore). Proteins were detected with primary and HRP-conjugated secondary antibodies and visualized with chemiluminescence (Tanon, Abclonal Technologies). Band intensity was quantified using ImageJ and normalized to GAPDH.

### Cell proliferation assays

C2C12 myoblasts were initially seeded at a density of 1 × 10^4^ cells/cm^2^ in the presence of increasing concentrations of CuSO_4_ (50, 100, 200, 300, and 500 µM) and ZnSO_4_ (50, 100, and 150 µM). Samples were trypsinized at 24, 48, and 72 h post-seeding and cell count and viability were determined using a Spectrum Cellometer from Nexcelcom Biosciences.

### Immunocytochemistry and light microscopy

C2C12 myoblasts were grown for 48 h in the presence and absence of increasing concentrations of CuSO_4_ (50, 100, 200, and 300 µM) and ZnSO_4_ (50, 100, and 200 µM). Cells were then fixed overnight at 4°C in 10% formalin in phosphate buffered saline (PBS), washed three times with PBS and permeabilized with Triton X-100 for 10 min. Hybridoma supernatant against Pax7 was used for immunocytochemistry and developed with the universal ABC kit (Vector Laboratories, PK-6200). Images were acquired with an Echo Rebel (Discover Echo) microscope using the 20x objective.

### Immunofluorescence and confocal microscopy

Proliferating C2C12 myoblasts were seeded at 1 × 10^4^ cells/cm^2^ on coverslips with or without supplementation of 100 µM CuSO_4_ and 50 µM ZnSO_4_ for 48 h. Then, the cells were fixed with 10% formalin in PBS, permeabilized with PBT buffer containing 0.5% Triton X-100 in PBS, and blocked in 5% horse serum in PBT for 1 h. Next, the samples were incubated with the primary antibodies diluted in blocking solution overnight at 4°C. The following day, the myoblasts were washed three times with PBT for 10 min at room temperature and incubated with the corresponding secondary fluorescent antibodies in blocking solution for 2 h at room temperature. Nuclei were stained for 30 min with DAPI. Samples were mounted with VectaShield solution (Vector Laboratories) and imaged with a Leica SP8 using the 63X water immersion lens. Images were analyzed with the Leica Application Suite X (Leica Microsystem Inc). Colocalization was quantified via adjusting the Color Threshold of the image and analyzing the particles using Fiji ImageJ software (Version 4.14.0/1.54f) [36].

### CUT&RUN

CUT&RUN was performed as previously described [34, 37–41], using recombinant Protein A-MNase (pA-MNase) of two independent biological samples [42]. Briefly, nuclear extraction was performed on 100 000 cells with a hypotonic buffer (20 mM HEPES-KOH, pH 7.9, 10 mM KCl, 0.5 mM spermidine, 0.1% Triton X-100, 20% glycerol and protease inhibitors) and bound to lectin-coated concanavalin A magnetic beads (40 µl beads per 100 000 nuclei; Polysciences). Bead-bound nuclei were chelated with blocking buffer (20 mM HEPES, pH 7.5, 150 mM NaCl, 0.5 mM spermidine, 0.1% BSA, 2 mM EDTA and protease inhibitors) and washed (wash buffer: 20 mM HEPES, pH 7.5, 150 mM NaCl, 0.5 mM spermidine, 0.1% BSA and protease inhibitors). Nuclei were incubated for 1 h in wash buffer containing primary antibody (anti-MTF1 (H-6) sc-365090, Santa Cruz Biotechnologies, lot 0 050 480 101; rabbit polyclonal IgG, Abcam ab37415, lot #GR3208186-1), followed by 30-min restriction in pA-MNase diluted in wash buffer, at room temperature with rotation. Samples were equilibrated to 0°C in an ice-water bath and 3 mM CaCl_2_ was added to activate pA-MNase. After 22 min, the digestion reaction was chelated with 20 mM EDTA and 4 mM EGTA, and 1.5 pg MNase-digested *S. cerevisiae* mononucleosomes were added as a spike-in control. Genomic fragments were released after an RNase A treatment and subsequent centrifugation. Isolated fragments were used as input for a library build consisting of end repair and adenylation, ligation of NEBNext stem-loop adapters, and purification with AMPure XP beads (Agencourt). Barcoded fragments were amplified by 15 cycles of high-fidelity PCR and purified using AMPure XP beads. Libraries were pooled and sequenced on an Illumina NextSeq2000 to a depth of ∼10 million uniquely mapped reads.

Paired-end fastq files were trimmed to 25 bp and mapped to the mm10 genome with bowtie2 (options -q -N 1 -X 1000) [43]. Duplicate reads were identified and removed with Picard [44]. Reads were filtered for mapping quality (MAPQ ≥ 10) with SAMtools [45] and size classes corresponding to factor-bound footprints (1-120 bp) were generated using a custom awk script [45]. Reads were converted to BigWig files using deepTools with RPKM normalization (options -bs 1 --normalizeUsing RPKM) [46]. CUT&RUN peaks were called using HOMER, with IgG-targeted CUT&RUNs used as controls, using default parameters [47]. Heatmaps were plotted using deepTools computeMatrix (options -a 2000 -b 2000 -bs 20 --missingDataAsZero) and plotHeatmap [46]. Gene Ontology (GO) analysis was performed on peaks present in both CUT&RUN replicates using Metascape [48]. To control for myoblast-specific background, we kept only genes with a DESeq2 baseMean ≥ 1 (RNA-seq) and used a background list of all genes with a baseMean ≥ 1 in ES cells. *P*-values were corrected for multiple testing via the Benjamini-Hochberg correction (FDR = 0.05).

### Chromatin immunoprecipitation assays

Three independent biological replicates of proliferating primary myoblasts were cross-linked with 1% formaldehyde for 10 min at room temperature on an orbital shaker. Cross-linking was quenched by adding 1 ml of 1 M glycine followed by incubation for 5 min at room temperature with gentle shaking. Cells were then washed three times with 10 ml of ice-cold PBS supplemented with Complete™ Protease Inhibitor (Roche). Cross-linked myoblasts were resuspended in 1 ml of ice-cold PBS containing protease inhibitors and centrifuged at 5000 × *g* for 5 min at 4°C. The supernatant was removed and the cell pellet was resuspended in 200 μl of ice-cold SDS lysis buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 1% SDS) and incubated for 10 min on ice. Chromatin was fragmented by sonication using a Bioruptor UCD-200 (Diagenode). Cells were sonicated three times for 5 min (30 s on/30 s off) at mild intensity. Sonicated samples were immunoprecipitated with the SimpleChIP Plus Enzymatic Chromatin IP Kit (9005, Cell Signaling Technologies), following the manufacturer’s instructions, then the crosslinked myoblasts lysates were incubated for 2 h at 4°C with diluted rabbit anti-MTF1 antibody or rabbit IgG as a control, which were also used for CUT&RUN experiments. Samples were then incubated with 80 μl Magna ChIP Protein A/G Magnetic Beads (MilliporeSigma) and overnight incubation at 4°C with rotation. Bead-bound immune complexes were captured using a magnetic rack and sequentially washed with the corresponding ChIP buffers and immune complexes were eluted in 100 μl of elution buffer. Reverse cross-linking was performed by adding 20 μl of 5 M NaCl and incubating samples overnight at 65°C.

DNA was purified using the ChIP DNA Clean & Concentrator kit (Zymo Research, Irvine, CA, USA) according to the manufacturer’s instructions and stored at -80°C until further analysis by semi-quantitative real-time PCR (qPCR).

### RNA sequencing

RNA sequencing (RNA-seq)  was performed as previously described [41]. Two independent biological replicates of control scramble (scr) and shRNA transduced myoblasts were treated with 100 µM CuSO_4_ and 50 µM ZnSO_4_, or no metal as detailed above. Cell pellets were then flash-frozen in liquid nitrogen. RNA was extracted from frozen pellets with TRIzol per manufacturer’s instructions and purified by chloroform extraction and isopropanol precipitation. Extracted RNA was flash-frozen in liquid nitrogen and stored until use. Ribosomal RNA was removed from 2 µg of input RNA via antisense tiling oligonucleotides and digestion using thermostable RNase H (MCLabs) [49, 50]. rRNA-depleted RNA samples were treated with Turbo DNase (ThermoFisher) and purified by silica column (Zymo RNA Clean & Concentrator kit). rRNA-depleted RNA obtained from each sample was used to build strand-specific RNA-seq libraries using the NEBNext Ultra II Directional Library kit. RNA was fragmented at 94°C for 15 min and used as input for cDNA synthesis and to build strand-specific libraries following the manufacturer’s instructions. Libraries were amplified for 8 cycles of high-fidelity PCR, pooled and sequenced to a depth of approximately 20 million uniquely mapped reads on an Illumina NextSeq2000.

### RNA-seq data analysis

Paired-end fastq files were aligned to the mm10 mouse genome using STAR (options --outSAMtype BAM SortedByCoordinate --outFilterMismatchNoverReadLmax 0.02 --outFilterMultimapNmax 1). RNA-seq data was visualized by generating bigwigs files using deepTools with TPM read normalization (options -bs 5 --smoothLength 20 --normalizeUsing BPM) [46]. Feature counts were generated using subread featureCounts (options -s 2 -p -B) [51]. The count files were imported into R, and subsequent analysis was carried out utilizing DESeq2, implementing the apeglm log_2_ fold change shrinkage correction [52]. GO analysis was performed on significantly up- and downregulated genes using Metascape [48]. The gene lists utilized for GO analysis comprised exclusively significantly DEG with a DESeq2 baseMean value of ≥1, thereby excluding genes with low expression levels. Significance was determined by a DESeq2 adjusted *P*-value < .05.

### Integration of CUT&RUN and RNA-seq datasets

CUT&RUN and RNA-seq datasets were integrated based on gene lists that were called significantly up- or downregulated per DESeq2 results (padj. < .05) and CUT&RUN peak files as described above. A bed file containing differentially expressed gene (DEG) promoters was generated using the UCSC Table Browser [53], with promoters defined as regions spanning 1 kb upstream of UCSC RefGene transcription start sites. Direct overlaps between CUT&RUN peaks and DEG promoters were assigned using the HOMER mergePeaks function (options -d given) [47]. Overlapping regions were annotated using the HOMER annotatePeaks.pl function and the resulting file was manually separated by specific overlap groups [47]. Bed files for each combination of CUT&RUN peaks and DEG promoter regions were generated and used as input for subsequent Gene Ontology, Genome Ontology, and motif enrichment analyses via the HOMER annotatePeaks.pl and findMotifs.pl functions [47]. A background gene list of all genes expressed in these experiments (DESeq baseMean value ≥ 1) was used to control for potential overrepresented motif sequences.

### Immunoprecipitation

Three independent biological replicates of C2C12 myoblasts were seeded at a density of 1 × 10^4^ cells/cm^2^ with or without metal solution and incubated for 48 h. Cells were washed three times with PBS, and scrapped off the plates in lysis buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 1% Nonidet P40, 0.5% sodium deoxycholate, and Complete Protease Inhibitor Cocktail) supplemented with either anti-MTF1, anti-Baf180 or IgG for 2 h at 4°C, as previously reported [33, 54]. PureProteome protein A/G mix magnetic beads (Millipore) were added to each tube and samples were incubated overnight at 4°C on a shaker. The next day, samples were washed three times with 100 mM NaCl in PBS using a magnetic rack to retain the beads. Immunoprecipitated proteins were then eluted from the beads with freshly prepared elution buffer containing 10% glycerol, 50 mM Tris–HCl pH 6.8, and 1 M NaCl. Samples were incubated for 1 h at RT in the elution buffer, and beads were removed using a magnetic rack. These samples were used for western blot analyses.

Two additional independent replicates of proliferating C2C12 cells were also immunoprecipitated with the anti-MTF1 antibody as described above, and after elution were eluted and subjected to in-solution digestion. These samples were analyzed at the proteomic facility at the University of Massachusetts Chan Medical School facility. Briefly, samples were reduced with 10 mM dithiothreitol (DTT) at 37°C for 30 min and alkylated with 25 mM iodoacetamide (IAA) in the dark for 45 min at room temperature. Proteins were then digested overnight at 37°C using sequencing-grade trypsin (1:50 enzyme-to-protein ratio). The digestion was quenched with formic acid, and peptides were desalted using C18 solid-phase extraction. The resulting peptides were analyzed by liquid chromatography–tandem mass spectrometry (LC–MS/MS) on a high-resolution mass spectrometer. Raw data were processed using Scaffold viewer, and protein identification was performed using the Uniprot database [55].

We then performed functional enrichment and protein–protein interaction (PPI) network analyses to characterize the MTF1 immunoprecipitated proteins. First, to standardize gene identifiers for downstream analysis, protein names were converted to Ensembl Gene IDs using g: Profiler [56]. Outdated or deprecated symbols were cross-referenced and updated using the UniProt database [55] to ensure consistent coverage in the functional enrichment analysis. Gene Ontology Molecular Function (GO: MF) enrichment analysis was performed using g: Profiler with default statistical thresholds [56]. Enriched GO terms were compared across conditions (−Cu, +Cu, and shared) to determine interactor sets of Cu-dependent *vs*. core molecular functions. PPI networks were generated using STRING-db (v11.5) [57]. Network statistics, including node and edge counts, average node degree, clustering coefficient, expected edge number, and PPI enrichment *P*-values, were computed for each condition (+Cu, +Cu, shared). These metrics provided a quantitative framework to interpret enrichment results within the broader network organization.

### Metal determinations by flame atomic absorption spectroscopy

Three independent biological replicates of control and myoblasts KD for the SWI/SNF subunits were cultured under proliferating conditions and supplemented with 100 µM CuSO_4_ and 50 µM ZnSO_4_ as described above. Cells were washed with ice-cold PBS three times, scraped, and transferred to a 1.5 ml microcentrifuge tube. Samples were sonicated using a Bioruptor at medium intensity for 5 min with 30 s on-off cycles and total protein was quantified using the Bradford method [35]. Samples were acid digested in concentrated HNO_3_ for ultra-trace analysis and diluted in purified water with a resistivity of 18 MΩ. Reagents and glassware were of analytical grade and cleaned with 3% HCl for 24 h to prevent contamination.

Comparative analysis of metal concentrations was carried out by triplicate measurements of Cu or Zn in each sample, using a flame atomic absorbance spectrophotometer (AAS; Agilent 55 AA Atomic Absorption Spectrometer) with Cu or Zn hollow cathode lamps as radiation source. Cu and Zn standard solutions (1000 mg/l; Sigma-Aldrich) were diluted as necessary to obtain working standards and determine the limits of detection and dynamic range of the method. Cu and Zn content on each sample was normalized to the initial cell mass as previously described [30, 32, 58–62].

### Visualization of labile Cu and Zn in C2C12 myoblasts using fluorescent sensors

To visualize labile Cu-pools in proliferating myoblasts we used the membrane-permeable fluorescent dyes CS1 for Cu^+^ and CD649.2 to detect Cu^2+^ following standard procedures [34, 63–66]. Control and the SWI/SNF KD myoblasts were seeded in CellView Plates and treated with or without 100 µM CuSO_4_ as described. Before Cu probe incubation, cells were washed with PBS containing GlutaMax and CaCl_2_, then incubated with the probes (5 µM) in the dark for 10 min. Imaging was done using a Leica SP8 confocal microscope and analyzed with the Leica Application Suite X. The CS1 probe visualized Cu^+^ under 543 nm excitation and 566 nm emission and the CD649.2 probe for Cu^2+^ was imaged at 633 nm excitation, and fluorescence emission was collected in the range of 650–750 nm [63–65].

To detect labile Zn^2+^ in proliferating C2C12 myoblasts, the cells were loaded with 2 μM Fluo-Zin3 AM cell permeant dye (Invitrogen, cat. No: F24195) in the corresponding culture media for 40 min at 37°C, as previously described [62]. Cells were then washed with fresh media and allowed to rest for another 20 min at 37°C. Culture media was removed; the cells were washed with fresh PBS and immediately visualized using a Leica SP8 microscope. Images were analyzed with the Leica Application Suite X. Fluo-Zin3, AM has an excitation and emission maximum of 494/516 nm.

### Statistical Analysis

All statistical analysis was performed in Kaleidagraph (Version 4.1) or Microsoft Excel. Statistical significance was determined using a Student’s *t*-test. Any experiments where *P* < .05 were considered statistically significant.

### Models and diagrams

Biological schematics were created using BioRender.com.

## Results

### *Baf180*-deficient myoblasts are sensitive to metal stress, whereas Cu and Zn supplementation rescues proliferation defects in *Baf250a* and *Brd9*-deficient cells

We previously showed that KD of *Baf250a* significantly impairs myoblast proliferation, whereas *Brd9* KD results in a more modest reduction, and *Baf180* KD has no detectable effect on proliferation under basal growth conditions [12]. Despite the lack of overt proliferative phenotype, RNA-seq analyses revealed substantial changes in the expression of genes involved in cellular homeostasis in *Baf180* KD myoblasts [12]. These observations prompted us to examine whether SWI/SNF subunits differentially contribute to myoblast responses under conditions of metal stress.

To this end, we assessed the proliferative capacity of C2C12 myoblasts stably expressing shRNA targeting *Baf180, Baf250a*, or *Brd9* following exposure to Cu or Zn. Efficient protein depletion was confirmed by western blot analysis (Fig. 1A–C). Cells were cultured in the presence of increasing concentrations of CuSO_4_ and ZnSO_4_, and proliferation was evaluated by cell counting and Pax7 immunostaining, a marker of proliferating myoblasts (Fig. 1D and E; Supp. Figs 1–4). Wild-type (WT) and scrambled control (scr) myoblasts tolerated CuSO_4_ concentrations up to 100 µM and exhibited enhanced proliferation, consistent with previous reports (Fig. 1E; Supp. Figs 1 and 2; [30]). In contrast, *Baf180* KD myoblasts displayed a significant reduction in cell number at CuSO_4_ of 50 µM and above (Fig. 1E, Supp. Figs 1, 2). Notably, supplementation with 50-100 µM CuSO_4_ rescued the proliferation defects observed in *Baf250a* and *Brd9* KD myoblasts, whereas concentrations above 200 µM were toxic to all cell lines tested (Fig. 1E, Supp. Figs 1 and 2).

**Figure 1:**
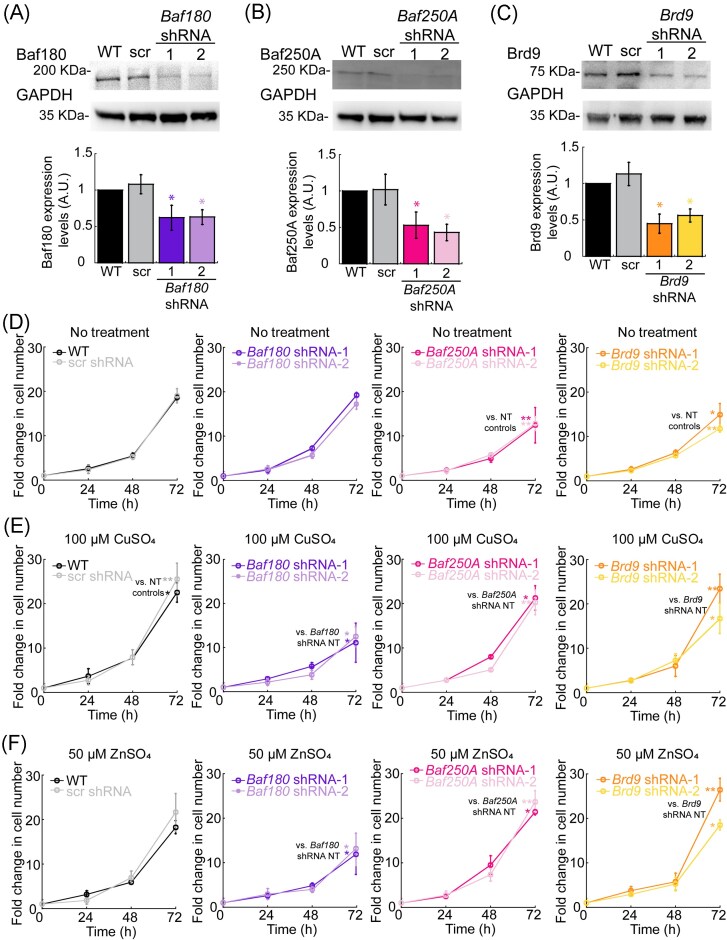
Expression and proliferation phenotype in response to metal supplementation of C2C12 myoblasts KD for *Baf180, Baf250a*, and *Brd9*. (A–C) Representative western blots (top) and quantification (bottom) of Baf180 (A), Baf250a (B), and Brd9 (C) protein levels in proliferating myoblasts, normalized to GAPDH as a loading control. Data represents the mean ± SE of three independent biological replicates. *P < .05 compared to scr control. (D–F) Proliferation analysis of WT, scr, and KD myoblasts over 72 h using cell counting assays for cells cultured under basal conditions (D) or supplemented with 100 µM CuSO_4_ (E) or 50 µM ZnSO_4_ (F). *Baf180* KD myoblasts exhibit no significant difference under basal conditions, non-treated (NT), but this cell line is sensitive to both metals. *Baf250a* KD and Brd9 KD exhibit reduced proliferation, which is rescued by metal supplementation. Data represent the mean ± SE of three independent experiments. *P < .05; **P < .01 compared to the same strain cultured in the absence of metals (NT).

A similar pattern was observed upon Zn treatment. WT and scr myoblasts maintained normal proliferation at 50 µM ZnSO_4_, while *Baf180* KD myoblasts exhibited reduced proliferation at this concentration (Fig. 1F; Supp. Figs 3 and 4). In contrast, ZnSO_4_ supplementation restored the proliferation defect of *Baf250a* and *Brd9* KD myoblasts to near WT levels (Fig. 1F; Supp. Figs 3 and 4).

Based on these results, we selected 100 µM CuSO_4_ and 50 µM ZnSO_4_ for subsequent experiments, as these conditions altered proliferative outcomes without inducing cell death. Together, these data demonstrate that *Baf180* deficiency uniquely sensitizes myoblasts to metal stress, whereas Cu and Zn supplementation can compensate for proliferation defects associated with loss of *Baf250a* or *Brd9*.

### SWI/SNF subunit depletion differentially disrupts metal homeostasis in proliferating myoblasts

We have previously shown that myoblast proliferation and differentiation are accompanied by changes in intracellular metal distribution and metalloprotein expression [30, 32, 34, 62]. During myogenesis, Cu levels increase in the nucleus and cytosol, while Zn undergoes regulated efflux followed by gradual recovery as myotubes mature. Given the sensitivity of cellular processes to metal imbalance [67–70], we investigated whether depletion of SWI/SNF subunits alters metal homeostasis in proliferating myoblasts.

Total intracellular Cu and Zn levels were quantified using atomic absorption spectroscopy (AAS). Under basal conditions, *Baf250a* KD myoblasts exhibited significant reductions in both Cu and Zn relative to WT and scr controls (Fig. 2A and B). *Brd9* KD myoblasts showed a pronounced Zn deficiency, but no significant change in total Cu levels, whereas *Baf180* KD myoblasts displayed metal levels comparable to controls (Fig. 2A and B).

**Figure 2:**
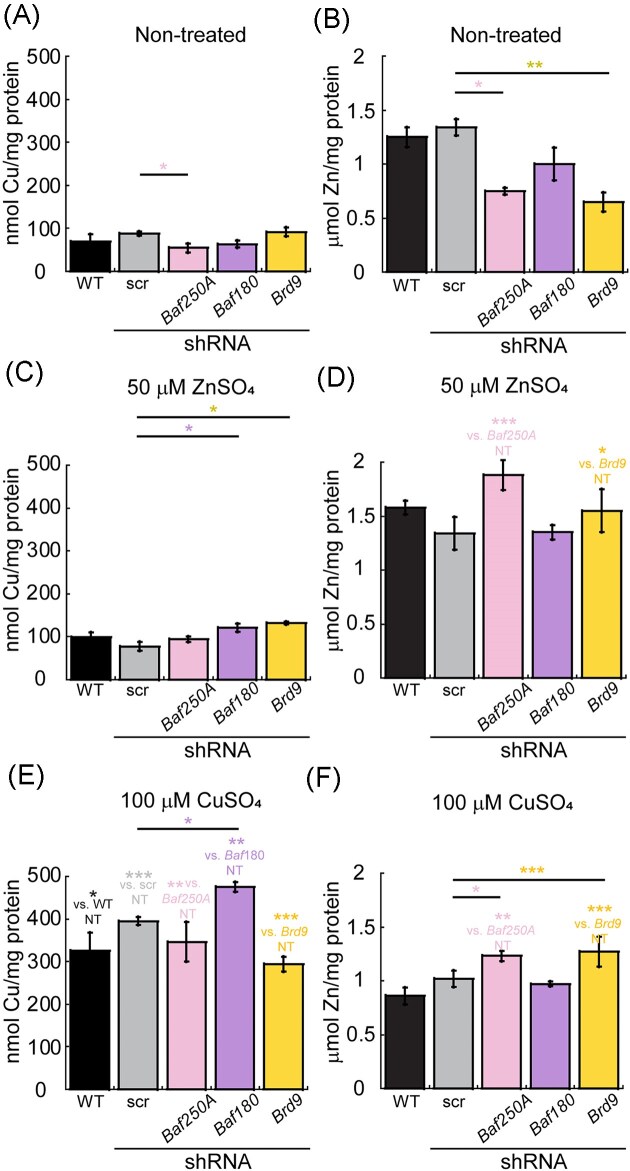
Knockdown of SWI/SNF subunits differentially disrupts Cu and Zn homeostasis in C2C12 myoblasts. Flame atomic absorption spectroscopy (AAS) analysis quantifying total intracellular Cu and Zn levels in C2C12 myoblasts under different conditions. (A) Quantification of total Cu and (B) total Zn for proliferating myoblasts cultured in basal medium without supplementation. (C) Quantification of total Cu and (D) total Zn for proliferating myoblasts cultured in the presence of 50 μM ZnSO_4_. (E) Quantification of total Cu and (F) total Zn for proliferating myoblasts cultured with 100 μM CuSO_4_. *Baf180* KD myoblasts exhibit significantly higher intracellular Cu accumulation upon CuSO_4_ supplementation, suggesting impaired Cu homeostasis. *Baf250a* KD have lower Cu and Zn content while *Brd9* KD myoblasts showed reduced levels of Zn. These defects are partially restored upon Cu or Zn supplementation. Data represents the mean ± SE of three independent experiments. Significance was obtained by comparing to scr control cells *vs*. each KD. The significant data is indicated as *P < .05; **P < .01; ***P < .001, the remaining comparisons were determined as non-significant, and were not marked in the figure for simplicity.

Upon metal supplementation, distinct patterns emerged. Treatment with CuSO_4_ or ZnSO_4_ restored Cu and Zn levels in *Baf250a* KD myoblasts to those observed in control cells and corrected Zn deficiency in both *Baf250a* and *Brd9* KD myoblasts (Fig. 2C and D). In contrast, CuSO_4_ supplementation led to a substantial accumulation of Cu in *Baf180* KD myoblasts (Fig. 2E and F), consistent with their heightened sensitivity to metal stress.

Despite this accumulation, copper supplementation failed to restore proliferation in *Baf180* KD cells, suggesting that excess copper may not be effectively mobilized for cellular functions. To examine this possibility, we performed live-cell imaging using metal-specific fluorescent probes to detect labile Cu^+^ (CS1), Cu^2+^ (CD649.2), and Zn^2+^ (FluoZin3) (Fig. 3; Supp. Fig. 5). In untreated control and *Brd9* KD myoblasts, monovalent Cu was detected in discrete subcellular compartments, consistent with bioavailable Cu pools (Fig. 3A, B and E). In contrast, *Baf180* and *Baf250a* KD myoblasts exhibited reduced labile Cu⁺ or Cu²⁺ signals under basal conditions (Fig. 3C and D). CuSO_4_ restored labile Cu⁺ in *Baf250a* KD cells but failed to do so in *Baf180* KD myoblasts (Fig. 3C and D), indicating defective copper mobilization despite increased total copper levels.

**Figure 3:**
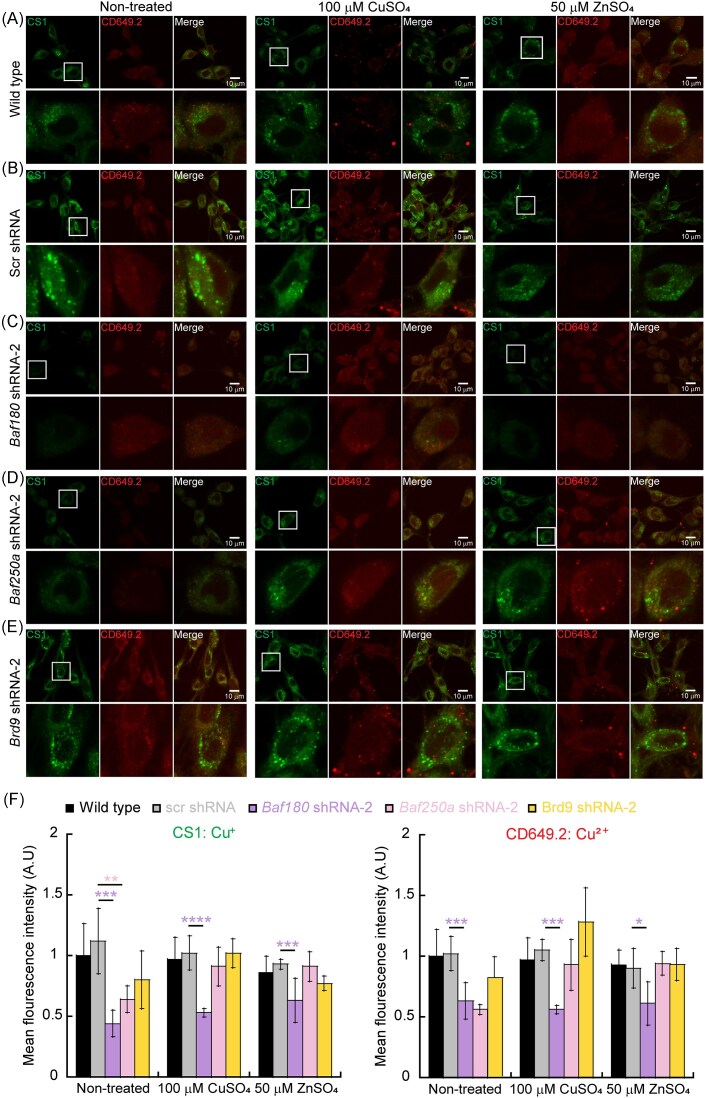
Distribution of labile Cu in control and SWI/SNF KD proliferating C2C12 myoblasts. Confocal microscopy live-cell analysis of labile Cu levels in wild-type (A), Scr control (B), and KD myoblasts for *Baf180* (C), *Baf250a* (D), and *Brd9* (E) after 48 h culture in basal untreated media (NT) or supplemented with 100 μM CuSO_4_ or 50 μM ZnSO_4._ Labile Cu⁺ was detected using CS1 probe, and Cu^2+^ was visualized using CD649.2. (F) Quantification of fluorescence from live-cell imaging: Cu^+^ with the CS1 probe (left panel) and Cu^2+^ with the CD649.2 probe (right panel) in proliferating C2C12 myoblasts. *N* = 3, *P < .05; ** *P* < .01, ***P < .001; ^****^P < .0001 when comparing each condition to the scr control. The remaining comparisons were determined as non-significant, and were not marked in the figure for simplicity. *Baf180* KD myoblasts exhibited decreased pools of labile Cu^+^ under all conditions tested, suggesting impaired copper mobilization. Scale bar: 10 μm.

To determine how disruption of distinct SWI/SNF subcomplex components alters metal-responsive fluorescence, we quantified total red fluorescence intensity from FluoZin3 images across the five genotypes. Confocal imaging (Supp. Fig. 5A) and quantitative analysis (Supp. Fig. 5B) of labile Zn revealed vesicular cytosolic pools in proliferating control myoblasts, as previously reported [62]. Control WT and scr myoblasts showed a small, non-significant decrease in labile Zn upon Cu treatment, which was not detected in *Baf180* KD myoblasts. On the other hand, the *Baf250a* and *Brd9* KD cell lines exhibited reduced labile Zn under basal conditions, which were restored to WT levels by CuSO_4_ and ZnSO_4_ supplementation. Collectively, these results suggest that disruption of distinct SWI/SNF subcomplexes differentially modulates cellular responses to Cu and Zn exposure, and supports a model of subcomplex-specific role for chromatin remodeling machinery in regulating metal-responsive cellular processes in proliferating C2C12 myoblasts.

### Baf180 exhibits colocalization and physical interaction with MTF1 in myoblasts

Our results indicate that Baf180 is dispensable for basal myoblast proliferation but is required for appropriate cellular responses to metal stress, including maintenance of metal-responsive gene expression and proliferative capacity. RNA-seq analyses revealed downregulation of metal homeostasis genes in *Baf180* KD myoblasts [12], consistent with their heightened sensitivity to Cu and Zn supplementation (Fig. 1; Supp. Figs 1–4). Given that MTF1 is a master regulator of cellular metal responses, we investigated whether MTF1 functionally associates with SWI/SNF complexes in proliferating C2C12 myoblasts.

To assess potential interactions between MTF1 and distinct SWI/SNF subunits, we first examined protein distribution and colocalization in WT myoblasts under basal conditions and following Cu or Zn supplementation. Confocal microscopy revealed that Baf180 exhibited significantly higher colocalization with MTF1 compared to Baf250A or Brd9 (Fig. 4A, B and F; Supp. Figs 6A and B and 7A and B). This preferential colocalization was evident under untreated conditions and persisted following metal supplementation, suggesting a stable association between Baf180 and MTF1 that is not disturbed by acute metal exposure.

**Figure 4:**
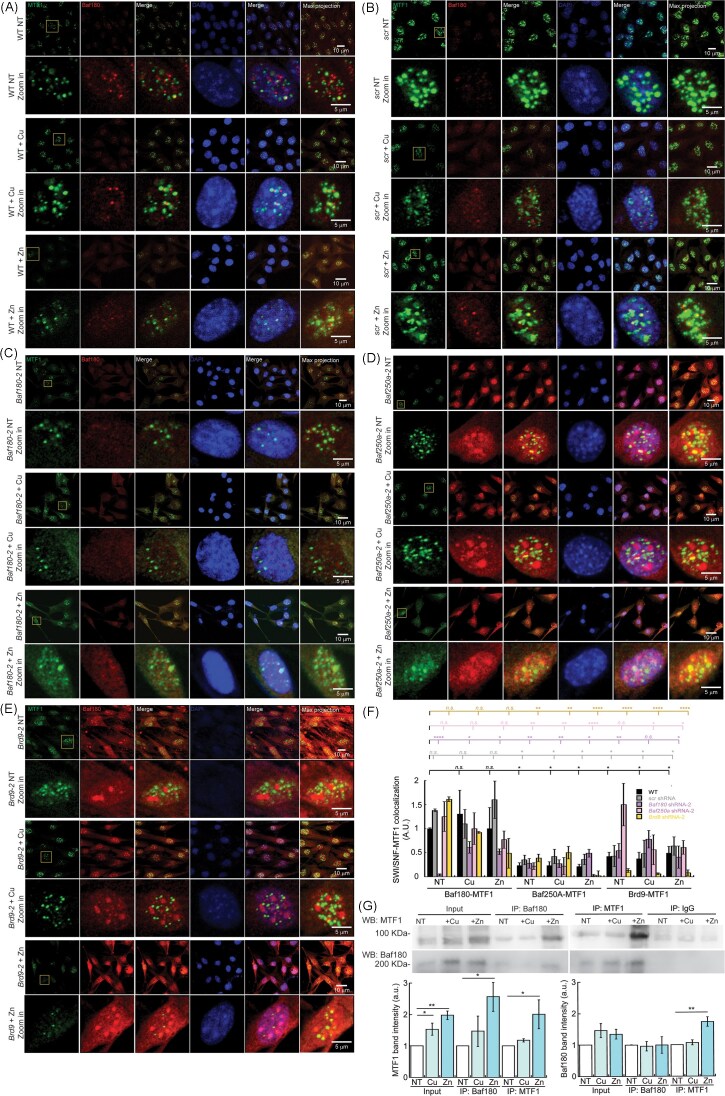
BAF180 and MTF1 colocalize and interact in C2C12 control and SWI/SNF KD myoblasts upon metal treatment. Representative confocal microscopy images showing the expression and nuclear localization of Baf180 and MTF1 in wild-type (A), scr (B), *Baf180* KD (C), *Baf250a* KD (D), and *Brd9* KD (E) C2C12 myoblasts. Nuclei are counterstained with DAPI (blue). (F) Quantification shows that MTF1 exhibits significantly higher colocalization with BAF180 in control and the different SWI/SNF KD myoblasts from panel A–E and from supplemental Figs 6 and 7. Colocalization is disrupted in *Baf180* KD cells, while metal treatment modulates MTF1-BAF180 interactions. Scale bars: 10 μm (panoramic views), 5 μm (zoomed-in images). Data represent mean ± SE of three independent biological replicates. *P < .05, **P < .01, ^****^P < .0001. * Indicates significance relative to untreated WT cells. (G) Representative immunoprecipitation (IP) and quantification of MTF1 or BAF180 in proliferating wild type myoblasts (*N* = 3). Input, a Baf180 IP obtained from *Baf180* KD cells and an IgG IP were included as controls. MTF1 exhibits significantly higher colocalization with BAF180 compared to BAF250A or BRD9 in WT proliferating myoblasts.

We next examined SWI/SNF subunit expression and MTF1 colocalization n *Baf180, Baf250a*, and *Brd9* KD myoblasts. As expected, Baf180 protein levels were significantly reduced in *Baf180* KD cells (Fig. 4C), accompanied by a significant decrease in Baf180-MTF1 colocalization across all treatment conditions (Fig. 4F). In contrast, *Baf250a* and *Brd9* KD myoblasts displayed increased Baf180 signal, frequently appearing as discrete nuclear speckles (Fig. 4D and E). Correspondingly, these cells exhibited enhanced Baf180-MTF1 colocalization relative to controls (Fig. 4F). The functional significance of these nuclear speckles remains unclear and warrants further investigation. Notably, MTF1 expression is not altered across KD conditions, indicating that changes in colocalization primarily reflect altered Baf180 abundance or distribution rather than changes in MTF1 levels (Supp. Fig. 8).

To confirm whether Baf180 and MTF1 physically associate, we performed reciprocal immunoprecipitation assays in WT myoblasts cultured in the presence or absence of Cu and Zn. Immunoprecipitation of either MTF1 or Baf180 followed by western blot analysis confirmed a specific interaction between these two proteins (Fig. 4G, top panel). Control experiments using IgG lysates verified the specificity of the interaction. Quantification of three independent immunoprecipitation experiments suggests a stronger interaction in the presence of Zn (Fig. 4G, lower panel).

To further characterize the MTF1 interactome, we performed unbiased IP-mass spectrometry (IP-MS) analyses in myoblasts cultured under Cu-deficient or Cu-supplemented conditions (Supp. Table 2 and  Supp. Fig. 9). Consistent with our microscopy and co-IP data, Baf180, Baf250a, and Brg1 were identified among MTF1-associated proteins, supporting a functional relationship between MTF1 and SWI/SNF chromatin-remodeling complexes. In contrast, Brd9 was not consistently detected, suggesting preferential engagement of canonical and PBAF complexes.

Gene ontology (GO) and protein–protein interaction (PPI) network analyses revealed that MTF1-associated proteins span diverse functional categories, including catalytic activity, nucleotide and ion-binding, oxidoreductase activity, and cytoskeletal organization (Supp. Fig. 9). Under copper-deficient conditions, the MTF1 interactome was enriched for proteins in core metabolic pathways, including amino acid metabolism, nucleotide biosynthesis, glycolysis/gluconeogenesis and the TCA cycle (Supp. Fig. 9A). Network analysis revealed a moderately connected interactome (105 nodes, 230 edges; clustering coefficient of 0.443; *P* < 1.0^−16^), consistent with engagement in metabolic resilience pathways (Supp. Fig. 9B).

In contrast, Cu supplementation substantially expanded the MTF1 interactome (124 nodes, 615 edges; clustering coefficient 0.528; *P* < 6.86^−6^), with enrichment for pathways related to nucleic acid metabolism, heterocyclic compound metabolism, and biosynthetic processes (Supp. Fig. 9B). These changes are consistent with a shift toward increased transcriptional and metabolic complexity under Cu-replete conditions.

A large core set of interacting proteins was shared across Cu-deficient and Cu-sufficient conditions forming a highly interconnected network (931 nodes, 29 122 edges; clustering coefficient 0.467; *P* < 1.0^−16^; Supp. Fig. 9C). This shared core likely represents essential cellular machinery that maintains metabolic and structural homeostasis independent of Cu availability. Notably, Baf180 (PBRM1) and Baf250a (ARID1A), but not Brd9, were present within this shared interactome.

Together, these data demonstrate that Baf180 preferentially colocalizes and physically associates with MTF1 in myoblasts and that Cu availability modulates the composition and functional bias of the MTF1 interactome. These findings support a close functional relationship between MTF1 and PBAF-associated nucleosome remodeling machinery during metal-responsive cellular states.

### Baf180 and Baf250a exhibit stronger associations with MTF1 than Brd9

RNA-seq analyses indicated that Baf250a and Brd9 are not major regulators of metal homeostasis-associated gene expression in proliferating myoblasts [12]. To directly compare their association with MTF1 relative to Baf180, we examined the localization and colocalization of Baf250a and Brd9 with MTF1 under basal and metal-treated conditions.

Immunofluorescence and colocalization analyses revealed limited overlap between Baf250a and MTF1 across all treatment conditions (Supp. Fig. 6). Efficient depletion of Baf250a was confirmed by fluorescence analyses (Supp. Fig. 8), while MTF1 expression remained unchanged, suggesting that neither *Baf250a* KD nor metal supplementation substantially affected MTF1 protein levels. Despite the generally low degree of colocalization, a detectable association between Baf250a and MTF1 was supported by unbiased MTF1 IP-MS analyses, in which Baf250a was consistently identified as an interactor (Supp. Table 2 and Supp. Fig. 9C).

We next assessed the association between Brd9 and MTF1 by confocal microscopy (Supp. Fig. 7). Brd9 expression was unchanged in WT and scr control cells, with efficient KD confirmed by western blot analysis (Supp. Fig. 8). In *Baf180* KD myoblasts treated with Cu, BRD9 protein levels modestly increased, suggesting a potential compensatory response to metal stress. However, Brd9-MTF1 colocalization remained low overall. Apparent increases in colocalization were observed in *Baf250a* KD cells were attributed to elevated background signal characteristic of this cell line and were not consistently reproducible across replicates (Supp. Fig. 7).

Together, these analyses indicate that while both Baf250A and Brd9 can associate with MTF1, their interactions are weaker and less consistent than that observed for Baf180. These findings further distinguish Baf180 as the SWI/SNF subunit most closely associated with MTF1 in proliferating myoblasts and reinforce a specific link between PBAF and metal-responsive transcriptional regulation.

### Metal supplementation induces distinct transcriptional responses in proliferating SWI/SNF-deficient myoblasts

To define how metal exposure alters transcriptional programs in proliferating myoblasts, we performed RNA-seq on scr control and *Baf180, Baf250a*, and *Brd9* KD C2C12 myoblasts treated with 100 µM CuSO_4_ or 50 µM ZnSO_4_. 

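The sequenced RNA came from C2C12 myoblasts, an established mouse muscle cell line, in 12 conditions: scr control and *Baf180*, *Baf250a* and *Brd9* KD cells, each without added metal (NT), with Cu or with Zn for 48 h. Each condition had 2 independent biological replicates, 24 libraries in all. Ribosomal RNA was digested with RNase H before strand-specific libraries were made, so transcripts without a poly(A) tail were also sequenced. The authors aligned the reads to the mouse genome (mm10) with STAR, keeping uniquely mapped reads, and counted read pairs per gene with featureCounts. The values used here are these counts, whole numbers for 55291 gene symbols that the authors did not normalize. Their sum per library ranged from 16520069 to 75179394 in scr control cells (median 24723979.5), from 13979295 to 33297041 in *Baf180* KD cells (median 22699054.5), from 495778 to 25700122 in *Baf250a* KD cells (median 18920718.5) and from 12719173 to 28759670 in *Brd9* KD cells (median 20286938.5). The methods give 1 approximate sequencing depth for all samples. The values here use the counted totals, which fell far from a common depth in the *Baf250a* KD Zn condition: 14902630 counts in replicate 1 and 495778 in replicate 2. In that replicate 2, 12613 genes had at least 1 count, against at least 20114 in every other library. Samples were assigned to conditions by their titles, because a separate treatment tag in the sample labels contradicts both the titles and the design of 12 conditions with 2 replicates each. Counts were compared with edgeR's quasi-likelihood test after TMM normalization, with genes of low count removed by filterByExpr. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called differentially expressed genes (DEGs), without a minimum fold change. The 6 libraries of a cell line were fitted together for its metal responses, and replicate numbers were not used as pairs. Expression is given in CPM, edgeR's TMM-scaled counts, as mean ± SD (n = 2), and the SE of a log2 fold change comes from the edgeR fit. With 2 replicates, leaving out 1 library leaves a group with 1 library. No test was made on such fits, so their ranges are given for log2 fold changes alone. In simulated counts with the depths and variability of the scr Zn comparison, 80.5% of 200 genes changed by 1 on the log2 scale were called. The simulated genes varied independently and had no trend with GC content, so this share may overstate what the real comparisons could call.
The counts depended on the GC content of the genes to a different degree in each library. The slope of log2 expression on GC content, relative to the mean of all libraries, ran from -0.31 per 10 percentage points in scr Zn replicate 2 to 0.33 in scr NT replicate 2. Differences between conditions made up 80.5% of the variance of this slope (permutation test with 100000 draws, p = 0.00753), and replicates of a condition differed by a median of 0.136. All counts of DEGs were therefore also computed after a correction of each library for GC content and transcript length. This trend goes with the conditions, so the correction removes changes caused by the metals as well, where they follow GC content or length.

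**Figure D1:**
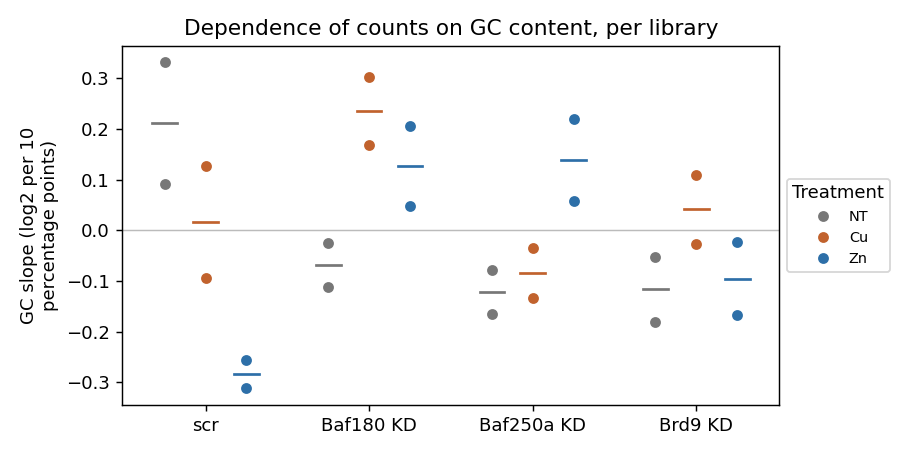
Slope of log2 expression on GC content (log2 per 10 percentage points, vertical axis) for each of the 24 libraries, by cell line and treatment; points are libraries and horizontal bars the means of 2 replicates, and the gray line marks 0. Slopes run from -0.31 to 0.33.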

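Over the 500 genes of highest variance among the 24 libraries (log2 CPM), differences between the 4 cell lines made up 83.1% of the total variance. Differences between treatments within a cell line made up 8.56%, and differences between replicates 8.35%. The treatment share was larger than in permutations of the treatment labels within each cell line (permutation test with 100000 draws, p = 2.30e-04). On the same genes, the first principal component held 69.3% of the variance, the second 12.4% and the third 5.92%. The second component set replicate 2 of *Baf250a* KD with Zn, the library with the fewest counts, apart from all others. Over all genes that passed filterByExpr, the cell lines accounted for 51.9%, the treatments for 22.9% and the replicates for 25.3%. Without replicate 1 of every condition, and so with that library among those kept, the share of the cell lines was 69.6% and that of the treatments 30.4%, against 91.3% and 8.71% without replicate 2. These 2 treatment shares also hold differences between replicates, which cannot be separated with 1 library per condition.

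**Figure D2:**
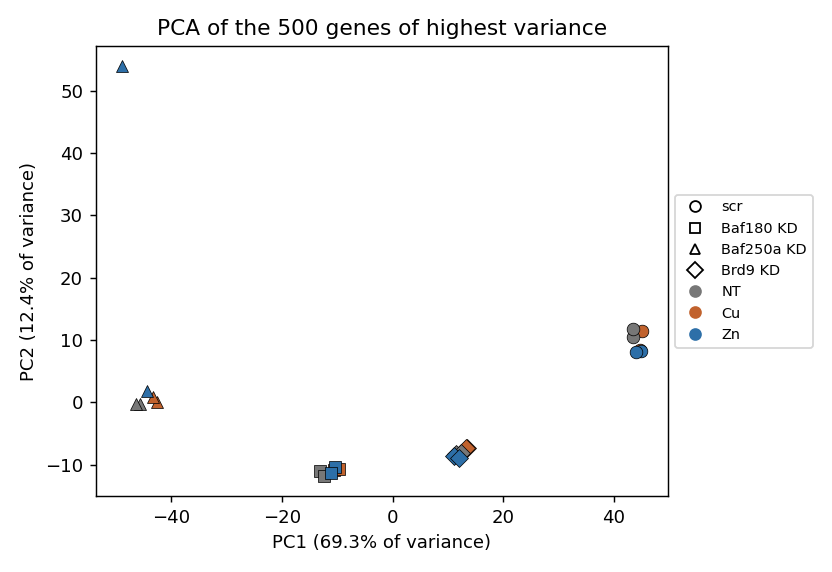
Position of the 24 libraries on the first 2 principal components of log2 CPM over the 500 genes of highest variance, with the percent of variance on each axis; shape marks the cell line and color the treatment. The cell lines separate on the first component, and replicate 2 of *Baf250a* KD with Zn lies apart on the second.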

Principal component analysis (PCA) revealed that transcriptional signatures clustered primarily by SWI/SNF subunit depletion rather than metal treatment, with relatively modest separation between treated and untreated samples within each KD condition (Supp. Fig. 10). These data indicate that loss of SWI/SNF subunits establishes dominant transcriptional states, within which metal exposure elicits more targeted gene expression changes.

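The targeted transcripts were lower in the KD cells. *Pbrm1*, which encodes Baf180 (GRCm38 chromosome 14, from 31019138 to 31121592), was at 70.7 ± 6.95 CPM (SD, n = 2) in untreated *Baf180* KD cells and 121 ± 30.3 in untreated scr cells, a log2 fold change of -0.76 (SE 0.16, edgeR adjusted p = 0.0027). *Arid1a*, which encodes Baf250a (chromosome 4, from 133679008 to 133756769), was at 99.4 ± 0.956 CPM in *Baf250a* KD and 287 ± 6.22 in scr cells, a log2 fold change of -1.53 (SE 0.10, edgeR adjusted p = 5.31e-08). *Brd9* (chromosome 13, from 73937811 to 73960895) was at 17.4 ± 0.615 CPM in *Brd9* KD and 29.8 ± 3.68 in scr cells, a log2 fold change of -0.76 (SE 0.13, edgeR adjusted p = 0.0060). For each of the 3 genes, all 6 libraries of its KD lay below every scr library, treated or not. Leaving out 1 library at a time kept these values between -0.99 and -0.48 for *Pbrm1*, between -1.56 and -1.51 for *Arid1a* and between -0.87 and -0.63 for *Brd9*. Each untreated KD was then compared with untreated scr cells, 2 libraries against 2. In *Baf250a* KD cells 8647 DEGs were called (4327 higher, 4320 lower, of 14971 genes tested), in *Baf180* KD cells 6087 (3217 higher, 2870 lower, of 14851) and in *Brd9* KD cells 4165 (2157 higher, 2008 lower, of 14277). Among the alternatives that leave the libraries unpaired, a minimum fold change of 1.5 moved the counts most. It left 6028 DEGs in *Baf250a* KD, 3846 in *Baf180* KD and 2501 in *Brd9* KD cells. Without such a minimum, DESeq2 moved the counts most in *Baf250a* KD cells (7168) and *Baf180* KD cells (4910). Fitting all 24 libraries together did so in *Brd9* KD cells (5338). Of 14024 genes tested in all 3 comparisons, 2948 were called in all 3, and 2884 of these (97.8%) changed in the same direction. Across genes, which are not independent replicates, the log2 fold changes of *Baf180* and *Baf250a* KD had a Pearson correlation of 0.87, those of *Baf180* and *Brd9* KD 0.86 and those of *Baf250a* and *Brd9* KD 0.74. The comparisons share their scr libraries, and simulated groups with no change against shared controls gave a mean correlation of 0.50.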

Consistent with our prior work, untreated KD myoblasts exhibited substantial transcriptional dysregulation, with *Baf250a* KD resulting in the greatest number of differentially expressed genes (DEGs; 9362), followed by *Baf180* KD (5968 DEGs), and *Brd9* KD (5345 DEGs) (Supp. Table 3 [12]). We next focused on genes responsive to metal supplementation within each KD background (Supp. Tables 4 and 5). 

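A list of 61 genes holds those that the paper names in its RNA-seq and integration sections or targets, with *Mtf1* and *Slc39a10* added. In scr cells 1 of the 61 was a DEG with Cu and 27 with Zn; adjusted over the list alone, 8 and 37 were. In *Baf180* KD cells 28 were DEGs with Cu and 3 with Zn (*Mt2*, *Slc30a1* and *Slc39a10*), and 38 and 8 adjusted over the list alone. In *Baf250a* KD cells 8 of 60 tested were DEGs with Cu and 20 with Zn, and 11 and 25 adjusted over the list alone. In *Brd9* KD cells 6 of 60 were DEGs with Cu and 4 with Zn, and 21 and 7 adjusted over the list alone. The study chose most of these genes on the same samples, so the counts adjusted over the list alone are not independent evidence.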

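With Cu, 2097 of 15241 genes tested were DEGs in *Baf180* KD cells relative to untreated *Baf180* KD cells, 832 higher (39.7%) and 1265 lower. With Zn, 3 genes passed the threshold (*Mt2* and *Slc30a1* higher, *Slc39a10* lower), and 1999 had an unadjusted p under 0.05. The number with Zn moved most among the alternatives that keep the libraries unpaired when all genes with at least 1 count were tested, which gave 589 DEGs. Taking the replicate number as a block gave 657 DEGs with Zn and 3892 with Cu. Deviations of same-numbered libraries from their group means correlated at 0.17, 0.56 and 0.33 in these cells. Which count holds cannot be decided, since the paper's text does not say that a number marks a batch. DESeq2 with such a block, a setting chosen after the data were seen, gave 461 DEGs with Zn and 2818 with Cu. These are the same calls as in the authors' deposited tables. The match bears on how those calls were made, and does not decide whether a number marks a batch. With Cu, thinning all libraries of the study to the smallest total, a setting chosen after the data were seen, left 195. The log2 fold changes followed GC content across 9465 protein-coding genes, with a Spearman correlation of 0.60 with Cu and 0.59 with Zn. The correction for GC content and length was then applied: 1003 genes were DEGs with Cu (503 higher, 50.1%, and 500 lower), and 659 of them were among the 2097. Counts simulated with the GC and length trend of these libraries and no other change gave 317 DEGs with Cu and 0 with Zn.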

Among the KD conditions, *Baf180* KD myoblasts exhibited the most pronounced transcriptional response to Cu exposure with 2 806 Cu-responsive DEGs, whereas Zn treatment altered 460 genes. In contrast, *Baf250a* KD cells displayed relatively few Cu-responsive genes (44 DEGs) but showed moderate response to Zn (401 DEGs). 

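In *Baf250a* KD cells 187 of 14706 genes tested were DEGs with Cu, 92 higher and 95 lower, and 2334 with Zn, 1301 higher and 1033 lower (1098 and 1140 with RLE size factors). DESeq2's Wald test gave 32 DEGs with Cu and 304 with Zn. The Zn comparison rests on 1 library of usual depth and on replicate 2 with 495778 counts. When all libraries of this cell line were thinned to that total, 66 DEGs with Zn and 10 with Cu were left. Of the 2334 genes, 401 had the opposite sign when the fold change was taken from that shallow Zn library alone, and 0 from the other Zn library alone. The Spearman correlation of the log2 fold change with GC content was 0.15 with Cu and 0.36 with Zn. After the correction for GC content and length, 255 DEGs with Cu (182 of them among the 187) and 2022 with Zn (1347 of them among the 2334) were called.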

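In *Brd9* KD cells 41 of 14978 genes tested were DEGs with Cu, 26 higher and 15 lower, and 2426 had an unadjusted p under 0.05. With Zn, 5 genes were DEGs in these cells (*Mt2*, *Mt1*, *Slc30a1* and *Egr1* higher, *Slc39a10* lower), and 451 had an unadjusted p under 0.05; *Egr1* is named after its value was seen. In scr control cells, 5 of 15002 genes were DEGs with Cu (*Gpr137b* higher, *Islr*, *Mir6236*, *Lars2* and *Gm15564* lower), with 1559 at an unadjusted p under 0.05; *Lars2* is named after its value was seen. With Zn, 2645 genes were DEGs in scr cells, 1576 higher (59.6%) and 1069 lower. Testing all genes with at least 1 count gave 1060 DEGs with Cu in *Brd9* KD and 758 in scr cells. In scr cells the log2 fold changes ran against GC content, with a Spearman correlation of -0.60 with Cu and -0.74 with Zn. With the correction for GC content and length, 143 DEGs were left in scr cells with Zn (59 higher, 41.3%, and 84 lower), 90 of them among the 2645, and 10 were called with Cu. Simulated counts with this trend and no other change gave 596 DEGs in scr cells with Zn. In *Brd9* KD cells, where the correlation with GC content was 0.45 with Cu and 0.13 with Zn, the corrected fit called 122 genes with Cu, 62 higher (50.8%, against 63.4% of the 41) and 60 lower, and 11 with Zn.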

*Brd9* KD and scr control cells were minimally affected by Cu supplementation (80 DEGs), while Zn exposure affected a handful of genes (9 DEGs). In scr control myoblasts, Cu treatment induced upregulation of genes associated with oxidative stress (*Gsta4, Nqo1*), and repressed genes involved in cell adhesion such as *Islr*. 

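*Gsta4* (GRCm38 chromosome 9, from 78182774 to 78209349) was at 277 ± 3.81 CPM in untreated scr cells and 535 ± 98.9 with Cu, a log2 fold change of 0.97 (SE 0.12, edgeR adjusted p = 0.118). The call changes with the processing: the correction for GC content and length gave an edgeR adjusted p of 0.0201, and 11 of 15 alternatives called the gene, with adjusted p from 9.48e-22 to 0.213. *Nqo1* (chromosome 8, from 107388225 to 107403206) went from 12.9 ± 0.436 to 20.3 ± 1.32 CPM, a log2 fold change of 0.66 (SE 0.11, edgeR adjusted p = 0.254), and 3 of 14 alternatives called it. Both scr libraries with Cu lay above every other scr library for each of these genes. As a set, 24 oxidative stress genes (targets of the transcription factor NRF2) had a median log2 fold change of 0.20 (limma's camera, adjusted p = 4.35e-09 over 80 set tests). *Islr* (chromosome 9, from 58156268 to 58204306) was lower, with a log2 fold change of -1.28 (SE 0.12, edgeR adjusted p = 0.0285) and a range of -1.34 to -1.20 when 1 library was left out. The largest falls were in *Gm15564* (-8.05, edgeR adjusted p = 0.0080) and *Mir6236* (-7.30, edgeR adjusted p = 2.00e-04), whose counts went with those of the ribosomal RNA gene *CT010467.1* over the 22 libraries other than untreated scr.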

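In scr cells with Zn, *Mt1* (GRCm38 chromosome 8, from 94179082 to 94180327) rose from 60.1 ± 7.01 to 298 ± 19.7 CPM, a log2 fold change of 2.40 (SE 0.16, edgeR adjusted p = 0.0032). *Mt2* (chromosome 8, from 94172664 to 94173568) rose by 3.40 (SE 0.11, edgeR adjusted p = 3.75e-05) on the log2 scale. *Slc30a1*, which encodes a zinc exporter (chromosome 1, from 191906767 to 191913247), went from 11.1 ± 0.384 to 28.5 ± 2.02 CPM, a log2 fold change of 1.44 (SE 0.11, edgeR adjusted p = 0.0056). All 15 alternatives called each of these 3 genes. The zinc importer gene *Slc39a10* had a log2 fold change of -0.88 (SE 0.12, edgeR adjusted p = 0.0275). *AU041133* also rose (3.03, edgeR adjusted p = 0.0275), and the largest falls were in *Mir6236* (-9.71, edgeR adjusted p = 3.75e-05) and *Gm24187* (-8.99, edgeR adjusted p = 0.0209), which go with ribosomal RNA counts. Of the gene sets, 80 genes of oxidative phosphorylation had a median log2 fold change of -0.32 (camera, adjusted p = 1.33e-10) and 77 genes of the mitochondrial ribosome -0.21 (camera, adjusted p = 9.92e-05). A set of 68 RNA splicing genes had a median of 0.02 (camera, adjusted p = 0.284).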

Zn treatment upregulated canonical metal-responsive genes (*Mt1* and *Slc30a1*), and repressed genes involved RNA processing and mitochondrial organization (Supp. Fig. 11A and B). 

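Gene ontology terms were not used here, and 10 lists of genes were tested in their place with limma's camera (preset correlation between genes 0.01, adjusted over 80 tests). In scr cells with Cu, 80 oxidative phosphorylation genes had a median log2 fold change of -0.17 (camera, adjusted p = 2.36e-07). With Zn, 54 genes of the G2/M phase had a median of 0.24 (camera, adjusted p = 5.18e-05), 43 genes of the S phase 0.13 (camera, adjusted p = 0.139) and 79 cytosolic ribosomal protein genes -0.35 (camera, adjusted p = 2.04e-13). The 56 replication-dependent histone genes had a median of -0.22 with Cu (camera, adjusted p = 2.29e-08) and -0.13 with Zn (camera, adjusted p = 0.0600). Of the 80 tests, 43 passed the threshold under camera. Only 1, the oxidative stress genes in *Baf250a* KD cells with Cu, passed it under fry, a rotation test without a preset correlation. With the correction for GC content and length, 63 of the 80 tests stayed on their side of the threshold under camera, 8 lost the call and 9 gained it.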

GO analysis highlighted oxidative stress defense and extracellular matrix remodeling in response to Cu, while Zn treatment was associated with changes in chromatin organization, cell cycle regulation, and macromolecular metabolism.

In *Baf180* KD myoblasts metal supplementation elicited a transcriptional profile distinct from controls (Supp. Tables 4 and 5). 

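Whether a response in *Baf180* KD cells differed from that in scr cells was tested as a difference of the log2 fold changes, in 1 fit of all 24 libraries over 16524 genes. With Cu, 2116 genes differed, 891 with the higher fold change in *Baf180* KD cells and 1225 with the lower, and the change was larger in scr cells for 21.1% of them. With Zn, 4742 genes differed (2660 higher and 2082 lower, or 2220 and 2420 with RLE size factors), and the change was larger in scr cells for 91.7%. Thinning all libraries to the smallest total moved these counts most, to 102 with Cu and 541 with Zn. After the correction for GC content and length, 306 of the 2116 genes and 1044 of the 4742 were still called. Across 9377 genes, the Cu responses of scr and *Baf180* KD cells had a Pearson correlation of -0.53, and -0.16 after that correction.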

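*Synpo2l* was at 87.2 ± 0.141 CPM in untreated *Baf180* KD cells and 82.6 ± 1.74 with Cu, a log2 fold change of -0.11 (SE 0.08, edgeR adjusted p = 0.368), and 1 of 15 alternatives called it. *Postn* fell from 80.8 ± 9.71 to 27.4 ± 6.21 CPM, a log2 fold change of -1.59 (SE 0.16, edgeR adjusted p = 0.0027), and stayed between -1.85 and -1.38 when 1 library was left out. It was also called after the correction for GC content and length (edgeR adjusted p = 4.83e-04). *Klf4* had a log2 fold change of 0.09 (SE 0.12, edgeR adjusted p = 0.662), and 0 of 15 alternatives called it. Among DEGs with a mean normalized count of at least 50 and no overlap between the groups, *H2ac7* (1.69, edgeR adjusted p = 0.0203) and *Gm25835* (1.65, edgeR adjusted p = 0.0097) rose most. *Mir6236* (-6.27, edgeR adjusted p = 0.0269) and *Gm15564* (-5.63, edgeR adjusted p = 0.0277), whose counts go with those of ribosomal RNA, fell most.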

Cu treatment downregulated genes involved in muscle regeneration and cytoskeletal organization (*Synpo2l* and *Postn*), while inducing transcription factors such as *Klf4*. 

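In *Baf180* KD cells with Cu, the 68 RNA splicing genes had a median log2 fold change of -0.12 (camera, adjusted p = 0.139), the 54 genes of the G2/M phase -0.11 (camera, adjusted p = 0.231) and 48 DNA repair genes 0.08 (camera, adjusted p = 0.981). A set of 31 apoptosis genes had a median of 0.08 (camera, adjusted p = 0.139). The 77 mitochondrial ribosomal protein genes had a median of 0.17 (camera, adjusted p = 9.44e-04), and the 80 oxidative phosphorylation genes 0.16 (camera, adjusted p = 0.0100). The median of all genes tested was -0.01. The oxidative stress genes had a median of 0.58, with 95.8% of the 24 above 0 (camera, adjusted p = 1.05e-31).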

GO analysis revealed repression of pathways related to mRNA metabolism, cell cycle progression, and DNA repair, alongside upregulation of mitochondrial organization and apoptotic processes (Fig. 5A). 

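In *Baf180* KD cells with Zn, *Mt2* had a log2 fold change of 1.71 (SE 0.10, edgeR adjusted p = 1.46e-04), *Slc30a1* 1.02 (SE 0.12, edgeR adjusted p = 0.0231) and *Slc39a10* -1.28 (SE 0.12, edgeR adjusted p = 0.0047). *Mt1* had a log2 fold change of 1.28 (SE 0.17, edgeR adjusted p = 0.0646), and 12 of 15 alternatives called it. Since 3 genes passed the threshold, sets of genes were also compared. The replication-dependent histone genes, 98.2% of them above 0, had a median log2 fold change of 0.42 (camera, adjusted p = 1.58e-43), and the cytosolic ribosomal protein genes 0.20 (camera, adjusted p = 8.99e-12). The medians of the S phase genes and the DNA repair genes were 0.10 (camera, adjusted p = 0.0035) and 0.08 (camera, adjusted p = 0.156).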

Zn treatment in *Baf180* KD cells downregulated genes associated with neuronal and cardiac development and DNA metabolism, while upregulating pathways involved in histone modification, translation, and epigenetic regulation (Fig. 5B).

**Figure 5:**
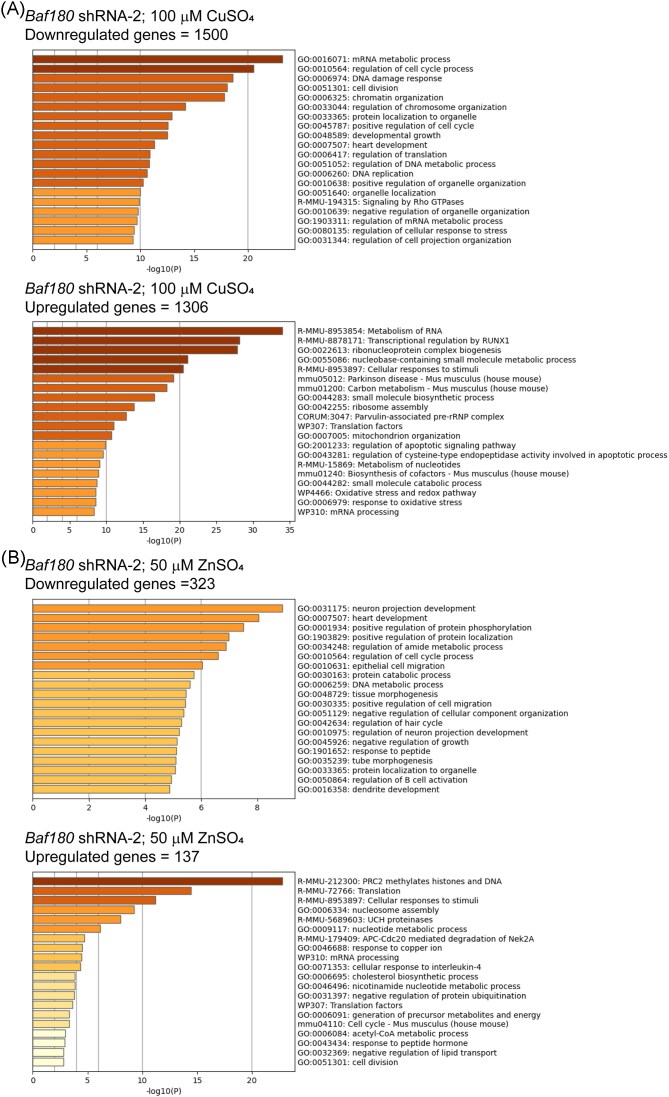
GO analysis of DEGs in *Baf180* KD myoblasts supplemented with metals. DEG identified from *Baf180* KD cells cultured in proliferation media supplemented with 100 μM CuSO_4_ (A) or 50 μM ZnSO_4_ (B) were compared to the same cell line cultured in the absence of metals (basal media). The patterns represent downregulation and upregulation of DEGs shown in Supp. Table 4.

In *Baf250a* KD myoblasts, Cu exposure resulted in relatively few transcriptional changes, whereas Zn supplementation significantly altered genes involved in cell cycle regulation, chromosome organization, and DNA replication (Supp. Fig 12A and **B**). 

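Among the DEGs of *Baf250a* KD cells with Cu, *Gm23935* (2.94, edgeR adjusted p = 2.84e-05) and the ribosomal RNA gene *CT010467.1* (1.45, edgeR adjusted p = 0.0172) rose most on the log2 scale, and DESeq2 called neither. *CT010467.1* held 0.399% and 0.122% of the counts in Cu replicates 1 and 2, and 0.112% and 0.0841% in the untreated replicates. Its rise thus rests mainly on Cu replicate 1. *Nr4a1* (-1.48, edgeR adjusted p = 4.54e-05) and *Egr3* (-1.23, edgeR adjusted p = 2.77e-04) fell most. The oxidative stress genes had a median of 0.62 (camera, adjusted p = 3.59e-84). With Zn, the S phase genes had a median log2 fold change of 0.45 (camera, adjusted p = 2.78e-11), the G2/M phase genes 0.29 (camera, adjusted p = 6.08e-09) and the DNA repair genes 0.21 (camera, adjusted p = 0.0407). *CT010467.2* (2.30, edgeR adjusted p = 5.38e-10) and *Snord15a* (1.73, edgeR adjusted p = 4.84e-06) rose most with Zn, and *Omd* (-2.02, edgeR adjusted p = 2.58e-05) and the mitochondrial ribosomal RNA gene *mt-Rnr1* (-1.95, edgeR adjusted p = 0.0084) fell most. Whether the Cu response differed from that of scr cells was called for 2 genes, *Wnt4* and *Islr*, with 1274 genes at an unadjusted p under 0.05. The Zn response differed for 5036 genes, with the larger change in scr cells for 67.6%, and 2072 of them were still called after the correction for GC content and length.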

Stress response genes such as *Mt1* and *Slc30a1* were induced, indicating preservation of canonical metal-responsive transcriptional programs in this context.

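*Mt1* went with Zn in *Baf250a* KD cells from 267 ± 8.17 to 552 ± 77.9 CPM, a log2 fold change of 1.03 (SE 0.11, edgeR adjusted p = 2.97e-06). *Mt2* had a log2 fold change of 1.10 (SE 0.11, edgeR adjusted p = 1.18e-06). *Slc30a1* had a log2 fold change of 0.77 (SE 0.14, edgeR adjusted p = 5.08e-04), which 1 library decided: it was at 49.4 CPM in Zn replicate 1 and 25.3 in the shallow replicate 2, where 13 reads were counted, and without replicate 1 the log2 fold change was -0.08. The Zn response relative to that of scr cells differed by -1.29 (SE 0.25, edgeR adjusted p = 9.12e-04) for *Mt1*, by -2.18 (SE 0.18, edgeR adjusted p = 1.65e-06) for *Mt2* and by -0.63 (SE 0.21, edgeR adjusted p = 0.0278) for *Slc30a1*.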

*Brd9* KD myoblasts exhibited minimal transcriptional response to Cu but showed a pronounced response to Zn supplementation. 

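With Cu in *Brd9* KD cells, *Prl2c3* (1.94, edgeR adjusted p = 0.0101) and *Lce1g* (1.36, edgeR adjusted p = 0.0303) rose most and *Ano5* (-1.57, edgeR adjusted p = 0.0053) and *Gm28653* (-1.17, edgeR adjusted p = 0.0283) fell most among the DEGs, on the log2 scale. The oxidative stress genes had a median log2 fold change of 0.50, with all 24 above 0 (camera, adjusted p = 1.01e-43). With Zn the same set had a median of 0.15 (camera, adjusted p = 2.04e-13). The Cu response differed from that of scr cells for 6 genes (*Mir6236*, *Lars2*, *Gm15564* and *CT010467.1* with the higher, *Ifih1* and *Kcnj2* with the lower fold change in *Brd9* KD cells; *Lars2*, *Ifih1* and *Kcnj2* are named after their values were seen), and 2759 genes had an unadjusted p under 0.05. The Zn response differed for 1837 genes, 52.7% of them with the higher fold change in *Brd9* KD cells, or 41.6% of 1729 with DESeq-type size factors in place of TMM. The change was larger in scr cells for 97.2% of the 1837, and 1 of them was still called after the correction for GC content and length.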

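*Rny1* in *Brd9* KD cells was at 43.7 ± 3.60 CPM without metal and 16.9 ± 2.97 with Zn, a log2 fold change of -1.37 (SE 0.19, edgeR adjusted p = 0.0894). *Rny3* had a log2 fold change of -1.15 (SE 0.16, edgeR adjusted p = 0.107). DESeq2 and the correction for GC content and length each called both genes, and 10 of 15 alternatives called *Rny1* (adjusted p from 1.33e-22 to 1). In scr cells *Rny1* differed between the untreated replicates by more than it fell in *Brd9* KD cells, at 75.7 and 387 CPM.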

Zn altered expression of genes involved in cytoskeletal organization, hormone signaling, and noncoding RNA regulation, including several Rny family RNAs implicated in DNA replication and cellular stress responses (Supp. Fig 13A and **B**). As observed in *Baf250a* KD cells, Zn induced *Mt1* and *Slc30a1*, suggesting intact metal stress signaling despite ncBAF depletion.

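*Mt1* rose with Zn in *Brd9* KD cells from 159 ± 12.2 to 472 ± 53.5 CPM, a log2 fold change of 1.56 (SE 0.08, edgeR adjusted p = 1.09e-04), *Mt2* rose by 2.12 (SE 0.08, edgeR adjusted p = 1.05e-05), and *Slc30a1* by 0.99 (SE 0.11, edgeR adjusted p = 0.0289). The response of *Mt2* was smaller than in scr cells, by -1.19 (SE 0.17, edgeR adjusted p = 0.0184) on the log2 scale. For *Mt1* the difference was -0.73 (SE 0.24, edgeR adjusted p = 0.0549), and for *Slc30a1* -0.36 (SE 0.20, edgeR adjusted p = 0.244).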

Across KD conditions, a subset of stress-responsive genes, including *Gsta4* and *Nqo1*, was commonly induced by metal exposure, although *Nqo1* induction was attenuated in *Baf180* KD cells. 

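With Cu, *Gsta4* had a log2 fold change of 0.88 (SE 0.09, edgeR adjusted p = 0.0028) in *Baf180* KD, 1.36 (SE 0.11, edgeR adjusted p = 2.87e-08) in *Baf250a* KD and 1.17 (SE 0.11, edgeR adjusted p = 0.0053) in *Brd9* KD cells. *Nqo1* had a log2 fold change of 1.00 (SE 0.08, edgeR adjusted p = 0.0014) in *Baf180* KD, 1.27 (SE 0.09, edgeR adjusted p = 1.40e-09) in *Baf250a* KD and 1.06 (SE 0.17, edgeR adjusted p = 0.0524) in *Brd9* KD cells; 12 of 15 alternatives called it in the last. In every cell line both Cu libraries lay above all other libraries of that cell line for both genes. The Cu response of *Nqo1* relative to scr cells differed by 0.39 (SE 0.22, edgeR adjusted p = 0.233) in *Baf180* KD, 0.63 (SE 0.22, edgeR adjusted p = 0.582) in *Baf250a* KD and 0.47 (SE 0.22, edgeR adjusted p = 0.285) in *Brd9* KD cells. Untreated *Nqo1* was at 12.9 ± 0.436 CPM in scr, 58.8 ± 3.29 in *Baf180* KD, 65.1 ± 1.22 in *Baf250a* KD and 34.5 ± 6.58 in *Brd9* KD cells. With Zn, the *Baf250a* KD comparison called both genes: *Gsta4* at 0.57 (SE 0.12, edgeR adjusted p = 0.0028), which was -0.18 without Zn replicate 1, and *Nqo1* at 0.34 (SE 0.10, edgeR adjusted p = 0.0254), which 3 of 15 alternatives called. In *Baf180* and *Brd9* KD cells with Zn, *Gsta4* was at 0.42 (edgeR adjusted p = 0.264) and 0.43 (edgeR adjusted p = 1).

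**Figure D3:**
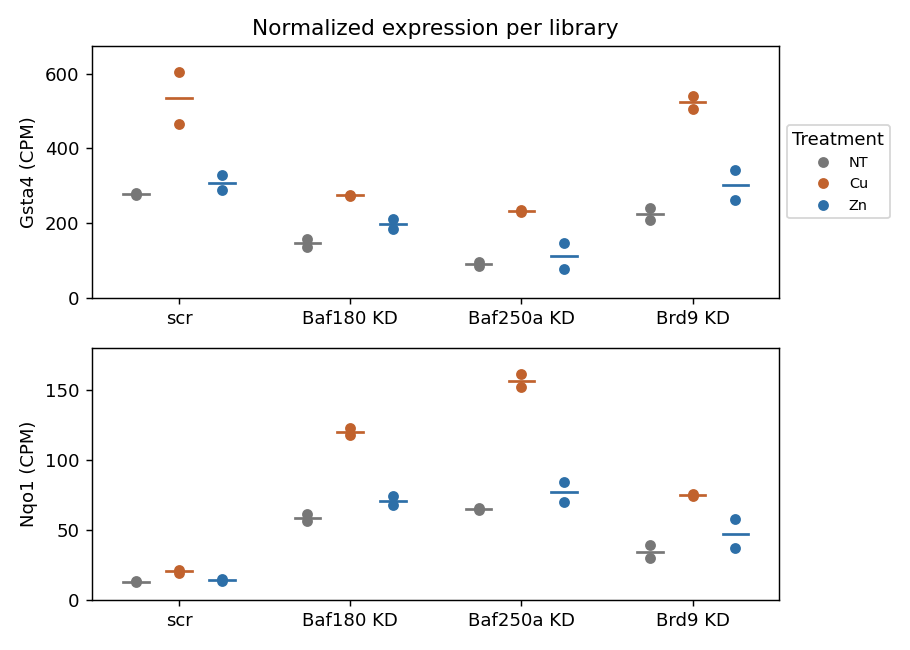
Normalized expression (CPM, vertical axes) of *Gsta4* (top) and *Nqo1* (bottom) in each library, by cell line and treatment; points are libraries and horizontal bars the means of 2 replicates. Both Cu libraries lie above the other libraries of their cell line.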

Zn supplementation also induced *Wnt4* expression in *Baf250a* and *Brd9* KD myoblasts, consistent with its known role in promoting myogenic proliferation.

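*Wnt4* (GRCm38 chromosome 4, from 137277489 to 137299726) had a log2 fold change with Zn of -0.14 (SE 0.15, edgeR adjusted p = 0.579) in *Baf250a* KD and 0.30 (SE 0.19, edgeR adjusted p = 1) in *Brd9* KD cells, and 0 of 15 and 0 of 14 alternatives called it. In *Brd9* KD cells the Zn response relative to scr cells, where *Wnt4* moved by -0.44, differed by 0.86 (SE 0.23, edgeR adjusted p = 0.0316), and 4 of 9 alternatives called this difference. With Cu, *Wnt4* had a log2 fold change of 0.77 (SE 0.18, edgeR adjusted p = 0.153) in *Brd9* KD cells, where 2 of 14 alternatives called it. It was called with Cu in *Baf180* KD cells (1.04, SE 0.16, edgeR adjusted p = 0.0078) and *Baf250a* KD cells (1.01, SE 0.11, edgeR adjusted p = 5.26e-06).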

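*Atp7a* (GRCm38 chromosome X, from 106027276 to 106124926), which encodes a copper-transporting ATPase, was at 45.4 ± 3.83 CPM in untreated *Baf180* KD cells and 32.0 ± 2.09 with Cu. The log2 fold change was -0.54 (SE 0.12, edgeR adjusted p = 0.0192), between -0.65 and -0.42 when 1 library was left out. The correction for GC content and length gave -0.35 (edgeR adjusted p = 0.0596), and over 15 alternatives, 13 of which called the gene, the adjusted p ran from 2.54e-04 to 0.283. Of 1051 protein-coding genes of like GC content and length, with a median log2 fold change of -0.15, 10.6% fell as far. The response relative to scr cells, in which *Atp7a* moved by 0.24 (SE 0.13, edgeR adjusted p = 0.536) with Cu, differed by -0.72 (SE 0.16, edgeR adjusted p = 0.0102), and by -0.46 after the correction (edgeR adjusted p = 0.0505).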

Notably, *Baf180* KD cells exhibited marked downregulation of *Atp7a*, a key copper exporter, following Cu treatment (Supp. Table 5). 

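In *Baf180* KD cells with Zn, *Atp7a* was at 39.7 ± 3.90 CPM, a log2 fold change of -0.21 (SE 0.12, edgeR adjusted p = 0.468) relative to untreated cells, and 0 of 15 alternatives called it. Leaving out 1 library at a time gave values from -0.33 to -0.09. The difference from the Zn response of scr cells, where *Atp7a* changed by 0.38 (SE 0.13, edgeR adjusted p = 0.0855), was -0.49 (SE 0.16, edgeR adjusted p = 0.0256); 6 of 9 alternatives called it.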

Zn exposure similarly reduced *Atp7a* expression, though to a lesser extent. In contrast, *Atp7a* expression in *Baf250a* and *Brd9* KD myoblasts was unaffected by metal exposure. 

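*Atp7a* in *Baf250a* KD cells had a log2 fold change of -0.08 (SE 0.10, edgeR adjusted p = 0.866) with Cu and -0.16 (SE 0.12, edgeR adjusted p = 0.380) with Zn. In *Brd9* KD cells it was -0.42 (SE 0.10, edgeR adjusted p = 0.144) with Cu and -0.04 (SE 0.10, edgeR adjusted p = 1) with Zn. Both *Brd9* KD libraries with Cu (34.1 and 32.5 CPM) lay below both untreated ones (43.0 and 42.8 CPM), and 1 of 15 alternatives called the change. Relative to scr cells, the Cu response differed by -0.30 (SE 0.16, edgeR adjusted p = 0.658) in *Baf250a* KD and -0.59 (SE 0.16, edgeR adjusted p = 0.239) in *Brd9* KD cells. The Zn response differed by -0.47 (SE 0.17, edgeR adjusted p = 0.0400) in *Baf250a* KD cells, where 5 of 9 alternatives called it, and by -0.33 (SE 0.16, edgeR adjusted p = 0.164) in *Brd9* KD cells.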

Expression of the Cu importer Ctr1 (*Slc31a1*) remained stable across all conditions, indicating that altered Cu handling in *Baf180* KD cells is likely driven by impaired export rather than uptake. Together, these transcriptional data suggest that loss of Baf180 uniquely disrupts Cu responsive gene regulation, consistent with the metal accumulation and proliferation defects observed in these cells.

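*Slc31a1* (GRCm38 chromosome 4, from 62360727 to 62391769) was called in 0 of the 8 metal comparisons, and no alternative called it. Its log2 fold changes ran from 0.00 in *Baf180* KD cells to 0.20 in scr cells with Zn (SE 0.11), the lowest edgeR adjusted p being 0.242. Expression was at 64.5 ± 6.94 CPM in untreated *Baf180* KD cells, 66.0 ± 1.91 with Cu and 65.2 ± 5.30 with Zn.

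**Figure D4:**
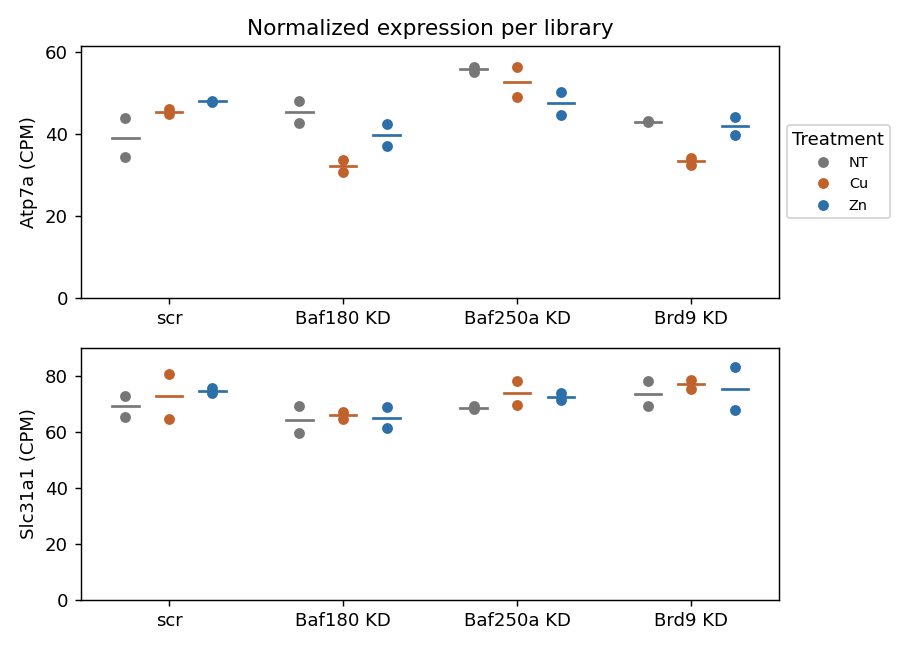
Normalized expression (CPM, vertical axes) of *Atp7a* (top) and *Slc31a1* (bottom) in each library, by cell line and treatment; points are libraries and horizontal bars the means of 2 replicates. *Atp7a* is lower with Cu than without metal in *Baf180* KD and *Brd9* KD cells.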

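Across 9377 genes, which are not independent replicates, the Cu response of *Baf180* KD cells had a Pearson correlation of 0.78 with that of *Brd9* KD cells and of 0.34 with that of *Baf250a* KD cells. After the correction for GC content and length these were 0.67 and 0.32. Of the 658 genes called with Cu in *Baf180* KD cells with and without the correction and also tested in *Brd9* KD cells, 96.4% changed in the same direction there, and 78.9% of 658 did in *Baf250a* KD cells and 38.1% of 654 in scr cells. Of the genes chosen in the same way in the other KDs, 94.7% of 38 of *Brd9* KD cells and 76.8% of 164 of *Baf250a* KD cells changed in the same direction in scr cells. All these directions were taken from fits without the correction. There the Spearman correlation of the Cu response with GC content was 0.60 in *Baf180* KD, 0.45 in *Brd9* KD, 0.15 in *Baf250a* KD and -0.60 in scr cells. These shares therefore also hold that trend. From the stable expression of *Slc31a1*, the paper proposes that Cu handling in *Baf180* KD cells is altered through impaired export rather than uptake. From the transcriptional data together, it proposes that loss of Baf180 uniquely disrupts Cu-responsive gene regulation.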

### MTF1 binding in proliferating myoblasts is enhanced by copper supplementation

MTF1 is a transcription factor that activates gene expression in response to metal and oxidative stress [31, 71–76]. Previous studies demonstrated that MTF1 binds myogenic genes during differentiation, with Cu supplementation enhancing this binding and promoting myogenesis [32, 33]. To assess MTF1 binding in proliferating myoblasts upon Cu supplementation, we performed CUT&RUN in WT C2C12 myoblasts cultured with or without 100 μM CuSO_4_ for 48 h (Supp. Table 6). MTF1 occupancy was measured using a validated antibody, with IgG serving as a negative control. Consistent with prior observations [32], Cu supplementation significantly increased MTF1 binding at transcription start sites (TSS; Fig. 6A and B). Genome-wide peak calling analysis identified 399 promoter-proximal MTF1-bound genes, including 196 unique to Cu-treated cells, 72 unique to untreated cells, and 131 shared between conditions (Fig. 6C; Supp. Table 6). In untreated myoblasts, MTF1 binding was relatively depleted at promoters and enriched at intergenic regions, whereas Cu exposure promoted a marked redistribution toward promoter regions (Fig. 6D), consistent with enhanced transcriptional activation.

**Figure 6:**
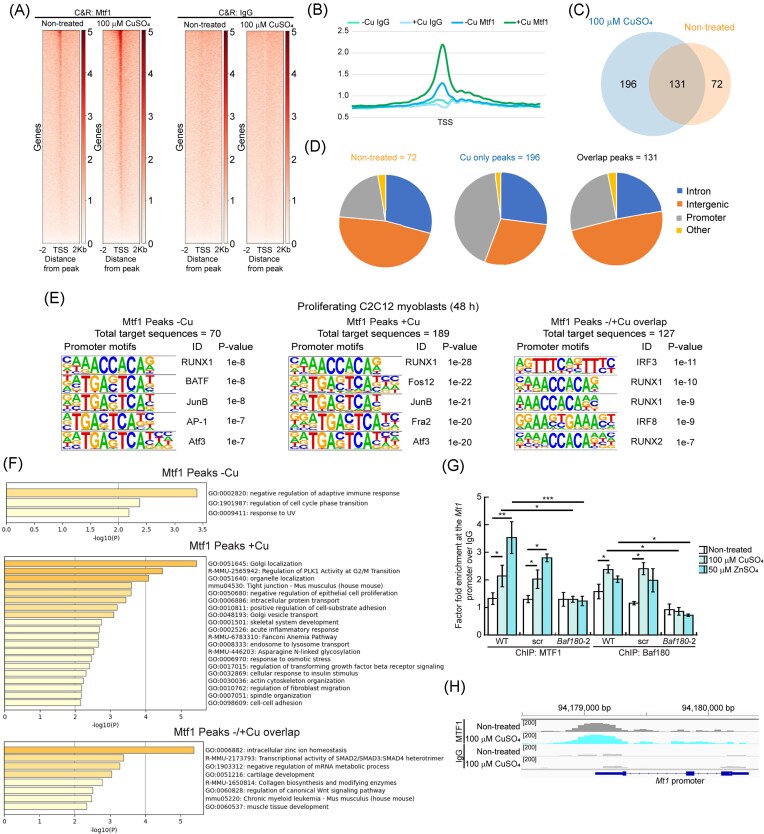
Cu supplementation enhances MTF1 chromatin binding in proliferating myoblasts. CUT&RUN analysis illustrating MTF1 binding dynamics in proliferating myoblasts under untreated conditions and following 100 μM CuSO_4_ supplementation for 48 h. (A) Combined CUT&RUN heatmaps from peak calling of three independent biological sequences obtained for each condition. Normal IgG used as control. (B) Aggregation plots of MTF1 CUT&RUN data showing occupancy of MTF1 and IgG over TSSs in the presence or absence of Cu. (C) Overlap of CUT&RUN peaks of MTF1 across the genome observed in proliferating cells in the presence or absence of Cu. See complete set of genes in Supp. Table 5. (D) Pie charts showing the binding site locations for MTF1 in myoblasts cultured in the presence or absence of Cu and combined in both conditions. (E) Main changes of MTF1 motif-binding dependent on Cu supplementation in proliferating C2C12 myoblasts. Novel consensus DNA-binding motifs identified from peak calling for CUT&RUN within MTF1 peaks in proliferating cells supplemented or not with Cu and in both conditions combined. The top five most significant motifs enriched, including the DNA logo, its corresponding transcription factor, and its *P*-value are shown. (F) GO analysis of CUT&RUN data showing the main categories of genes that MTF1 binds to in proliferating myoblasts in both the absence or presence of 100 μM CuSO_4_ and in both conditions combined. Cut-off was set at 2.0 of the -log(adjusted *P* value). Consensus DNA-binding motifs within MTF1 peaks reveal distinct sequence preferences in Cu-treated versus untreated cells. (G) ChIP-qPCR validation for MTF1 binding to the promoter region of the *Mt1* gene. (H) Genome browser tracks of the merged replicate ChIP-Seq experiments examining MTF1 binding to the *Mt1* promoter in proliferating myoblasts cultured for 48 h in the presence or absence of 100 μM CuSO_4_.

Functional annotation of MTF1-bound genes revealed enrichment for pathways involved in DNA repair, metabolism, and stress response (Supp. Table 6). Given our RNA-seq findings implicating PBAF and Baf180 in DNA damage and stress response pathways, these data raise the possibility of coordinated regulation of genome maintenance programs. Motif analysis of MTF1-bound regions identified enrichment of binding sites of immune-related transcription factors such as interferon regulatory factors (IRFs) [77] and Runx family motifs in both untreated and Cu-treated conditions (Fig. 6E). *Runx1* has been implicated in myoblast proliferation [78]. In Cu-treated cells, MTF1-bound regions were additionally enriched for AP-1 family motifs, including *Fosl2, JunB*, and *ATF3* transcriptional regulators known to cooperate with MyoD1 to promote myogenesis [79].

GO analysis further supported a role for MTF1 in regulating homeostatic and stress responsive gene programs (Fig. 6F; Supp. Table 6). In untreated myoblasts, MTF1-bound genes were associated with immune response, cell cycle regulation, and UV stress response. Cu-specific MTF1 targets were enriched for genes involved in organelle and protein localization, skeletal muscle development, and mitotic control, including pathways regulating PLK1, a key driver of cell cycle progression. Genes bound by MTF1 under both conditions were associated with transcriptional regulation, extracellular matrix organization, *Wnt* signaling, collagen synthesis, and muscle development (Fig. 6F). *Mt1* is among the classic target genes of MTF1. Consistent with previous observations from our lab from differentiating primary myoblasts [32], we detected MTF1 binding at this promoter on cells grown in the presence and absence of Cu and Zn (Fig. 6G). Importantly, this binding was reduced in myoblasts KD for *Baf180*, supporting a mechanistic interaction among MTF1 and Baf180, to support the expression of this metalloprotective gene. This data is also consistent with tracks obtained from CUT&RUN analyses (Fig. 6H). Together, these data demonstrate that Cu supplementation enhances MTF1 binding at promoters in proliferating myoblasts, similarly to our observations in differentiating cells [32], expanding its engagement with transcriptional programs linked to stress response, metabolism, and cell cycle regulation.

### Interaction of MTF1 chromatin binding with SWI/SNF-dependent transcriptional changes

To examine potential links between MTF1 chromatin binding and SWI/SNF-dependent transcriptional regulation, we integrated MTF1 CUT&RUN data from Cu-treated myoblasts with RNA-seq datasets scr control and SWI/SNF subunit KD cells under metal-treated and untreated conditions (Supp. Tables 7 and 8; Supp. Fig. 14). This analysis focused on genes that were bound by MTF1 in Cu-treated proliferating myoblasts and exhibited altered expression in response to Cu supplementation in each KD background. Across all merged datasets, the overlap between MTF1-bound genes and metal-responsive transcripts was limited, precluding robust GO analysis.

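The paper's annotated MTF1 CUT&RUN peaks hold 196 peaks found with Cu only, 72 without Cu only and 131 shared, of which 133 lie at promoters, of 128 genes. Of the bound genes tested, 31 of 119 were DEGs in scr cells with Zn, 1.48 times the number expected from all genes tested (Fisher's exact test with both sides counted, adjusted p = 0.0421 over 8 comparisons). Against genes matched on expression the ratio was 1.08 (random lists, adjusted p = 1). It moved most with the DEGs called after the correction for GC content and length, to 4.41 (Fisher's exact test, adjusted p = 0.0112), and with the genes nearest to any of the annotated peaks, an alternative chosen after the data were seen, it was 1.03 (Fisher's exact test, adjusted p = 0.989). With Cu, 20 of 122 were DEGs in *Baf180* KD (1.19 times the expected number, Fisher's exact test, adjusted p = 0.570), 2 of 120 in *Baf250a* KD (1.31 times, Fisher's exact test, adjusted p = 0.762) and 1 of 121 in *Brd9* KD cells (3.02 times, Fisher's exact test, adjusted p = 0.453). In scr cells with Cu, 0 of 119 were among the 5 DEGs. With Zn, 45 of 120 were DEGs in *Baf250a* KD cells (2.36 times, Fisher's exact test, adjusted p = 6.18e-08). That ratio was 1.80 against genes matched on expression (random lists, adjusted p = 0.0011). With the genes nearest to any annotated peak it was 1.63 (Fisher's exact test, adjusted p = 1.30e-04). These DEGs rest on 1 Zn library of usual depth and a shallow one. All peaks come from wild-type cells with or without Cu, and none from cells with Zn. All 3 DEGs of *Baf180* KD cells with Zn (*Mt2*, *Slc30a1* and *Slc39a10*) were bound (Fisher's exact test, adjusted p = 1.33e-06), as were 4 of the 5 of *Brd9* KD cells (*Mt1* in addition, Fisher's exact test, adjusted p = 8.05e-08). Of 228 genes that the paper's integration table lists for *Baf180* KD cells with Cu, 32 have an annotated promoter peak, so these ratios describe the annotated promoter peaks and not that table. The bound genes had a median GC content of 51.5%, against 49.2% for the other genes.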

In *Baf180* KD myoblasts, Cu-induced MTF1-bound genes included transcription and signaling regulators (*Map3k3, Mafk, Jun, Ncln, Nelfcd*), components of the protein synthesis and mitochondrial machinery (*Mrpl45, Rps5, Rpl37, Mrpl18, Rps19*), and metabolic enzymes (*Got1, Eno1, Pgd, Pkm, Gsto1*). 

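Of 14 of these genes, 13 had a positive log2 fold change with Cu in *Baf180* KD cells and 7 were DEGs (*Mafk*, *Ncln*, *Nelfcd*, *Rps19*, *Eno1*, *Pgd* and *Gsto1*), within a range of -0.04 to 0.89. The largest was that of *Pgd* (GRCm38 chromosome 4, from 149149991 to 149166771), which went from 184 ± 10.2 to 349.6 ± 15.4 CPM, a log2 fold change of 0.89 (SE 0.09, edgeR adjusted p = 0.0027). *Rps19* followed with 0.54 (SE 0.10, edgeR adjusted p = 0.0114) and *Mafk* with 0.54 (SE 0.10, edgeR adjusted p = 0.0128), and *Mrpl18* was lowest, with -0.04 (SE 0.13, edgeR adjusted p = 0.865). The correction for GC content and length left 3 of the 14 as DEGs, and DESeq2 called 9. Thinning all libraries of the study to the smallest total, a setting chosen after the data were seen, turned *Nelfcd* from 0.33 to -0.10.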

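*Dusp6* rose with Cu in *Baf180* KD cells by 0.42 (SE 0.08, edgeR adjusted p = 0.0124) on the log2 scale and *Dcaf15* by 0.44 (SE 0.09, edgeR adjusted p = 0.0162). *Cdc37* had a log2 fold change of 0.29 (SE 0.10, edgeR adjusted p = 0.0729) and *Plec* of 0.34 (SE 0.12, edgeR adjusted p = 0.0839); 7 and 9 of 15 alternatives called these genes. *Parp3* had a log2 fold change of -0.12 (SE 0.08, edgeR adjusted p = 0.348), and 2 of 15 alternatives called it, as lower.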

Additional Cu-induced targets included genes involved in membrane organization (*Cdc37, Plec*) and stress response (*Parp3, Dcaf15, Dusp6*). In contrast, Cu-repressed MTF1-bound genes in this KD included *Abhd17a*, involved in lipid metabolism, as well as transcription and RNA processing regulators such as *Snd1*. 

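*Abhd17a* (GRCm38 chromosome 10, from 80583654 to 80590341) was at 46.6 ± 0.581 CPM in untreated *Baf180* KD cells and 64.5 ± 6.15 with Cu, a log2 fold change of 0.43 (SE 0.10, edgeR adjusted p = 0.0212) that stayed between 0.33 and 0.53 when 1 library was left out. Corrected for GC content and length, it was 0.23 (edgeR adjusted p = 0.119). *Snd1* (chromosome 6, from 28475139 to 28935162) had a log2 fold change of 0.21 (SE 0.09, edgeR adjusted p = 0.130), with a range of 0.13 to 0.28 when 1 library was left out.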

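In *Baf180* KD cells with Cu, *Fiz1* had a log2 fold change of 0.39 (SE 0.10, edgeR adjusted p = 0.0274), or 0.19 after the correction for GC content and length (edgeR adjusted p = 0.249). *Ankrd2*, at 0.882 ± 0.0830 CPM without metal and 0.968 ± 0.206 with Cu, had a log2 fold change of 0.09 (SE 0.37, edgeR adjusted p = 0.897). Leaving out 1 library moved it from -0.13 to 0.30.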

Several genes involved in cytoskeletal organization and signaling (*Fiz1, Ankrd2*) were also downregulated. 

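With Cu in *Baf180* KD cells, all 16 of *Ndufv3*, *Gstm1*, *Acaa1a*, *Sdhb*, *Ppp1r14b*, *Khsrp*, *Snhg1*, *Podnl1*, *Fkbp10*, *Lmna*, *Vim*, *Vcp*, *Ppib*, *Htra2*, *Stub1* and *Eif5a* had a positive log2 fold change, from 0.09 to 0.53. Of these, 7 were DEGs (*Gstm1*, *Sdhb*, *Podnl1*, *Lmna*, *Ppib*, *Htra2* and *Stub1*), and 1, *Vim*, after the correction for GC content and length. *Gstm1* was highest, with 0.53 (SE 0.12, edgeR adjusted p = 0.0218). With all libraries of the study thinned to the smallest total, chosen after the data were seen, *Stub1* moved from 0.30 to -0.04.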

A subset of MTF1-bound genes, including those involved in metabolism (*Ndufv3, Gstm1, Acaa1a, Sdhb*), RNA regulation (*Ppp1r14b, Khsrp, Snhg1*), cell structure (*Podnl1, Fkbp10, Lmna, Vim, Vcp*), and signaling (*Ppib, Htra2, Stub1, Eif5a*), remained Cu-independent in *Baf180* KD cells.

In *Baf250a* KD myoblasts, Cu-induced MTF1-bound genes included *Pgd* and *Txnrd1*, which contribute to NADPH production and redox balance, respectively. 

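In *Baf250a* KD cells with Cu, *Pgd* had a log2 fold change of 0.73 (SE 0.11, edgeR adjusted p = 4.38e-04) and *Txnrd1* (GRCm38 chromosome 10, from 82833951 to 82897712) of 0.68 (SE 0.11, edgeR adjusted p = 4.22e-04), from 268 ± 16.4 to 430.3 ± 1.19 CPM. Leaving out 1 library kept *Pgd* between 0.58 and 0.89 and *Txnrd1* between 0.62 and 0.75. Neither response was called different from that of scr cells, with a difference of 0.44 (SE 0.20, edgeR adjusted p = 0.638) for *Pgd* and 0.48 (SE 0.16, edgeR adjusted p = 0.582) for *Txnrd1*.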

No MTF1-bound genes were significantly repressed by Cu in this context, while detoxification-related genes such as *Gstm1* remained Cu-independent. Similarly, in *Brd9* KD myoblasts, Cu supplementation induced MTF1-bound genes associated with redox (*Pgd, Txnrd1*) and chromatin organization (*Hmga2*). 

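*Gstm1* (GRCm38 chromosome 3, from 108012255 to 108017973) rose with Cu in *Baf250a* KD cells from 93.9 ± 2.02 to 147 ± 7.99 CPM, a log2 fold change of 0.64 (SE 0.09, edgeR adjusted p = 7.60e-05). It stayed between 0.59 and 0.69 when 1 library was left out, and 12 of 15 alternatives called it. Of the 128 genes with an annotated MTF1 peak at the promoter, 2 were DEGs with Cu in these cells, *Gstm1* and *Blvrb* (named after its value was seen), both higher. The 3 genes that the paper's integration table lists as higher here (*Pgd*, *Txnrd1* and *Gstm1*) were all DEGs, and 1 of them, *Gstm1*, has an annotated promoter peak.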

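*Pgd* rose in *Brd9* KD cells with Cu by 0.76 (SE 0.09, edgeR adjusted p = 0.0175) on the log2 scale and *Txnrd1* by 0.52 (SE 0.07, edgeR adjusted p = 0.0238). *Hmga2* (GRCm38 chromosome 10, from 120361275 to 120476469) went from 358 ± 6.06 to 512 ± 39.1 CPM, a log2 fold change of 0.46 (SE 0.08, edgeR adjusted p = 0.0586), and 11 of 15 alternatives called it, with adjusted p from 1.02e-06 to 0.0935. In *Baf250a* KD cells with Cu, *Hmga2* had a log2 fold change of 0.52 (SE 0.10, edgeR adjusted p = 0.0035).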

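With Cu in *Brd9* KD cells, *Mt1* was at 232 ± 7.60 CPM against 159 ± 12.2 without metal, a log2 fold change of 0.49 (SE 0.08, edgeR adjusted p = 0.0524), and 11 of 15 alternatives called it. *Mt2* had a log2 fold change of 0.56 (SE 0.08, edgeR adjusted p = 0.0283), called by 14 of 15 alternatives. *Gstm1* had a log2 fold change of 0.56 (SE 0.11, edgeR adjusted p = 0.0906), called by 8 of 15.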

Metal homeostasis genes (*Mt1, Mt2*) and detoxification gene *Gstm1* remained largely Cu-independent, indicating preserved basal MTF1 activity despite ncBAF depletion.

Collectively, these analyses reveal that MTF1-bound genes exhibit distinct Cu-responsive expression patterns depending on SWI/SNF subunit context. While overlap between chromatin binding and transcriptional output is limited, the data suggests preferential coordination between MTF1 and the PBAF complex in shaping Cu-responsive transcriptional programs. These findings highlight the complexity of metal-regulated gene expression and underscore the importance of chromatin context in determining MTF1 transcriptional outcomes.

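The paper's table of MTF1-bound genes that respond to metals lists 124 genes as higher with Cu in *Baf180* KD cells. Of these, 117 had a positive log2 fold change and 52 were DEGs. After the correction for GC content and length 18 were called as higher, and with a replicate block 107. It lists 105 genes as lower, of which 100 were tested and 94 had a negative log2 fold change. As lower, 62 were called, or 19 after the correction and 82 with a replicate block. For *Baf250a* KD cells with Cu the table lists 3 genes as higher, all of them DEGs. For *Brd9* KD cells it lists 6 as higher, of which 3 were DEGs, or all 6 after the correction, and 2 as lower, of which 0 were, or 1 after the correction. The study chose the listed genes by their calls on the same samples, so agreement in direction and call is not independent evidence. While stating that the overlap between binding and transcription is limited, the paper proposes from these lists a preferential coordination between MTF1 and the PBAF complex.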

## Discussion

### Distinct roles of SWI/SNF subcomplexes in myoblast proliferation and metal responsiveness

SWI/SNF complexes are essential regulators of transcription programs that govern cell proliferation, differentiation, and stress responses [6, 7]. Although cBAF, PBAF, and ncBAF share a conserved ATPase core, their distinct subunit compositions suggest specialized functions that are context dependent [11]. Our previous work established that the cBAF complex is required for myoblast proliferation and differentiation through direct regulation of myogenic transcription factors such as Pax7 and Myogenin, whereas ncBAF plays a more indirect role in myogenesis, likely through effects on RNA metabolism [12, 13]. In contrast, PBAF appeared largely dispensable for core myogenic gene expression under basal conditions, although transcriptomic analyses hinted at a potential role in stress-related pathways, including metal homeostasis [12].

These results suggest that PBAF, via Baf180, supports myoblast proliferation under metal stress. Unlike BAF or ncBAF depletion, loss of Baf180 renders myoblasts uniquely sensitive to Cu and Zn perturbation, resulting in impaired proliferation. These findings highlight functional divergence among SWI/SNF subcomplexes and identify PBAF as a critical regulator of metal-responsive transcription programs rather than canonical myogenic differentiation pathways.

### PBAF uniquely supports metal-responsive gene expression and cellular resilience

Our data indicated that Baf180 is required for appropriate cellular responses to Cu and Zn in proliferating myoblasts. *Baf180*-deficient cells exhibit intracellular Cu accumulation accompanied by a reduction in labile Cu⁺ pools, suggesting defective Cu mobilization or utilization. The transcriptional profile of these cells supports impaired Cu handling, including reduced expression of *Atp7a*, a Cu exporter critical for maintaining Cu homeostasis. In addition, stress-response genes such as *Mt1* and *Gsta4*, which function in metal sequestration and oxidative stress defense, fail to be properly induced in *Baf180*-deficient cells under Cu stress.

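In *Baf180* KD cells, *Mt1* was at 250.0 ± 45.4 CPM without metal and 293 ± 46.9 with Cu, a log2 fold change of 0.20 (SE 0.17, edgeR adjusted p = 0.457), against 0.32 (SE 0.15, edgeR adjusted p = 0.494) in scr cells. The difference between these responses was -0.07 (SE 0.24, edgeR adjusted p = 0.882). *Gsta4* went from 146 ± 15.3 to 274 ± 2.75 CPM with Cu in *Baf180* KD cells, and all 15 alternatives called this rise. Its response differed from that of scr cells by -0.04 (SE 0.22, edgeR adjusted p = 0.929).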

Together, these observations suggest that PBAF supports a coordinated transcriptional response that enables myoblasts to buffer metal-induced stress and maintain proliferative capacity. In the absence of Baf180, this adaptive response is compromised, potentially leading to accumulation of non-bioavailable copper, heightened cellular stress, and impaired cell cycle progression. Although we did not directly assess DNA damage or oxidative stress in this study, the altered expression of genes involved in these pathways is consistent with increased vulnerability to metal-induced toxicity.

### Metal supplementation rescues proliferation defects of *Baf250a* and *Brd9* KD myoblasts

In contrast to *Baf180*-deficient cells, myoblasts depleted of *Baf250a* or *Brd9* exhibit proliferation defects when cultured in basal growth media [12], which can be partially rescued by Cu or Zn supplementation. These findings suggest that while cBAF and ncBAF complexes contribute to proliferation under basal conditions, they are not strictly required for metal responsive transcriptional adaptation. The mechanisms underlying metal-mediated rescue in these contexts remain unresolved. However, one possibility is that metal supplementation restores transcription of specific genes that are indirectly affected by loss of cBAF or ncBAF function, For example, *Wnt4* expression was induced by Cu in both *Baf250a* and *Brd9* knockdown cells and may contribute to restored proliferation, as WNT signaling has well-established roles in myoblast growth and differentiation [80]. Alternatively, metal supplementation may improve cellular fitness through broader metabolic or antioxidant effects, independent of nucleosome remodeling. Cu and Zn are essential cofactors for enzymes involved in redox homeostasis, mitochondrial function, and cell cycle, including superoxide dismutases (SOD1/3) and p53-associated pathways [68, 81–85] and could therefore buffer the consequences of chromatin perturbation. Another possibility is that PBAF may be required to properly distribute excess metals. These hypotheses are not mutually exclusive, and our data does not yet distinguish between transcription-specific rescue and more general metabolic or stress-buffering effects.

### MTF1 binding requires appropriate chromatin context for transcriptional output

A key finding of this study is the interaction between Baf180 and MTF1, a metal-responsive transcription factor essential for myoblast differentiation and metal homeostasis. We show that Baf180 and MTF1 colocalize and physically interact in the nucleus in the presence or absence of metal stress. These observations raise an important conceptual point: transcription factor binding alone is insufficient to ensure transcriptional output without an appropriate chromatin context. Our data suggest that PBAF may provide such a context at metal-responsive loci, enabling MTF1 to activate target gene expression effectively. In the absence of Baf180, MTF1 binding may be unstable, improperly localized, or transcriptionally unproductive, resulting in impaired induction of metal-responsive genes despite the presence of metal stress signals.

CUT&RUN analysis revealed enrichment of RUNX motifs at MTF1-bound regions, consistent with known roles for RUNX factors in myogenesis and stress responses. While these findings suggest potential cooperation between MTF1 and lineage-specific transcription factors, co-occupancy and functional interactions remain to be experimentally validated.

### A provisional model for PBAF function in metal-responsive transcription

Based on our findings, we propose a provisional model in which PBAF, through Baf180, supports metal-responsive gene expression and myoblast proliferation by facilitating effective MTF1 function under conditions of Cu or Zn stress. However, our data does not yet distinguish between several non-mutually exclusive mechanisms. PBAF may directly recruit MTF1 to chromatin, stabilize MTF1 protein levels during metal stress, or indirectly influence MTF1 activity through broader effects on transcriptional or cellular stress states. Additional work will be required to define the precise molecular relationship between PBAF and MTF1 and to determine how nucleosome remodeling intersects with metal sensing at specific genomic loci.

### Broader implications for PBAF in cellular stress responses

Our findings align with a growing body of evidence implicating PBAF in cellular stress adaptation across biological contexts. Baf180 has been shown to regulate cell cycle progression in hematopoietic stem cells [23], promote resistance to thermal stress in *C. elegans* [86], and modulate tumor suppressive pathways in human cancers, where its loss compromises stress responses and genomic stability [87]. Together with our findings, these studies support a broader role for PBAF in coordinating transcriptional responses to environmental and metabolic stressors.

In the context of skeletal muscle biology, our work positions PBAF as a key regulator of metal homeostasis and proliferative capacity in myoblasts. Given the importance of copper and zinc in muscle development and disease, dysregulation of this pathway may contribute to muscle pathologies associated with altered micronutrient availability or chromatin remodeling defects.

## Conclusion

In summary, this study identifies a previously unrecognized role for the PBAF complex in coordinating metal-responsive transcription and myoblast proliferation. We show that the PBAF subunit Baf180 uniquely sensitizes myoblasts to copper and zinc stress, leading to impaired proliferation that cannot be rescued by metal supplementation. In contrast, proliferation defects associated with cBAF or ncBAF depletion can be partially rescued by metals, highlighting the functional divergence among SWI/SNF subcomplexes.

Our data supports a model in which Baf180 interacts with MTF1 and promotes effective transcriptional responses to metal stress. Our data suggests that Baf180 supports MTF1 stability and/or may facilitate its chromatin association, although direct mechanistic evidence for recruitment remains to be established. Importantly, our findings emphasize that transcription factor binding alone is insufficient for transcriptional activation without appropriate chromatin remodeling, highlighting PBAF as a critical determinant of transcriptional competence at metal-responsive loci.

Collectively, these results establish PBAF as an important regulator of metal homeostasis and proliferative capacity in skeletal muscle progenitors and suggest that nucleosome remodeling plays a central role in integrating environmental signals with lineage-specific transcriptional programs. Future studies aimed at defining the molecular mechanisms by which PBAF modulates MTF1 activity and metal-responsive gene networks will provide deeper insight into how chromatin dynamics shape cellular adaptation to metabolic and environmental stress in development and disease.

## Supplementary Material

mfag019_Supplemental_Files

## Data Availability

Genomic data sets are deposited in the Gene Expression Omnibus (GEO) accession no. GSE253379.

# Supplementary material for: The PBAF chromatin remodeling complex contributes to metal homeostasis through MTF1 regulation
**Source:** Metallomics. 2026 Jun 5;18(1):mfag019. doi: 10.1093/mtomcs/mfag019
**Supplement:** mfag019_Supplemental_Files

**The PBAF chromatin remodeling complex contributes to metal homeostasis through MTF1 regulation**

**Nick Carulli^1^**^¥^**^$^, Emma E. Johnston^1#$^, David C. Klein^2^, Odette Verdejo-Torres^1&^, Anand Parikh^1%^, Arianna McDaniels^1^, Antonio Rivera^1^, Michael Quinteros^1@^, Aidan T. Pezacki^3,4^, Christopher J. Chang^3,4,5^, Sarah J. Hainer^2^, Teresita Padilla-Benavides^1^*.**

^$^ These authors contributed equally to this project.

**SUPPLEMENTAL MATERIALS**

**TABLE OF CONTENTS**

**SUPPLEMENTAL REFERENCES**

Supplemental Figure 1. Cu supplementation modulates myoblast proliferation in SWI/SNF KD cells.

Supplemental Figure 2. Zn restores proliferation in *Baf250a* and *Brd9* KD myoblasts but inhibits *Baf180* KD cells.

Supplemental Figure 3. CuSO_4_ supplementation impairs *Baf180* KD myoblast proliferation but restores the proliferation defect in *Baf250A* and *Brd9* KD myoblasts.

Supplemental Figure 4. ZnSO_4_ supplementation impairs *Baf180* KD myoblast proliferation but restores the proliferation defect of *Baf250A* and *Brd9* KD myoblasts.

Supplemental Figure 5. Distribution of labile Zn in control and SWI/SNF KD proliferating C2C12 myoblasts.

Supplemental Figure 6. Expression and nuclear localization of Baf250a in proliferating C2C12 myoblasts.

Supplemental Figure 7: Expression and nuclear localization of Brd9 in proliferating C2C12 myoblasts.

Supplemental Figure 8. Quantification of SWI/SNF subunit and MTF1 protein levels in proliferating C2C12 myoblasts.

Supplemental Figure 9. Cu-dependent reorganization of the MTF1 interactome revealed by IP-mass spectrometry and PPI network analysis.

Supplemental Figure 10. Principal component analysis reveals consistent global transcriptome profiles across conditions.

Supplemental Figure 11. GO analysis of DEGs in scr control myoblasts supplemented with metals.

Supplemental Figure 12. GO analysis of DEGs in Baf250a KD myoblasts supplemented with metals.

Supplemental Figure 13. GO analysis of DEGs in Brd9 KD myoblasts supplemented with metals.

Supplemental Figure 14. MTF1 chromatin binding correlates with DEGs in SWI/SNF KD myoblasts under Cu exposure.

**SUPPLEMENTAL TABLES**

Supplemental Table 1. Plasmids used in this study

Supplemental table 2. MTF1 IP-MS data.

Supplemental table 3. RNAseq. DEG SCR vs BAF subunits KD +/- metals.

Supplemental table 4. Summary of DEG genes from metal-treated KD and scr control cells.

Supplemental table 5. RNAseq. DEG within BAF subunits KD strains +/- metals.

Supplemental Table 6. CUT&RUN. MTF1 Annotated peaks and motifs. All conditions.

Supplemental Table 7. CUT&RUN – RNAseq integration. MTF1 supplemented with Cu integrated with RNAseq comparison between similar metal treatment of KD vs SCR analyses.

Supplemental Table 8. CUT&RUN – RNAseq integration. MTF1 supplemented with Cu integrated with RNAseq comparison of Cu treatment within strains analyses.

**SUPPLEMENTAL REFERENCES**

**SUPPLEMENTAL FIGURES**

**SUPPLEMENTAL FIGURE 1**

**
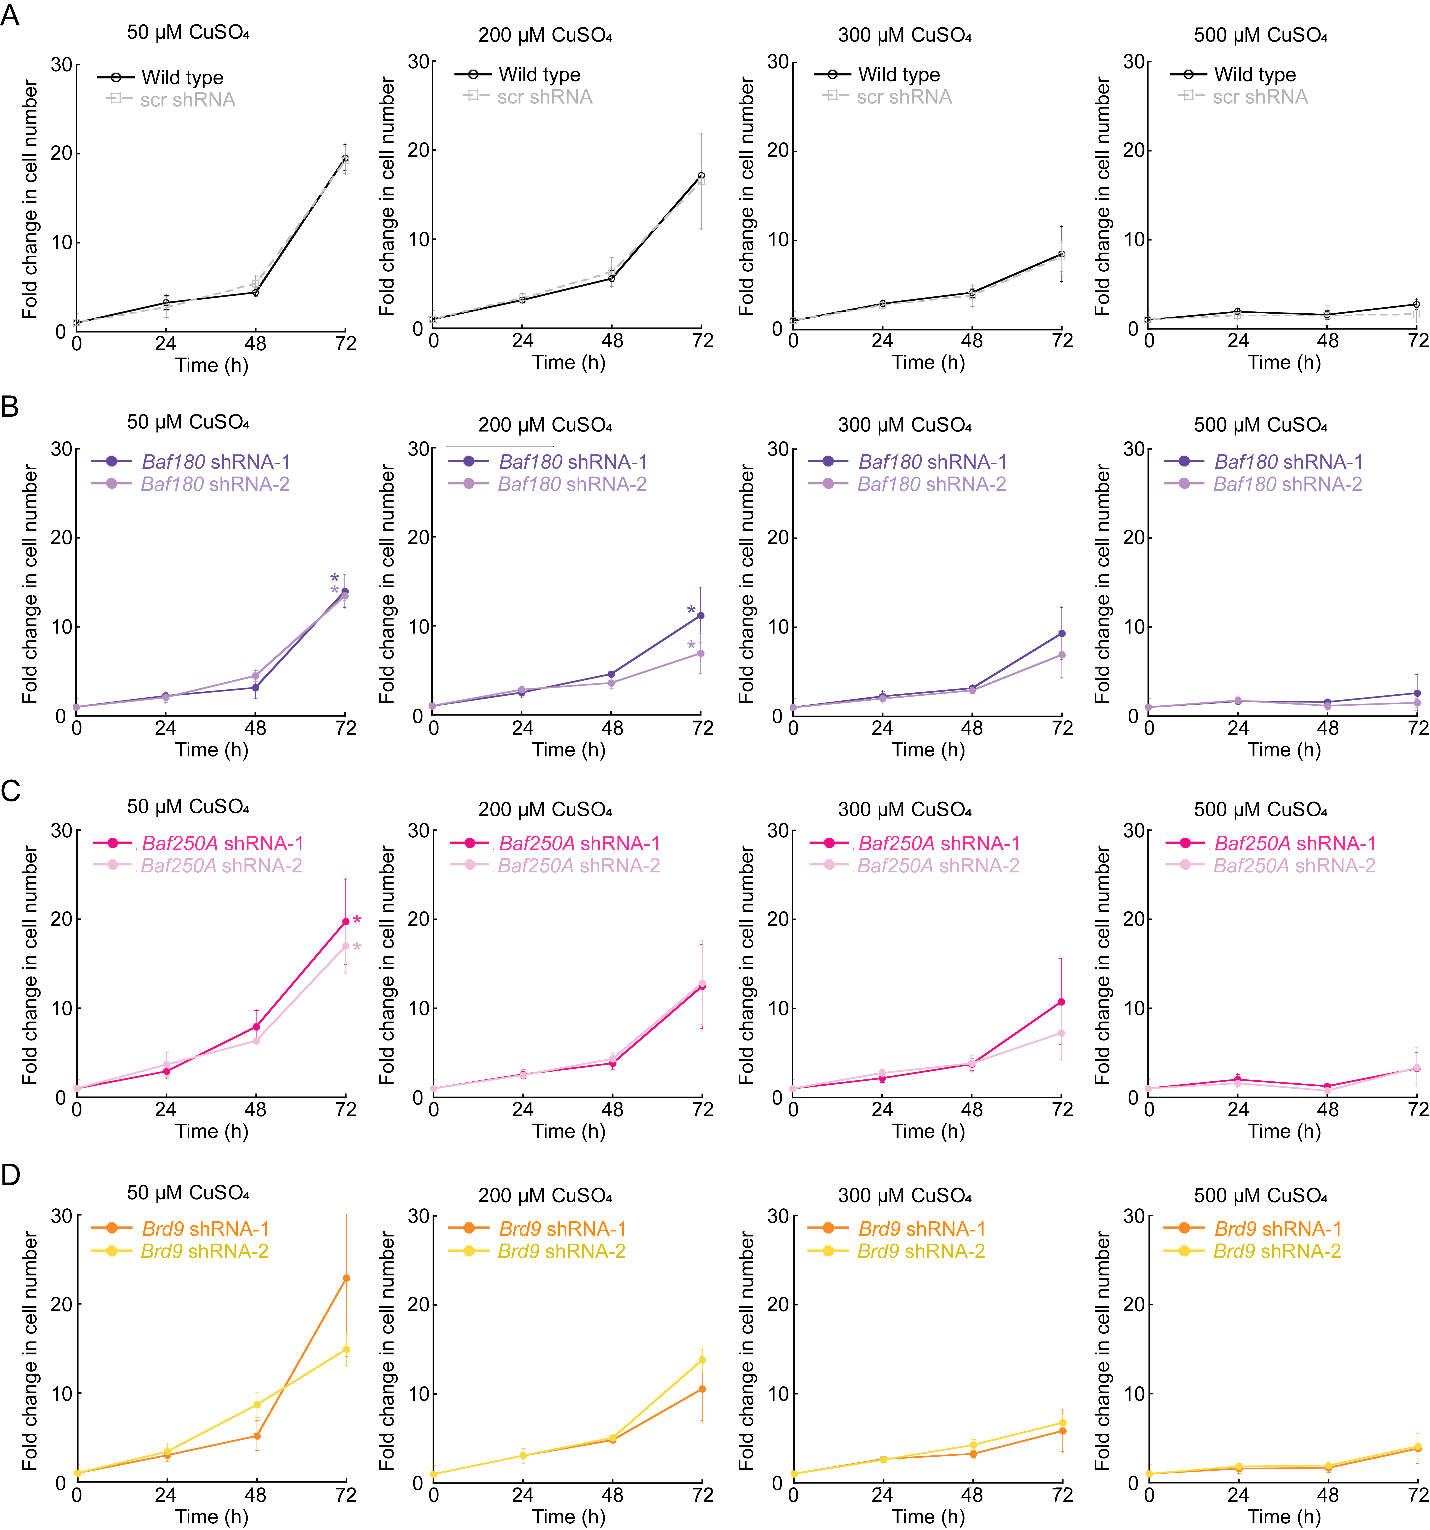
**

**Supplemental Figure 1. Cu supplementation modulates myoblast proliferation in SWI/SNF KD cells.** Cell counting assay of proliferating of C2C12 myoblasts treated with 50, 200, 300, and 500 μM CuSO_4_ over 72 h. **(A)** Wild type and scrambled shRNA (scr) C2C12 myoblasts tolerate CuSO₄ concentrations up to 200 μM. **(B)** *Baf180* KD myoblasts exhibit reduced proliferation upon CuSO_4_ treatment. **(C)** *Baf250a* KD myoblasts regain wild type-like proliferation with CuSO_4_ supplementation. **(D)** *Brd9* KD myoblasts also recover wild type-like proliferation rates with CuSO_4_ supplementation. See **Figure 1** for non-treated and 100 µM CuSO_4_ concentrations, as these were the selected conditions used in this paper. The results indicate that Cu availability differentially affects myoblast proliferation, inhibiting *Baf180*-deficient cells while restoring proliferation in *Baf250a* and *Brd9* KD myoblasts. Data represents the mean ± SE of three independent experiments. *P < 0.05 compared to the same strain cultured in the absence of metals (NT).

**SUPPLEMENTAL FIGURE 2**

**
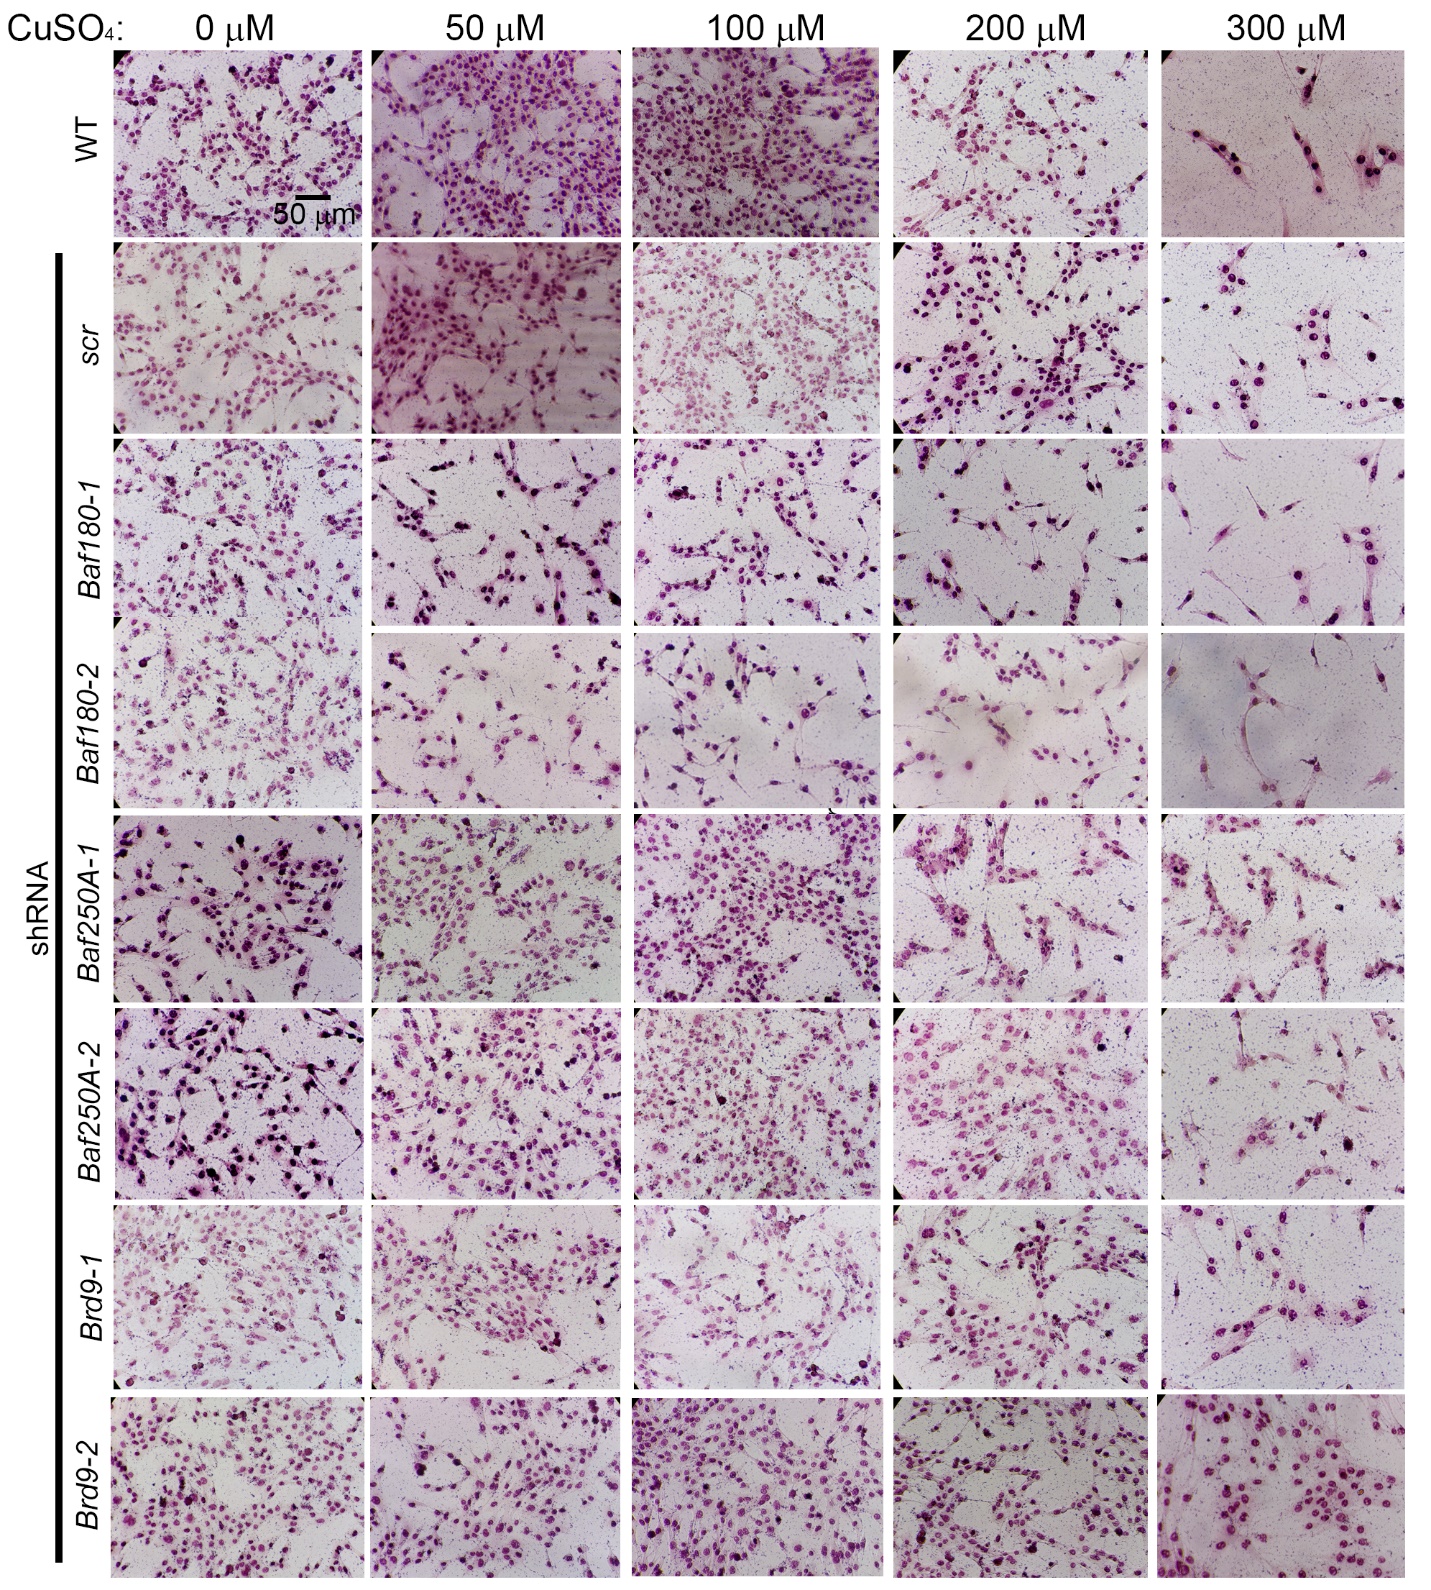
**

**Supplemental Figure 2. CuSO_4_ supplementation impairs *Baf180* KD myoblast proliferation but restores the proliferation defect in *Baf250A* and *Brd9* KD myoblasts.** Representative light micrographs of proliferating WT, scr, *Baf180* KD*, Baf250A* KD*,* or *Brd9* KD C2C12 myoblasts supplemented with 0, 50, 100, 200, and 300 μM CuSO4 over 48 h and immunostained for Pax7.

**SUPPLEMENTAL FIGURE 3**

**
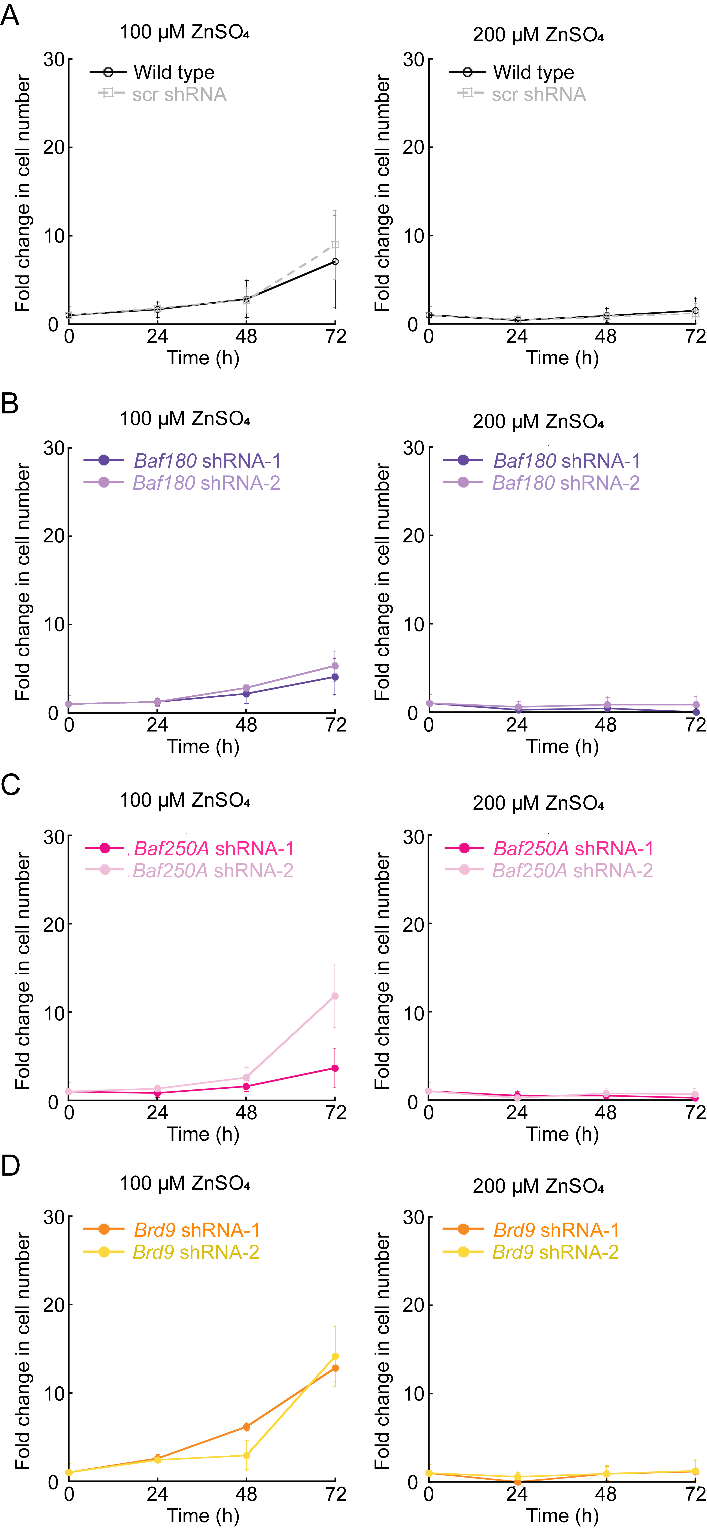
**

**Supplemental Figure 3. Zn restores proliferation in *Baf250a* and *Brd9* KD myoblasts but inhibits *Baf180* KD Cells.** Cell counting assay of proliferating of C2C12 myoblasts treated with 100 and 200 μM ZnSO_4_ over 72 h. **(A)** Wild type and scrambled shRNA (scr) C2C12 myoblasts are sensitive to ZnSO_4_ over 50 µM as previously shown (1). *Baf180* **(B)** and *Baf250a* **(C)** KD myoblasts exhibit reduced proliferation upon ZnSO_4_ treatment. **(D)** *Brd9* KD myoblasts also recover wild type-like proliferation rates with ZnSO_4_ supplementation. See **Figure 1** for non-treated and 50 µM ZnSO_4_ concentrations, as these were the selected conditions used in this paper. These data suggest that Zn supplementation restores proliferation defects in *Baf250a*- and *Brd9*-deficient myoblasts at low concentrations and negatively impacts *Baf180* KD cells, highlighting distinct roles for SWI/SNF subunits in metal homeostasis and muscle cell growth. Data represents the mean ± SE of three independent experiments.

**SUPPLEMENTAL FIGURE 4**

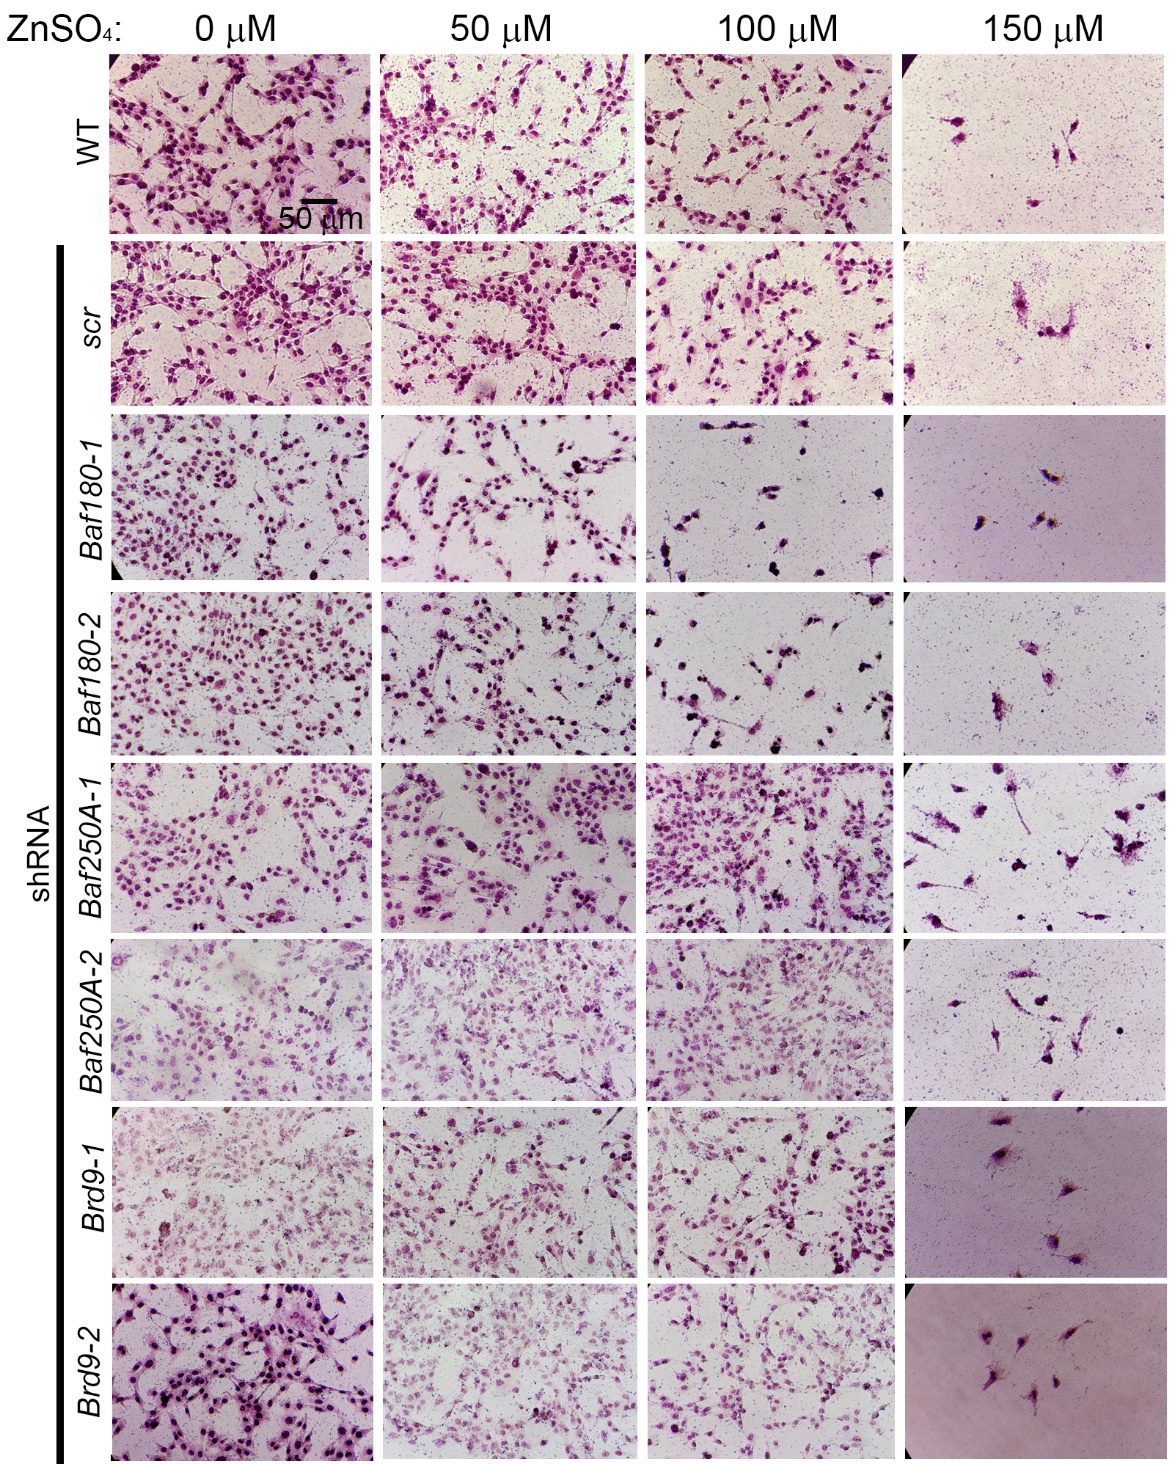

**Supplemental Figure 4. ZnSO_4_ supplementation impairs *Baf180* KD myoblast proliferation but restores the proliferation defect of *Baf250A* and *Brd9* KD myoblasts.** Representative light micrographs of proliferating WT, scr, *Baf180* KD*, Baf250A* KD*,* or *Brd9* KD C2C12 myoblasts supplemented with 0, 50, 100, and 150 μM ZnSO_4_ over 48 h and immunostained for Pax7.

**SUPPLEMENTAL FIGURE 5**

**
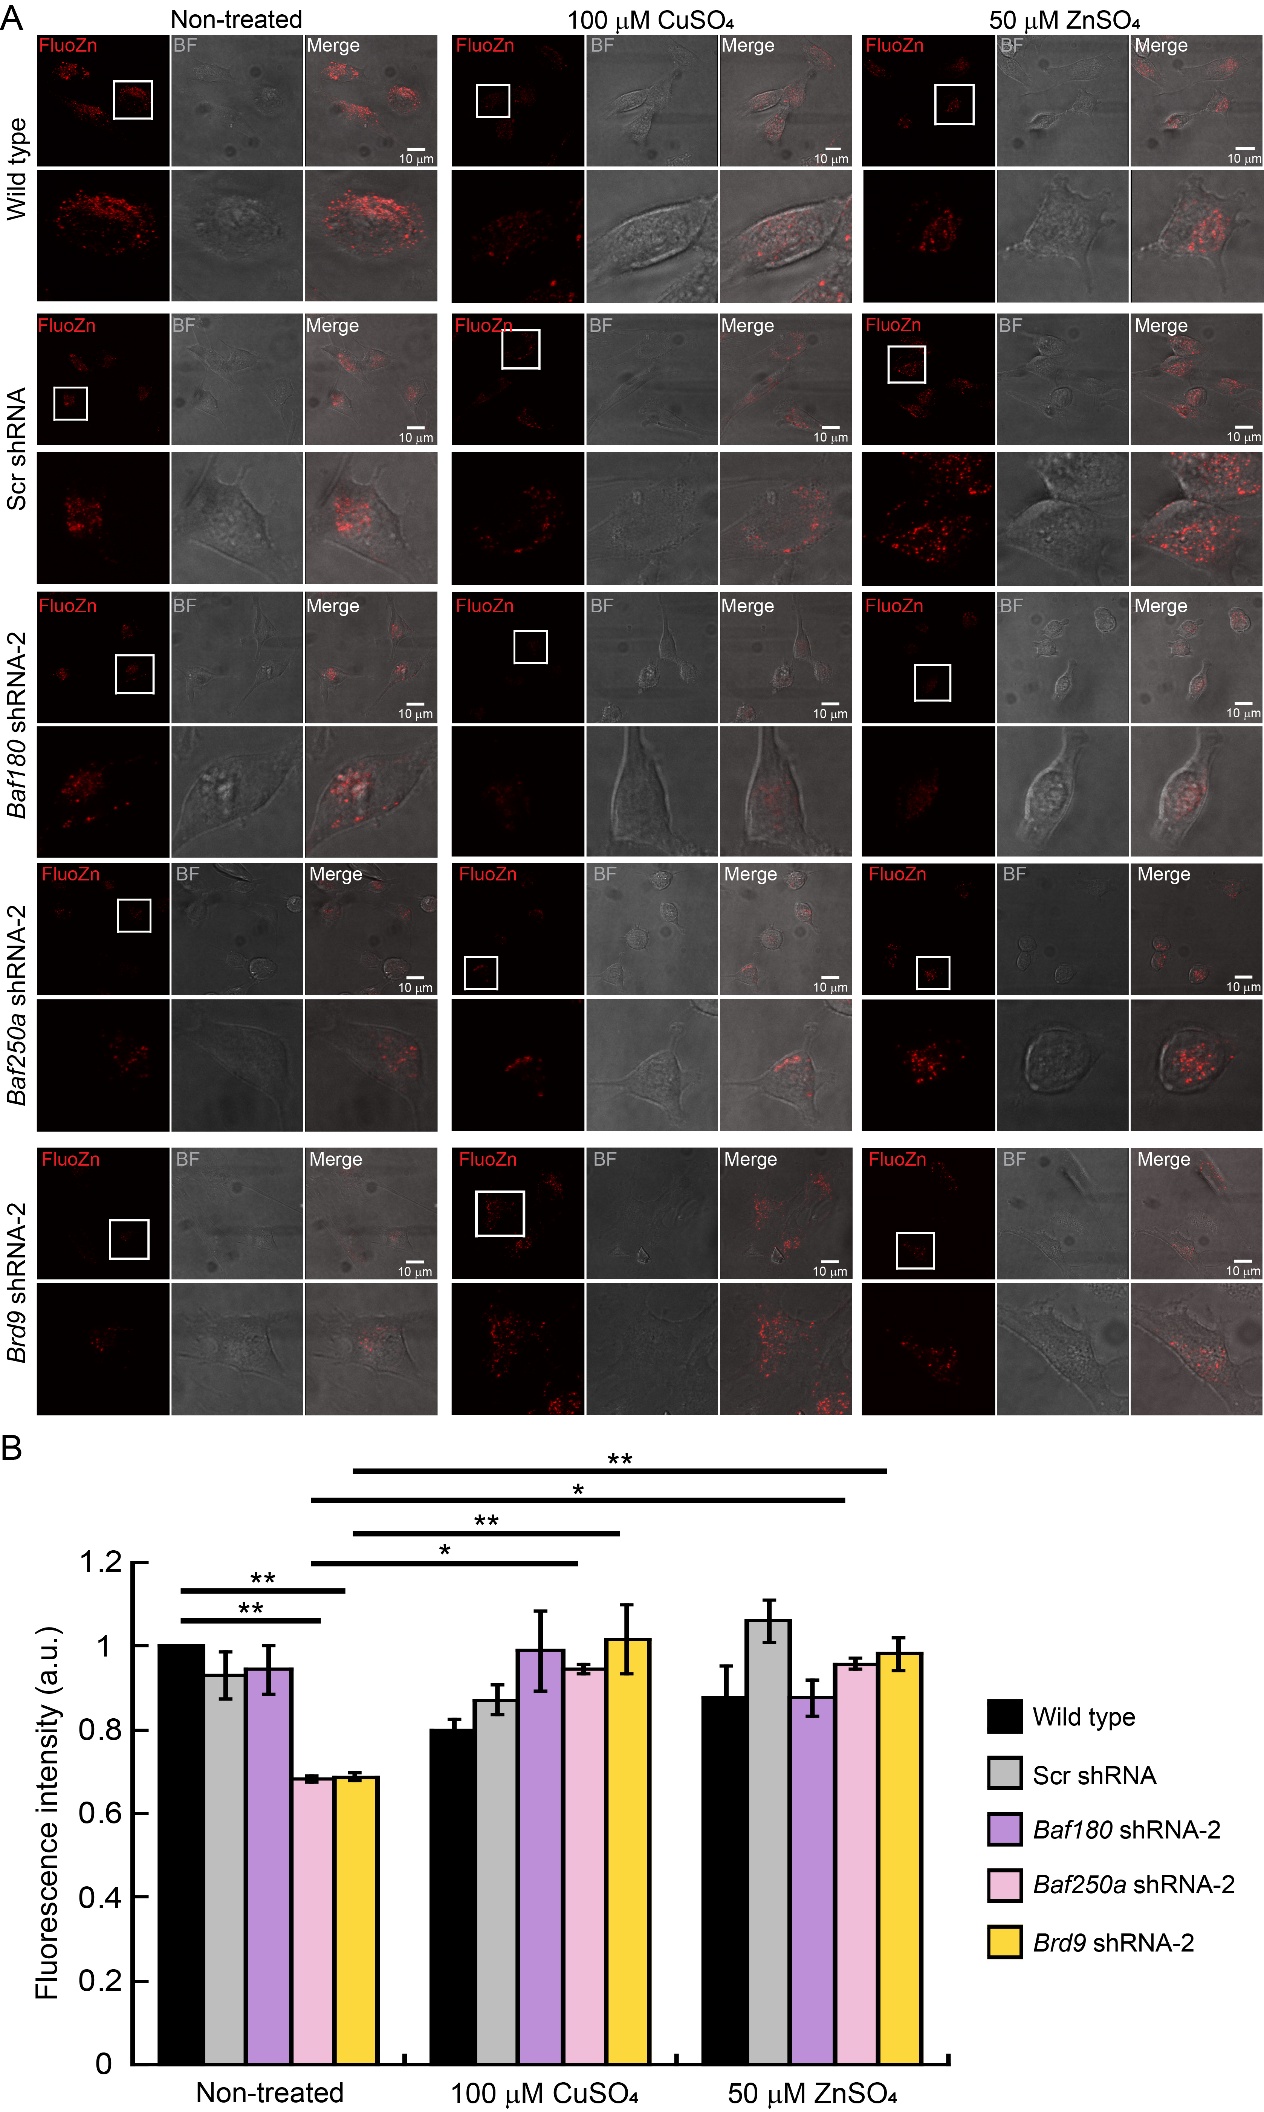
**

**Supplemental Figure 5. Distribution of labile Zn in control and SWI/SNF KD proliferating C2C12 myoblasts. (A)** Confocal microscopy live-cell analysis of labile Zn in wild-type (WT), Scr control, and KD myoblasts for *Baf180*, *Baf250a*, and *Brd9* under cultured for 48 h in basal, untreated media (NT) or supplemented with 100 μM CuSO_4_ or 50 μM ZnSO_4_. Labile Zn (red) was detected using FluoZn3. *Baf250a* and *Brd9* KD myoblasts exhibited a decreased signal of labile Zn when cells are cultured in basal media but recover upon not supplemented with metals. Scale bar: 10 μm. **(B)** Quantification of the fluorescence of live-cell imaging for Zn with the FluoZn3 from proliferating C2C12 myoblasts. N = 3, *P < 0.05; ** P < 0.01.

**SUPPLEMENTAL FIGURE 6**

**
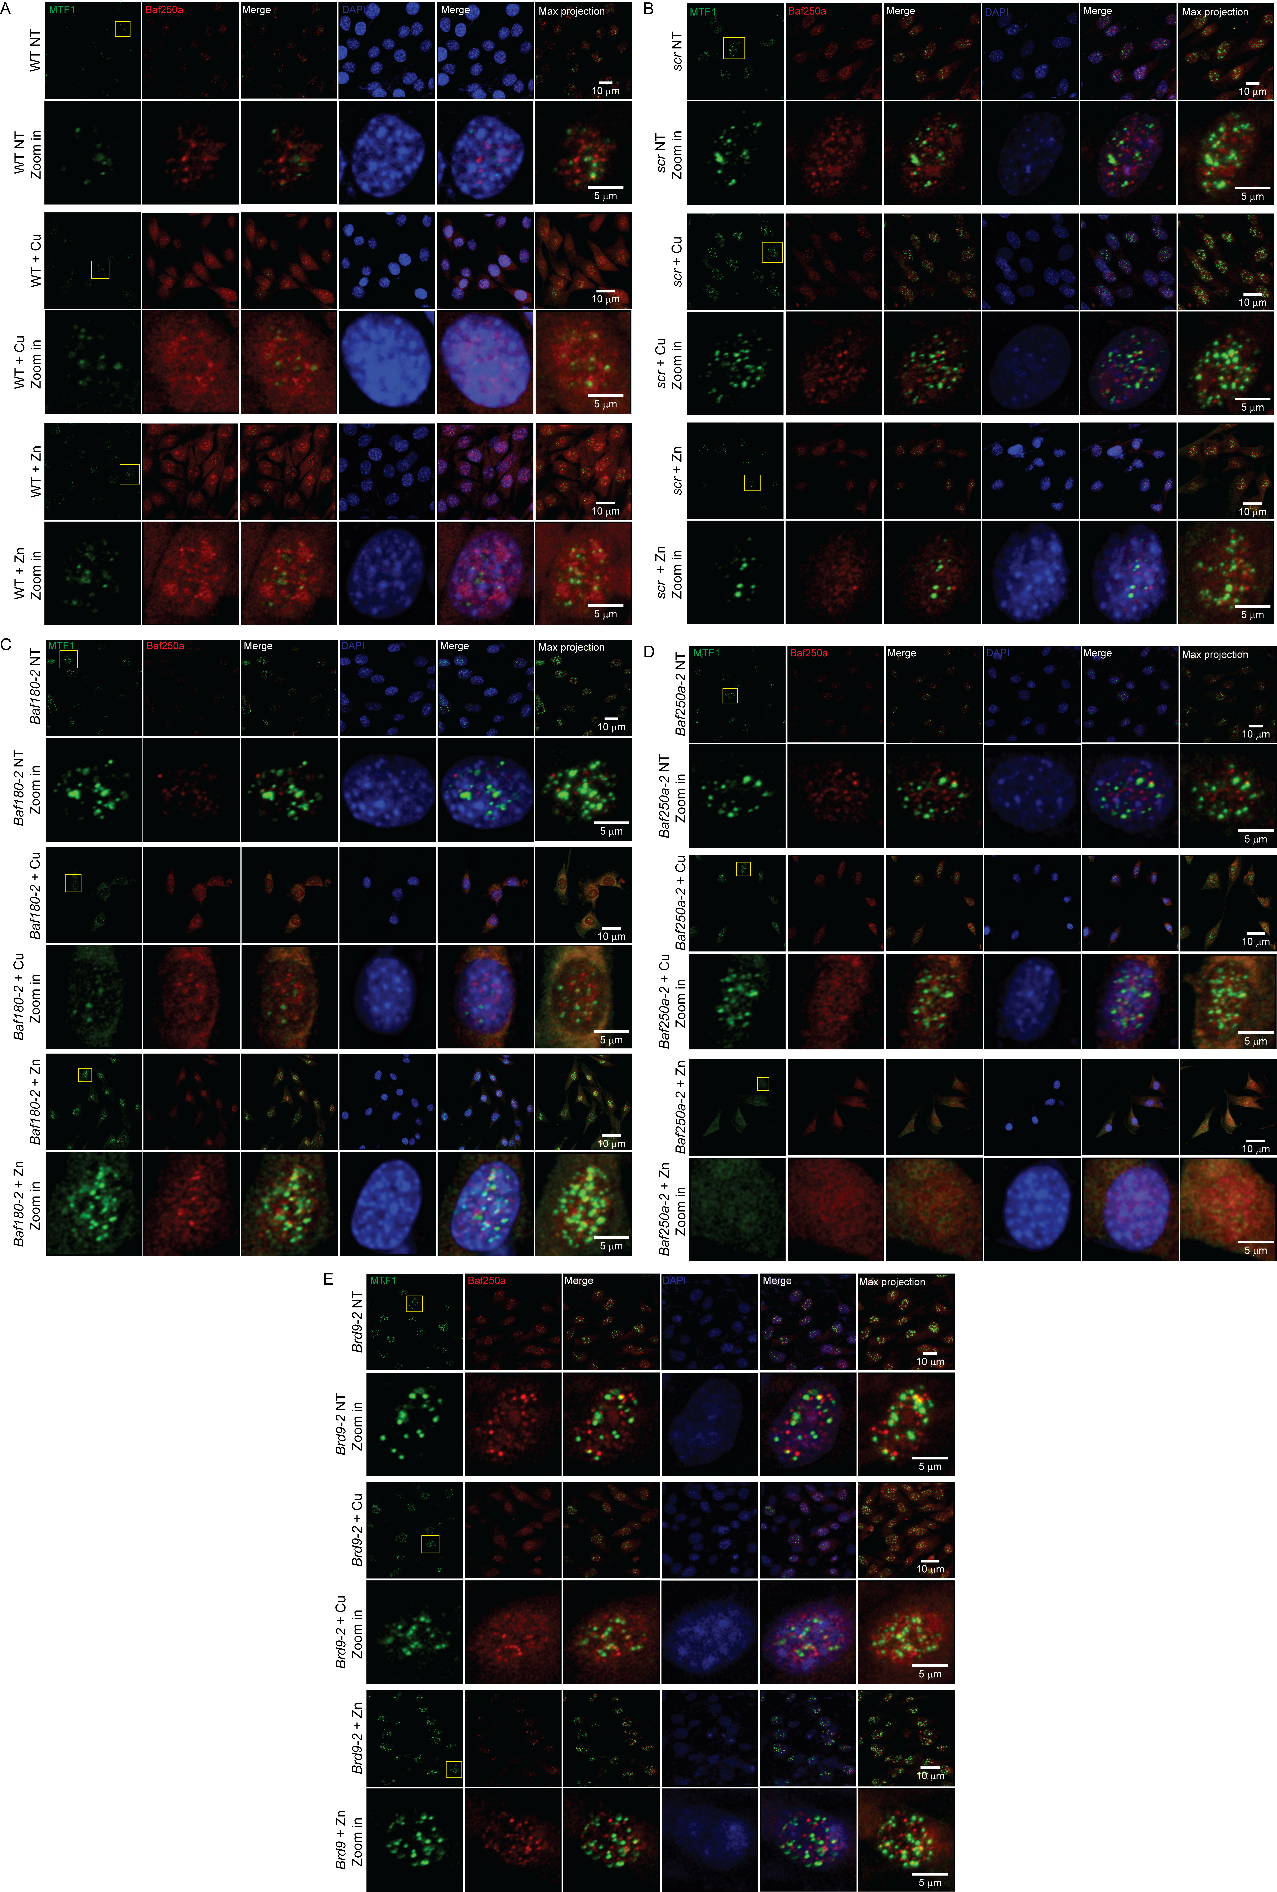
**

**Supplemental Figure 6. Expression and nuclear localization of Baf250a in proliferating C2C12 myoblasts.** Representative confocal microscopy images showing the expression and localization of Baf250a (red), MTF1 (green), and DAPI (blue) in proliferating wild type (A), scr (B), *Baf180* KD (C), *Baf250a* KD (D) and *Brd9* KD (E) C2C12 myoblasts. Nuclei are counterstained with DAPI (blue). Non-treated myoblasts exhibit nuclear Baf250a localization, with limited colocalization observed between Baf250a and MTF1 (See quantification in Fig. 4F). Each panel presents an overview of immunostained cells (upper panel, scale bar = 10 μm) and a zoomed-in view of a highlighted cell (lower panel, scale bar = 5 μm).

**SUPPLEMENTAL FIGURE 7**

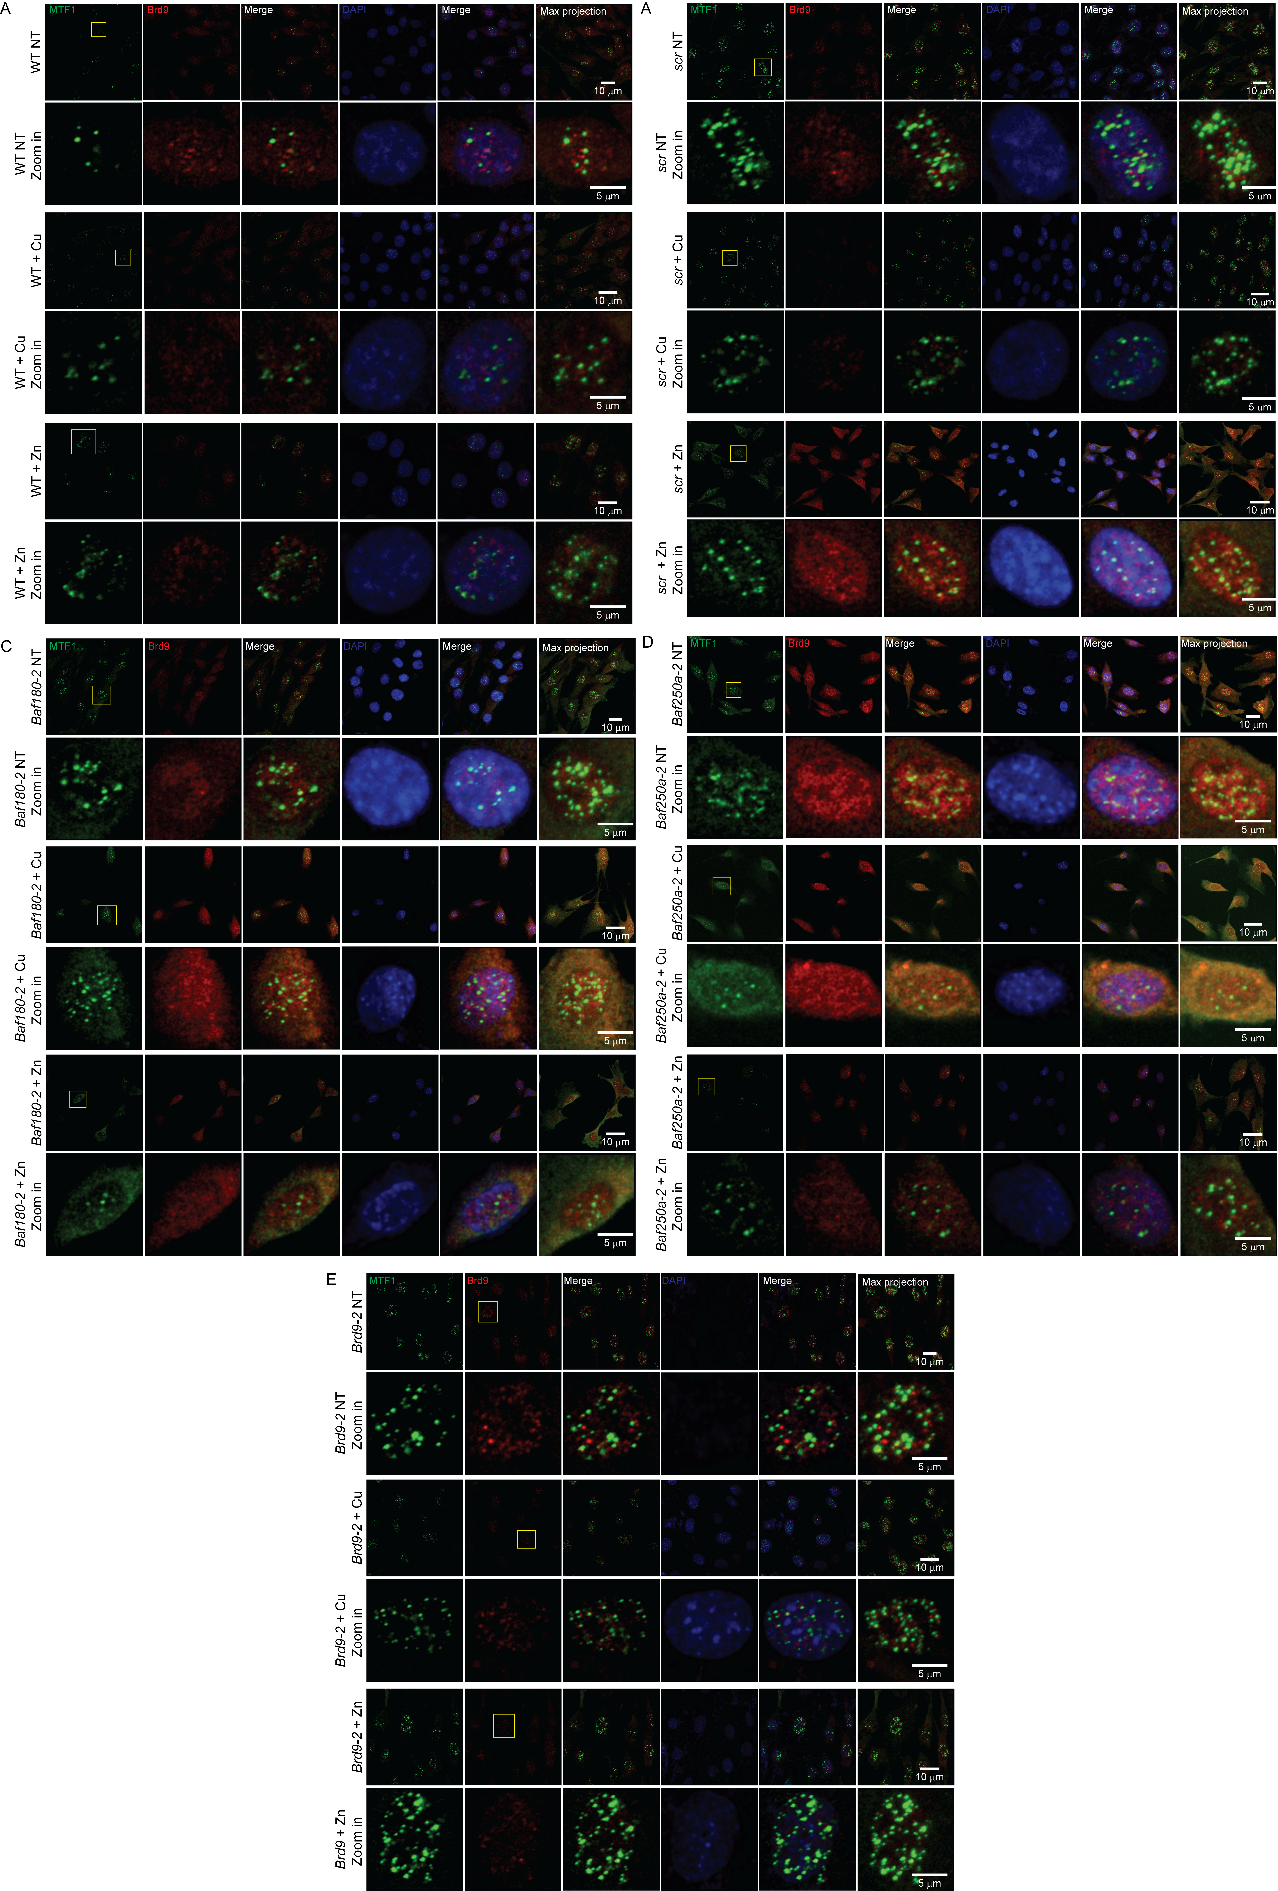

**Supplemental Figure 7. Expression and nuclear localization of Brd9 in proliferating C2C12 myoblasts.** Representative confocal microscopy images showing the expression and localization of Brd9 (red), MTF1 (green), and DAPI (blue) in proliferating wild type (A), scr (B), *Baf180* KD (C), *Baf250a* KD (D) and *Brd9* KD (E) C2C12 myoblasts. Nuclei are counterstained with DAPI (blue). Non-treated myoblasts exhibit nuclear Brd9 localization, with no colocalization observed between Brd9 and MTF1 (See quantification in Fig. 4F). Each panel presents an overview of immunostained cells (upper panel, scale bar = 10 μm) and a zoomed-in view of a highlighted cell (lower panel, scale bar = 5 μm).

**SUPPLEMENTAL FIGURE 8**

**
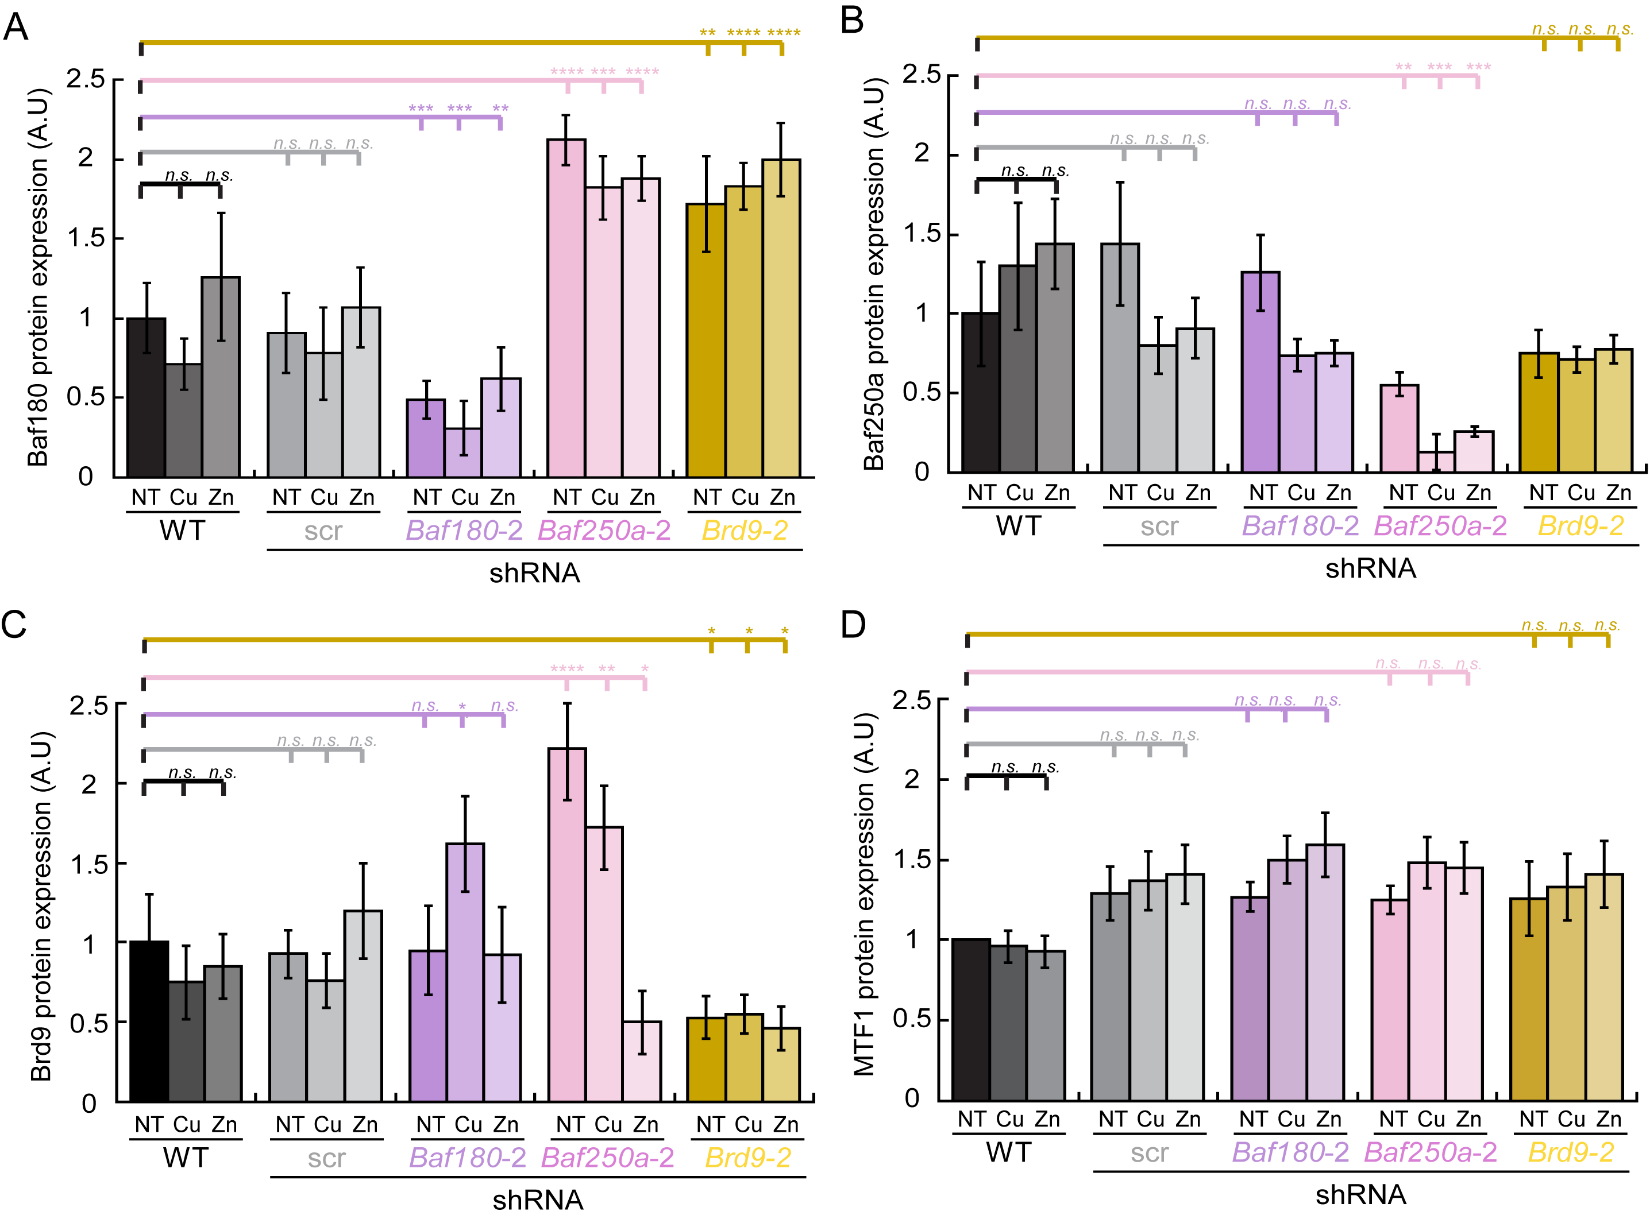
** **Supplemental Figure 8. Quantification of SWI/SNF subunit and MTF1 protein levels in proliferating C2C12 myoblasts.** Confocal microscopy-based quantification of protein expression for **(A)** Baf180, **(B)** Baf250a, **(C)** Brd9 and **(D)** MTF1 in wild type (WT), scr, *Baf180* KD, *Baf250a* KD, and *Brd9* KD myoblasts under different conditions: Untreated (NT), CuSO_4_ (100 μM, 48h) and ZnSO_4_ treatment (50 μM, 48h). Data represents the mean ± SE of three independent biological replicates. *P < 0.05, **P < 0.01, ****P < 0.0001.

**SUPPLEMENTAL FIGURE 9**­**A**
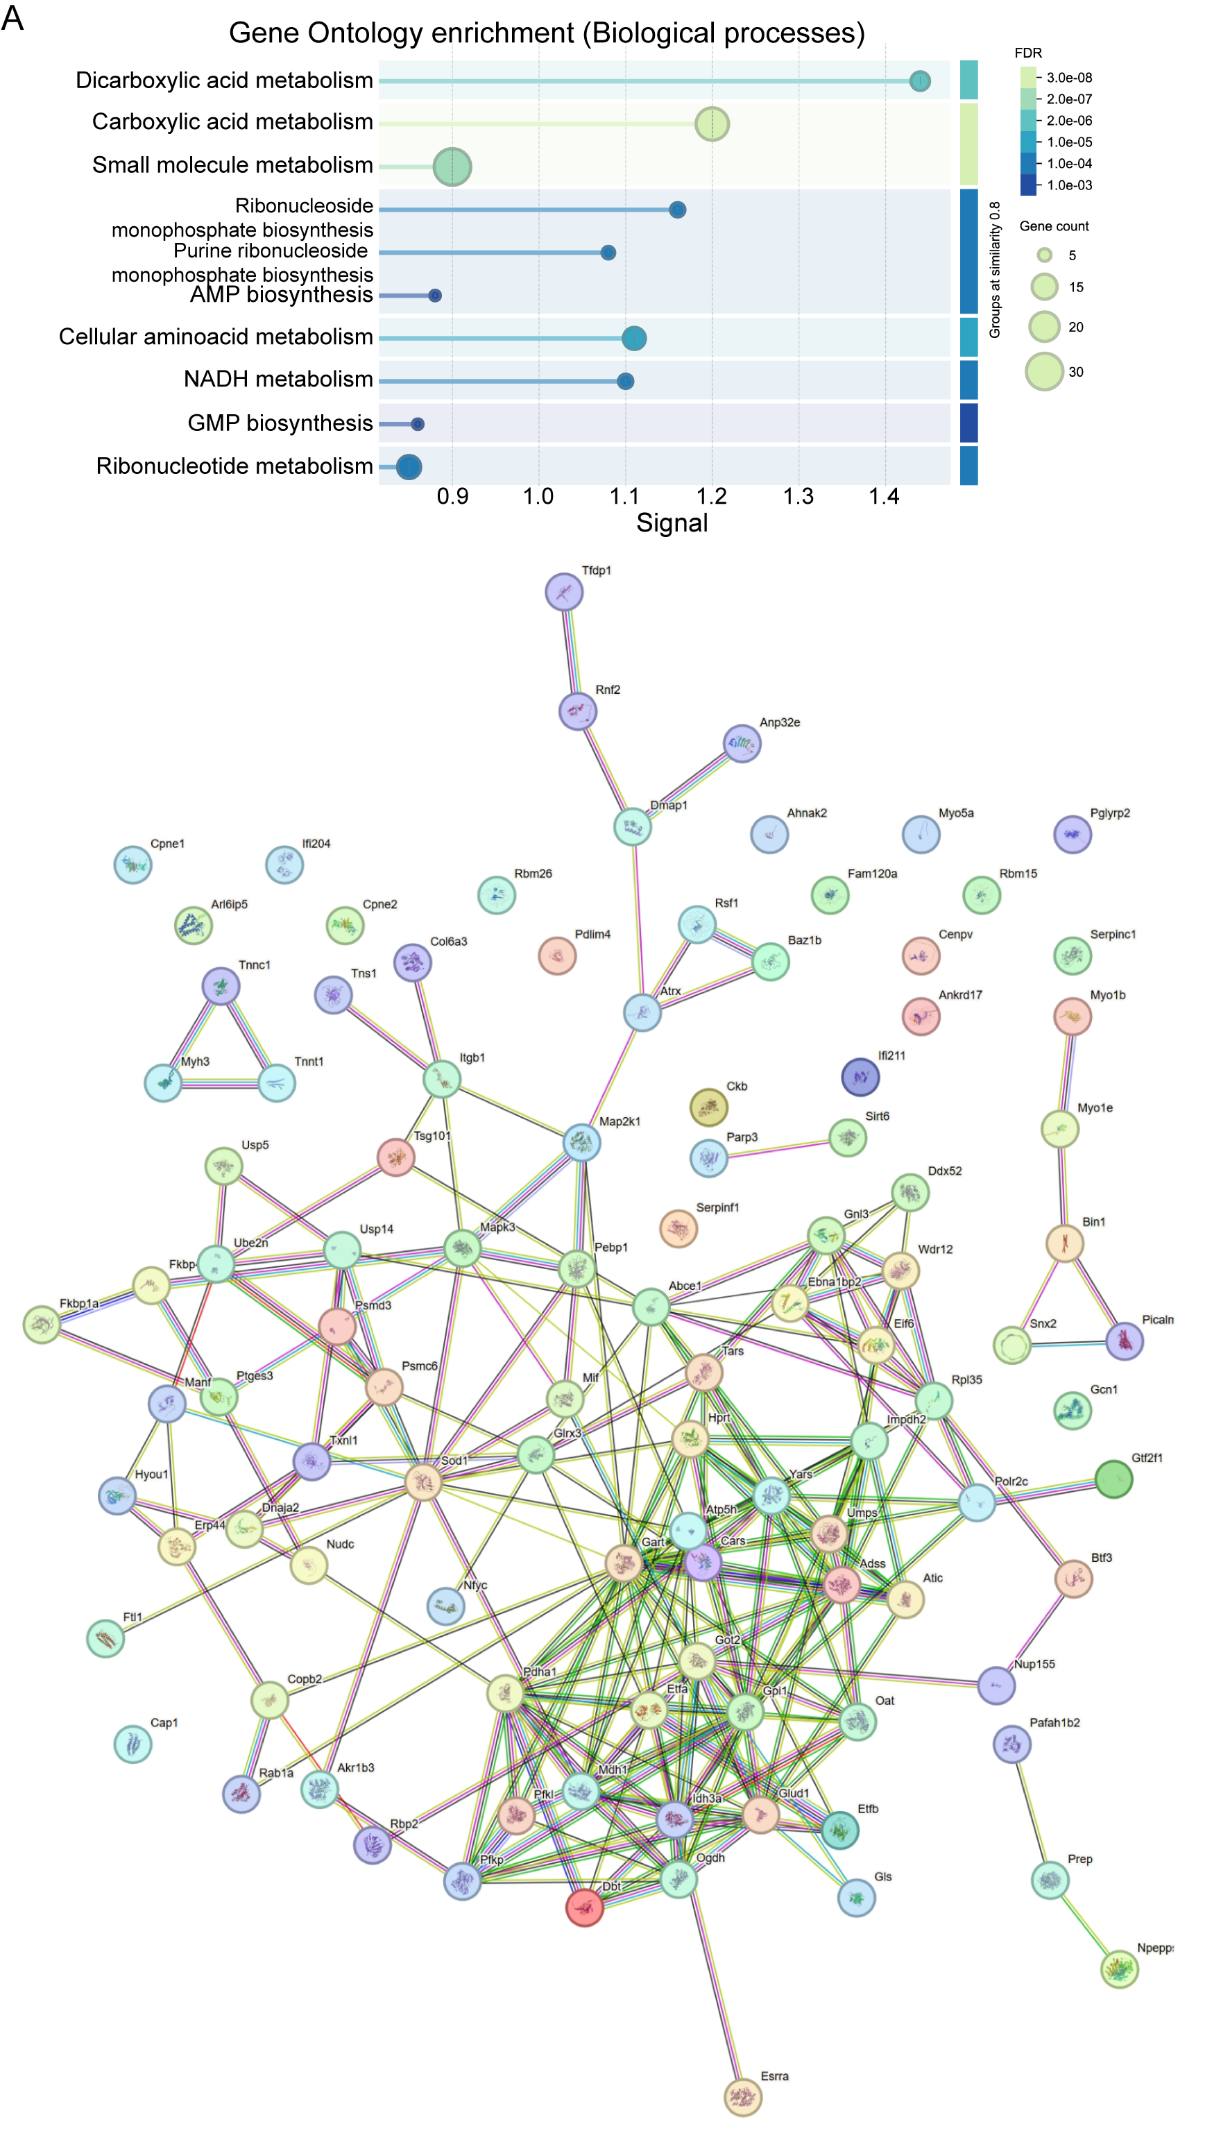
 **SUPPLEMENTAL FIGURE 9B**
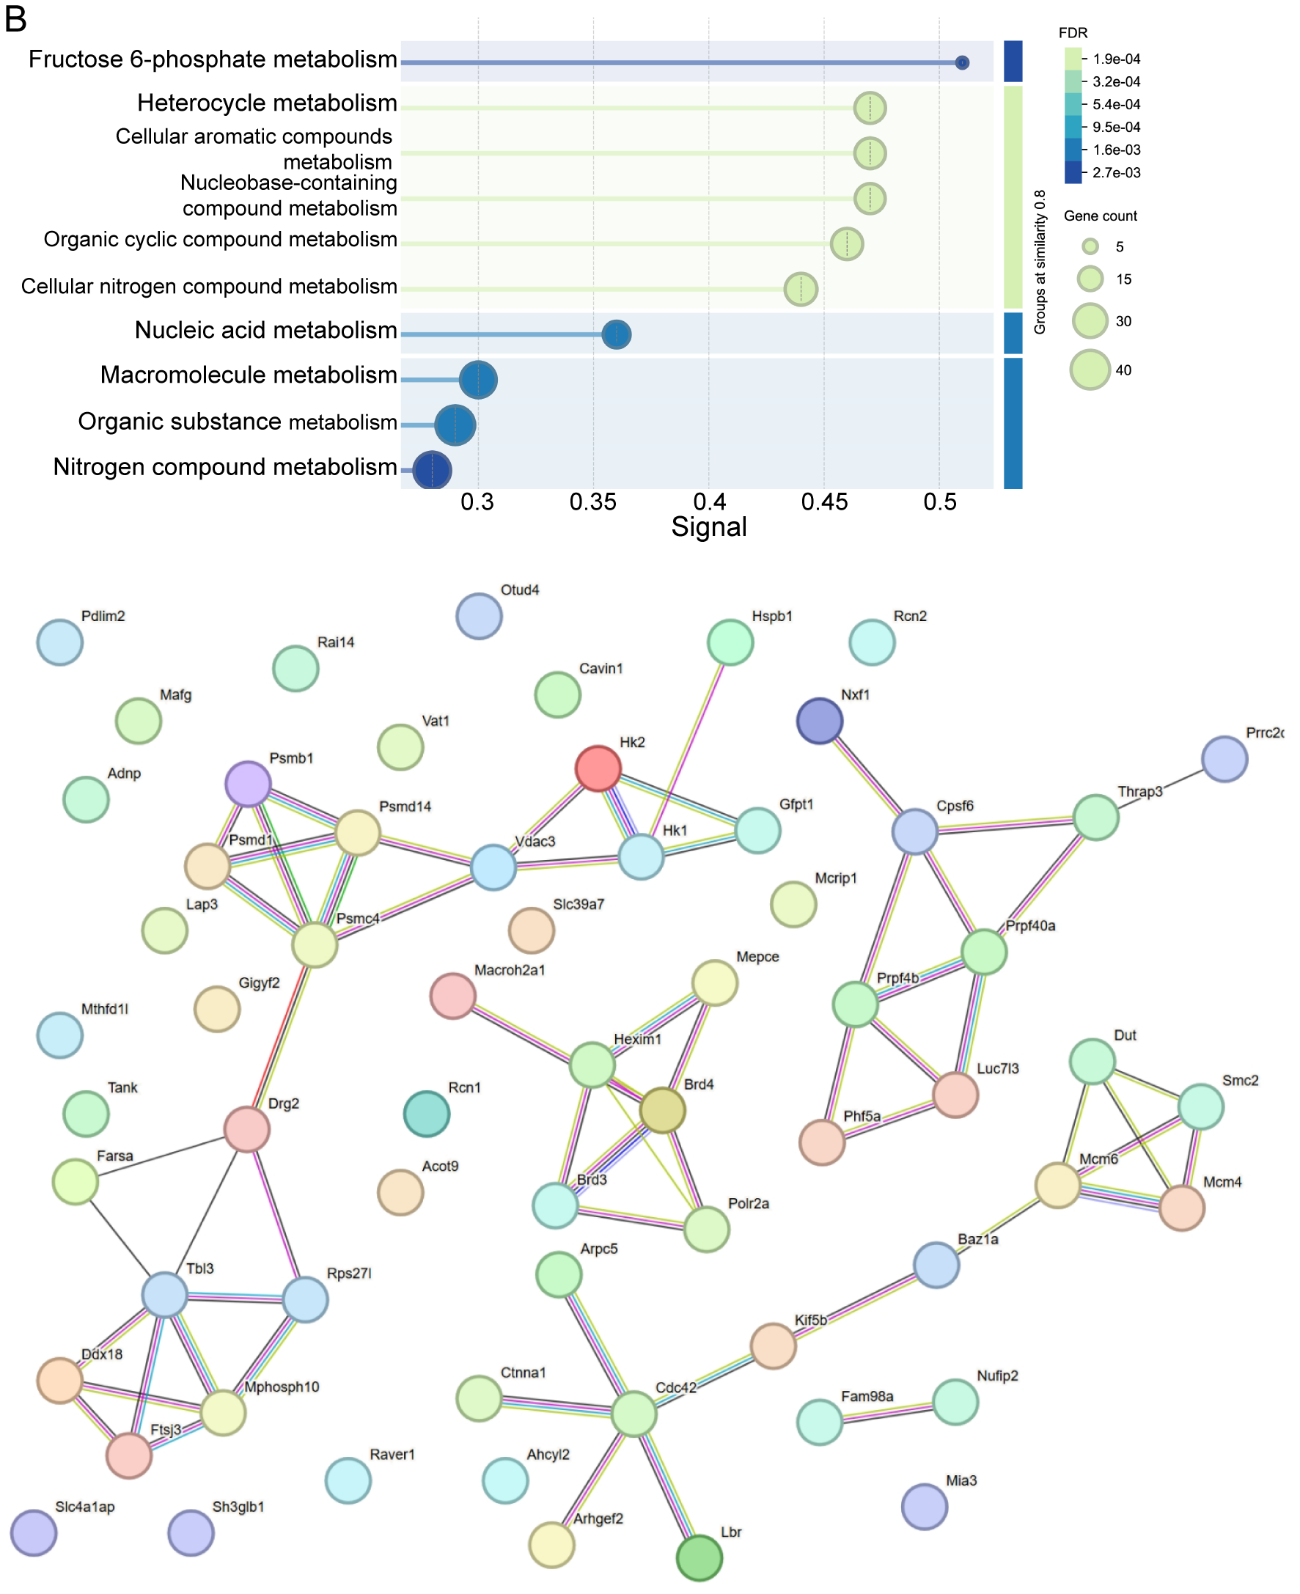
 **SUPPLEMENTAL FIGURE 9**­**C**
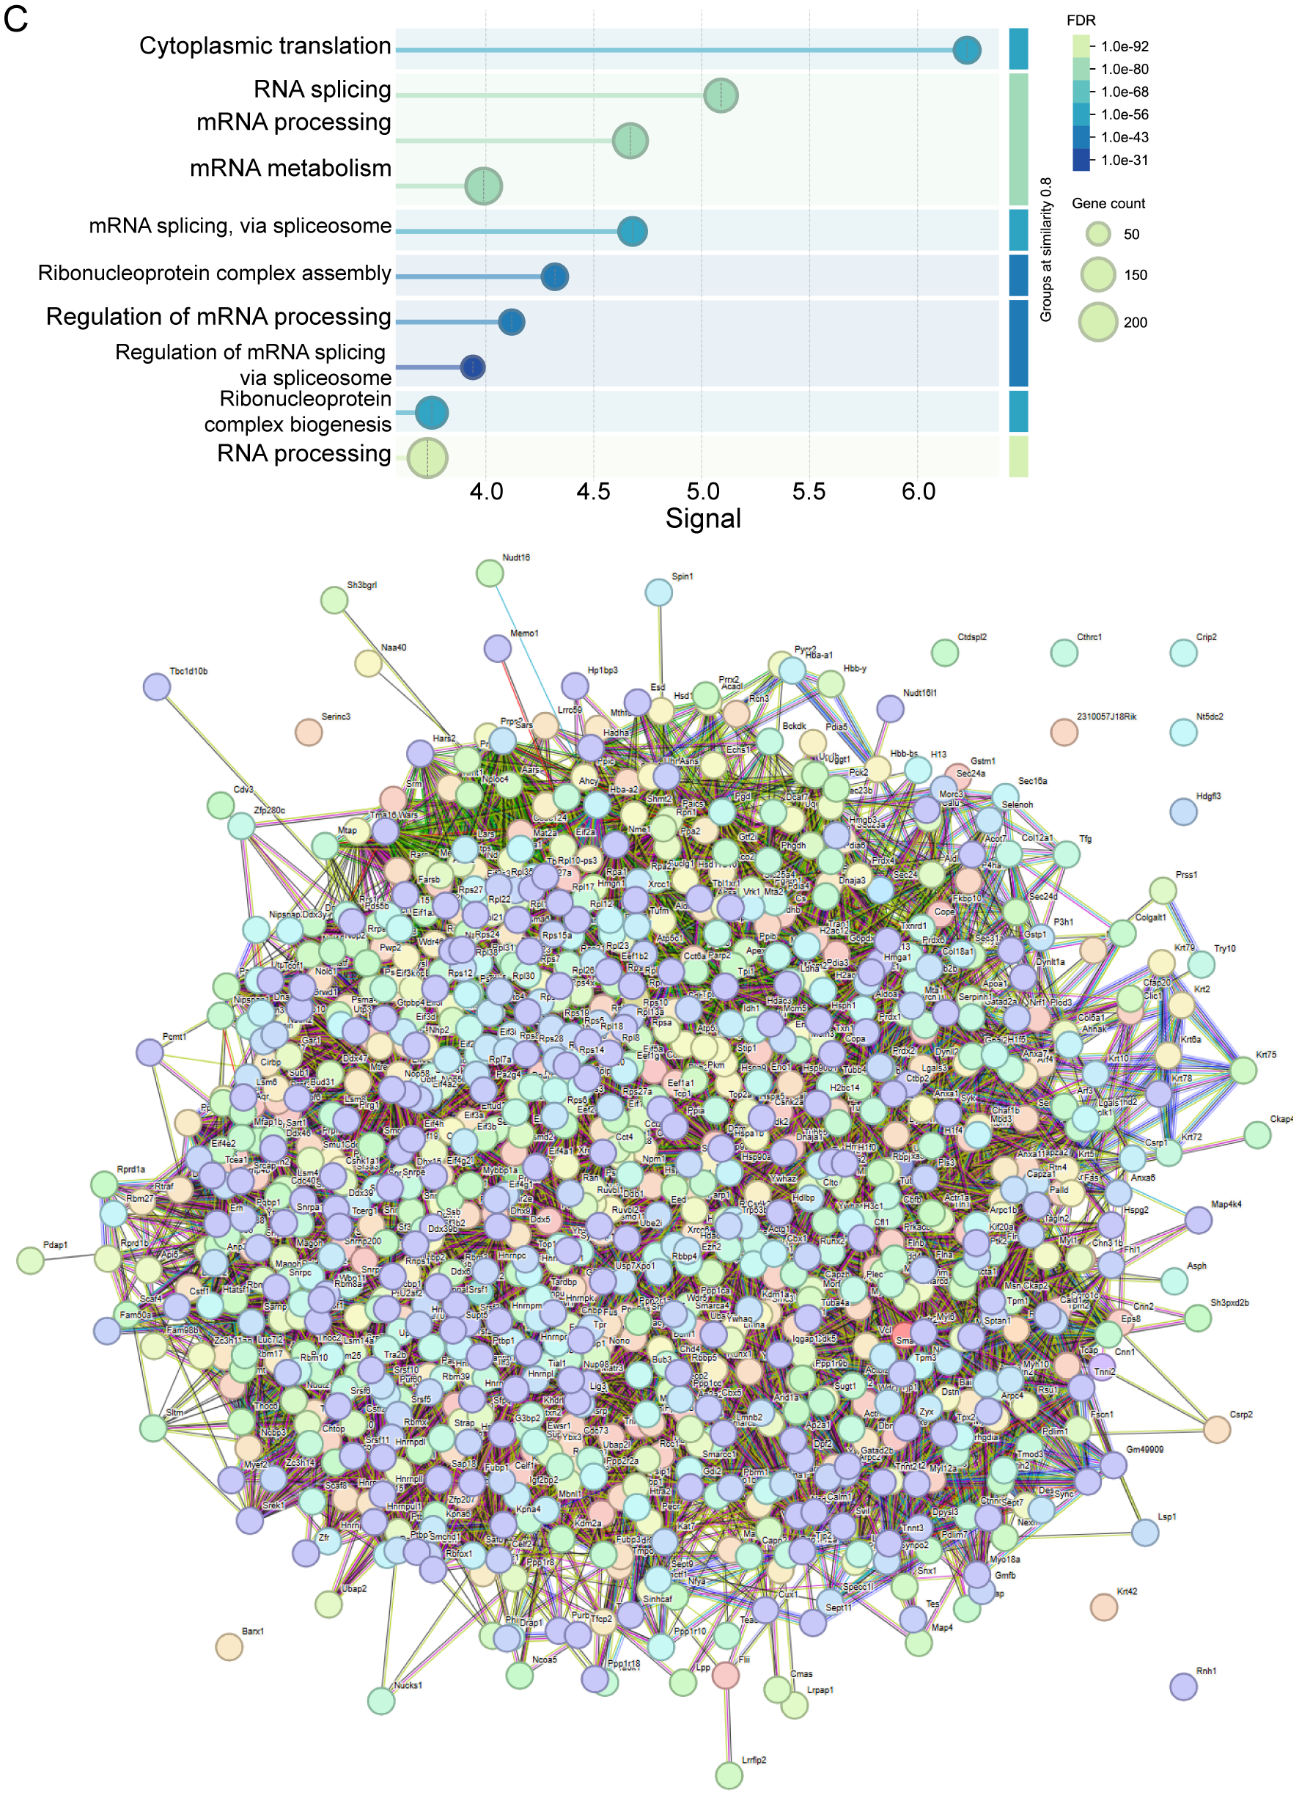

**Figure 9. Cu-dependent reorganization of the MTF1 interactome revealed by IP-mass spectrometry and PPI network analysis.** Unbiased IP-mass spectrometry of myoblasts identified MTF1-interacting proteins enriched for metabolic and biosynthetic pathways. Enriched GO categories (top) and corresponding PPI nodes identified by STRING analyses (bottom) are shown for proliferating C2C12 myoblasts cultured in the absence of Cu (-Cu; **A**) or under Cu-sufficient conditions (+Cu; **B**), and proteins common to both Cu-deficient and Cu-sufficient conditions (**C**). Note that the shared interactome included the SWI/SNF components Baf180 (PBRM1) and Baf250a (ARID1A), but not Brd9, supporting biochemical and imaging evidence of MTF1 association with chromatin-remodeling complexes.

**SUPPLEMENTAL FIGURE 10**

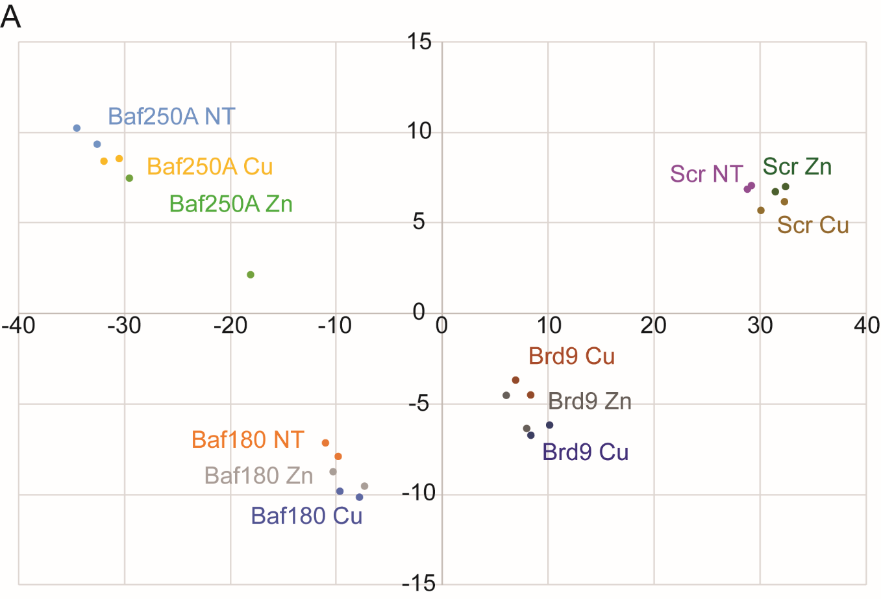

**Supplemental Figure 10. Principal component analysis reveals consistent global transcriptome profiles across conditions.** Principal Component Analysis (PCA) comparing global gene expression profiles of proliferating Scr control, and *Baf180*, *Baf250a*, and *Brd9* KD myoblasts, under both untreated conditions and following 48-hour treatment with 100 μM CuSO_4_ or 50 μM ZnSO_4_. PCA clustering indicates that transcriptomic profiles remain consistent within each knockdown condition, regardless of metal treatment.

**SUPPLEMENTAL FIGURE 11
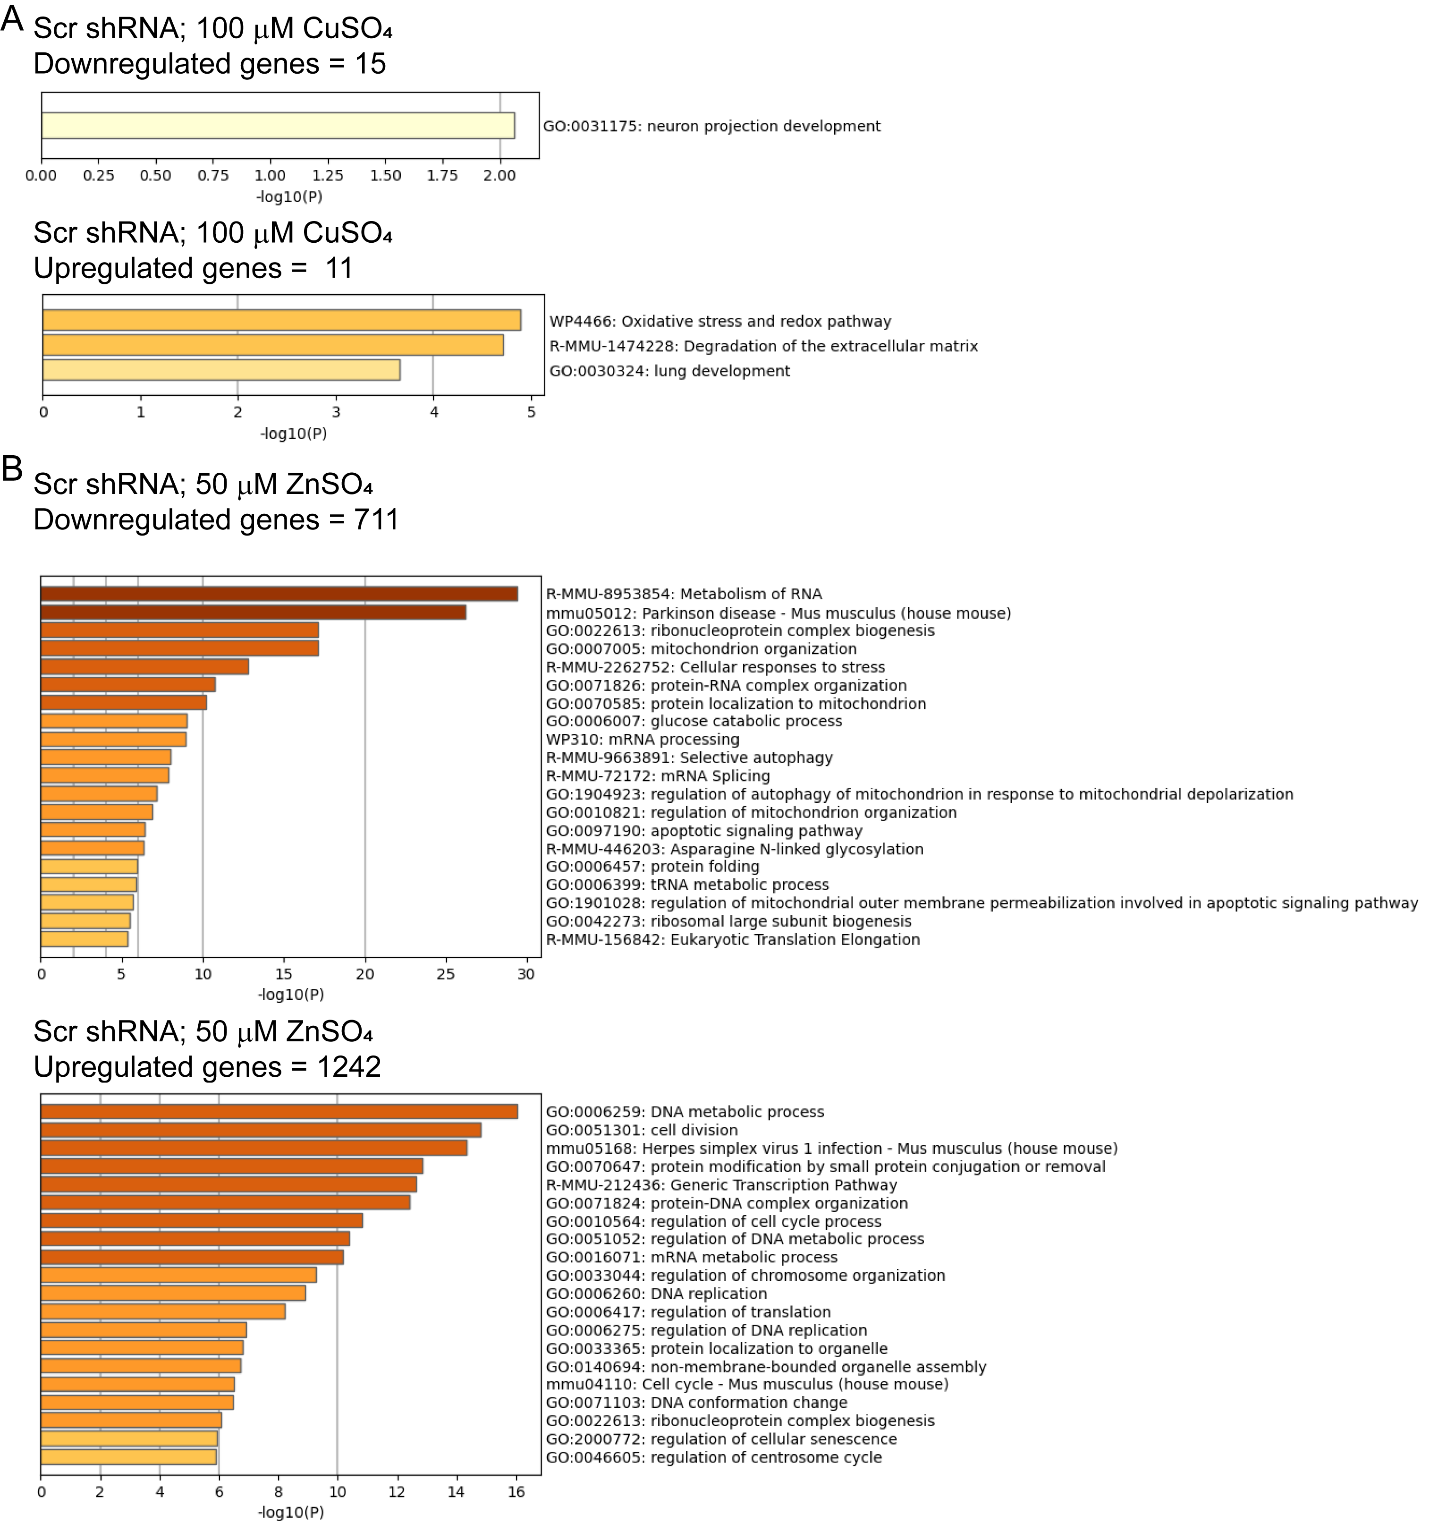
**

**Supplemental Figure 11. GO analysis of DEGs in scr control myoblasts supplemented with metals.** DEG identified from scr control cells cultured in proliferation media supplemented with 100 μM CuSO_4_ **(A)** or 50 μM ZnSO_4_ (B) were compared to the same cell line cultured in the absence of metals (basal media). The patterns represent downregulation and upregulation of DEGs shown in **Supp. Table 4**.

**SUPPLEMENTAL FIGURE 12**

**
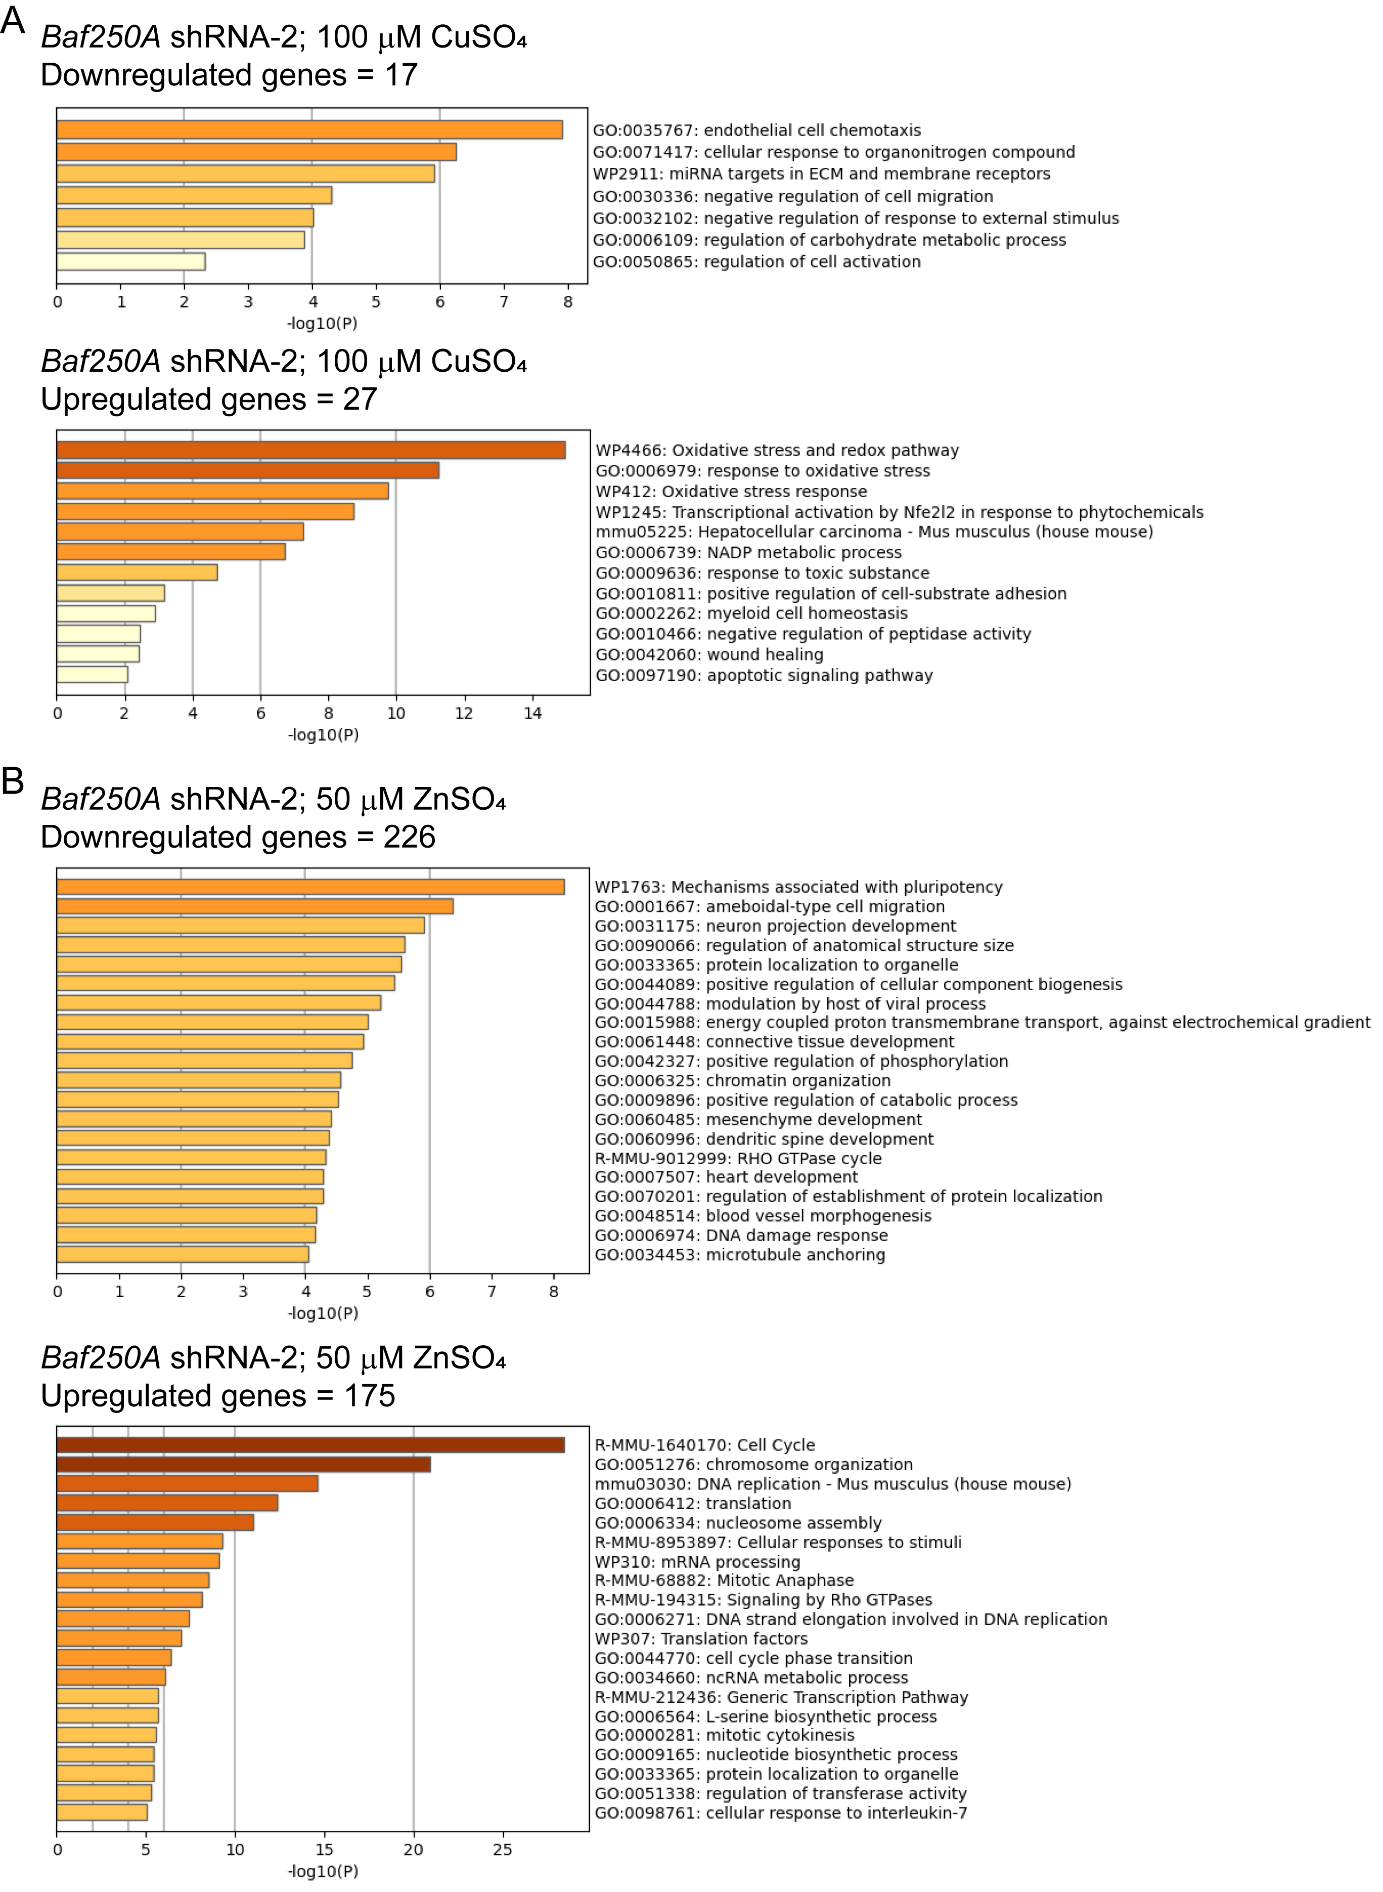
**

**Supplemental Figure 12.** GO analysis of DEGs in *Baf250a* KD myoblasts supplemented with metals. DEG identified from *Baf250a* KD cells cultured in proliferation media supplemented with 100 μM CuSO_4_ **(A)** or 50 μM ZnSO_4_ **(B)** were compared to the same cell line cultured in the absence of metals (basal media). The patterns represent downregulation and upregulation of DEGs shown in **Supp. Table 4**.

**SUPPLEMENTAL FIGURE 13**

**
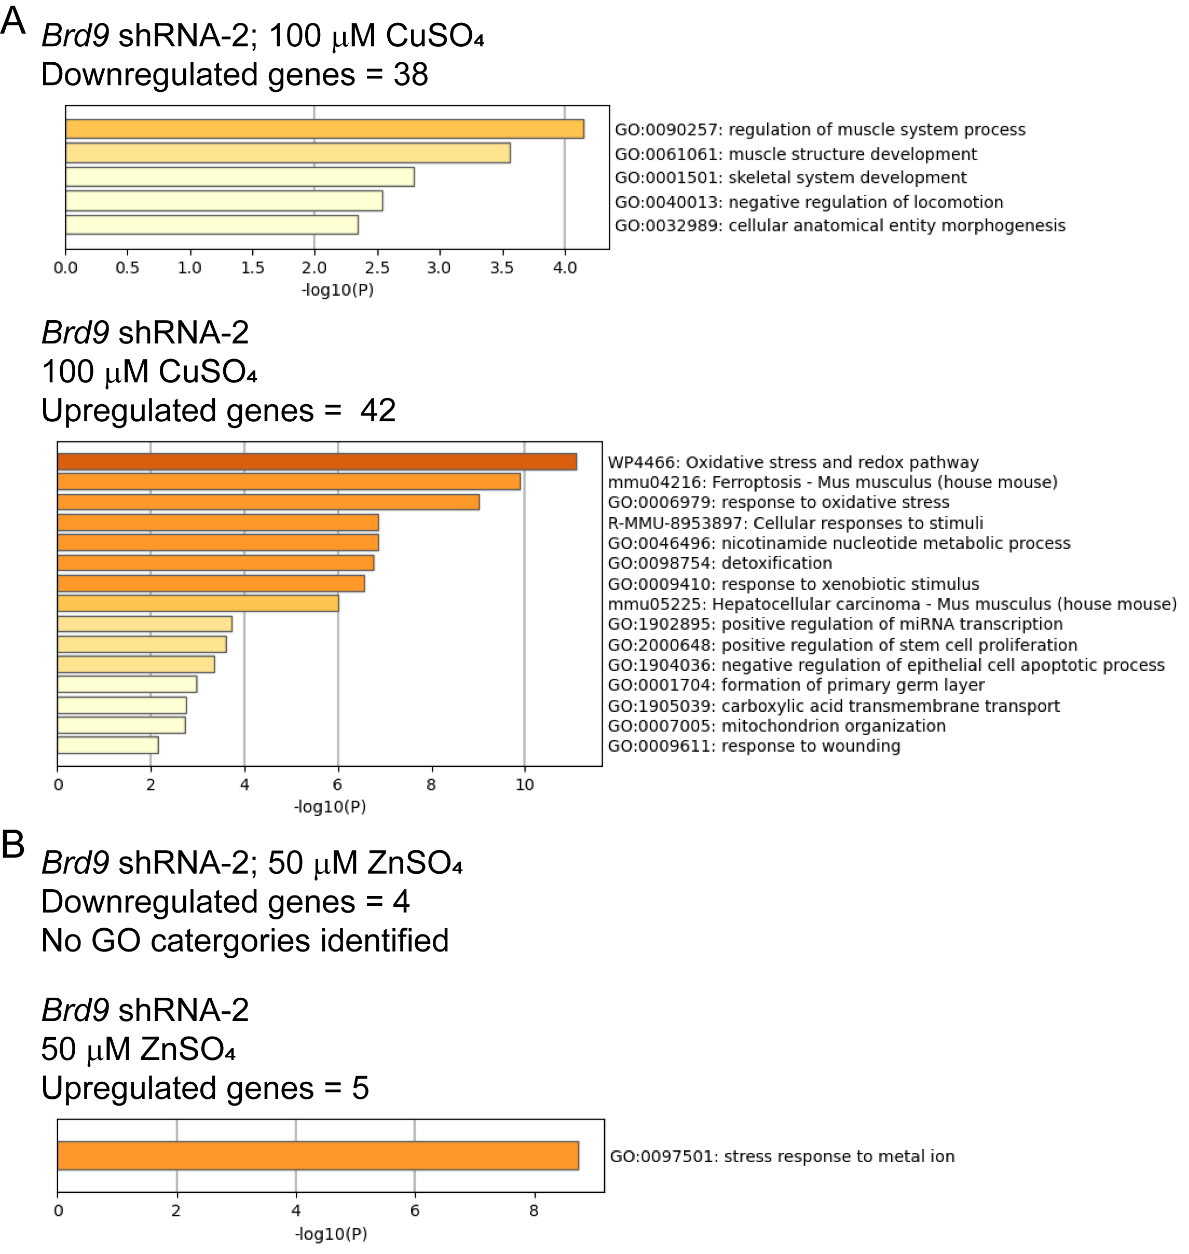
**

**Supplemental Figure 13.** GO analysis of DEGs in *Brd9* KD myoblasts supplemented with metals. DEG identified from *Brd9* KD cells cultured in proliferation media supplemented with 100 μM CuSO_4_ **(A)** or 50 μM ZnSO_4_ (B) were compared to the same cell line cultured in the absence of metals (basal media). The patterns represent downregulation and upregulation of DEGs shown in **Supp. Table 4**.

**SUPPLEMENTAL FIGURE 14**

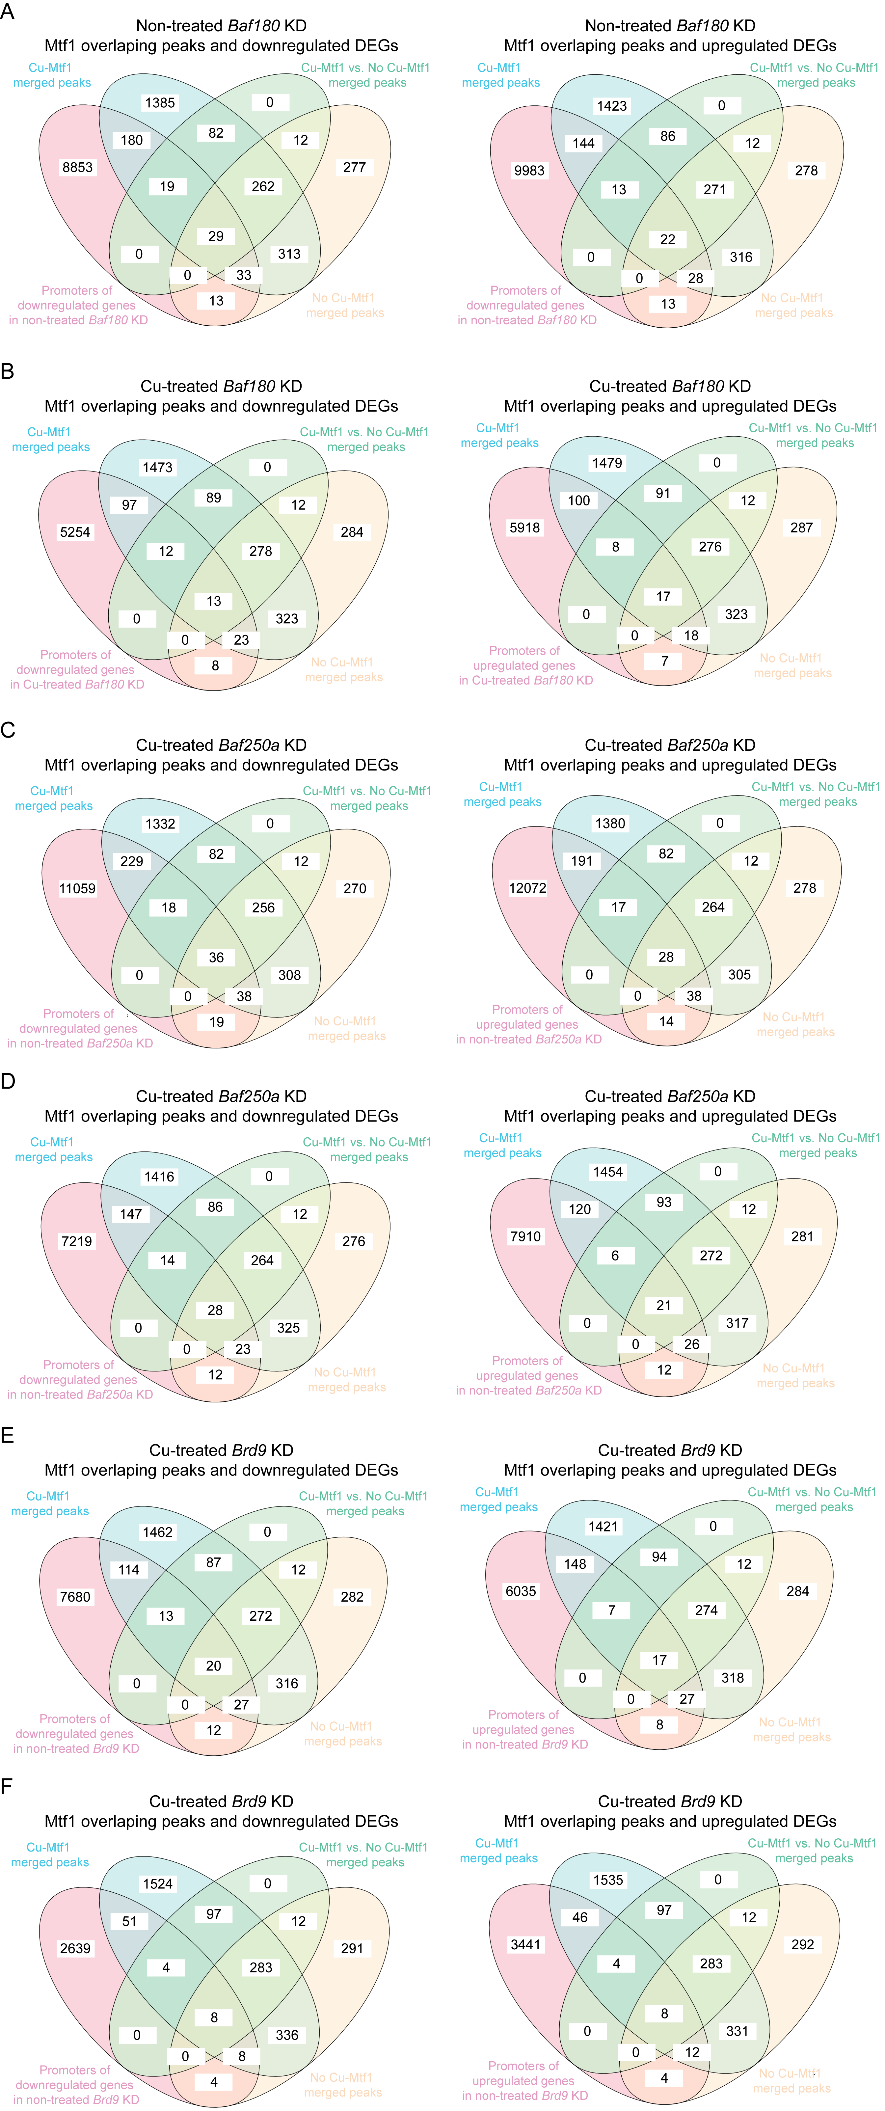

**Supplemental Figure 14. MTF1 chromatin binding correlates with DEGs in SWI/SNF KD myoblasts under Cu exposure.** The Venn diagrams illustrate the overlap of differentially expressed genes (DEGs) that are either upregulated or downregulated across *Baf180* **(A, B)**, *Baf250a* **(C, D)**, and *Brd9* **(E, F)** KD myoblasts, cultured with or without Cu treatment. These transcriptional changes were further integrated with MTF1 chromatin occupancy data obtained from CUT&RUN analysis of non-treated and Cu-treated cells, providing insight into the regulatory landscape influenced by MTF1. Notably, a subset of DEGs across the different SWI/SNF subunit KD conditions overlapped with MTF1 binding sites, suggesting that MTF1 directly regulates a fraction of genes affected by SWI/SNF disruption. The shared and unique gene sets highlight the interplay between SWI/SNF chromatin remodelers and MTF1 in orchestrating transcriptional responses to Cu, reinforcing the role of these factors in metal-responsive gene regulation and myoblast adaptation to metal stress.

**SUPPLEMENTAL TABLES**

**Supplemental Table 1. Sequences of shRNA used in this study (2, 3).**

| *Baf250A* shRNA1 | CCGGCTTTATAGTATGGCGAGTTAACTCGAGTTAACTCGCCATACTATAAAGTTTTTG | TRCN0000238304 |
| --- | --- | --- |
| *Baf250A* shRNA2 | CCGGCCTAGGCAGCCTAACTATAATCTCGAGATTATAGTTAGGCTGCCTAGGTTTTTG | TRCN0000238306 |
| *Brd9* shRNA1 | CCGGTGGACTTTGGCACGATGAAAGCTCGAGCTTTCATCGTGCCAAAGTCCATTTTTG | TRCN0000225737 |
| *Brd9* shRNA2 | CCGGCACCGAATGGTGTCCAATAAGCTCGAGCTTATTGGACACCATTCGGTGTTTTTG | TRCN0000225739 |
| *Baf180* shRNA1 | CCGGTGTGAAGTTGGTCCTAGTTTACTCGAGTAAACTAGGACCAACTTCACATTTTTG | TRCN0000304680 |
| *Baf180* shRNA2 | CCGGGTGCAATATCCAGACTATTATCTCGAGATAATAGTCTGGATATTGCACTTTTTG | TRCN0000304681 |
| scr shRNA | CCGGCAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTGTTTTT | pLKO.1-puro non-target shRNA control plasmid DNA MFCD07785395 SHC002 |

**Supplemental Table 4. Summary of DEG genes from metal-treated KD and scr control cells.** Data shows the differences within each strain upon metal supplementation

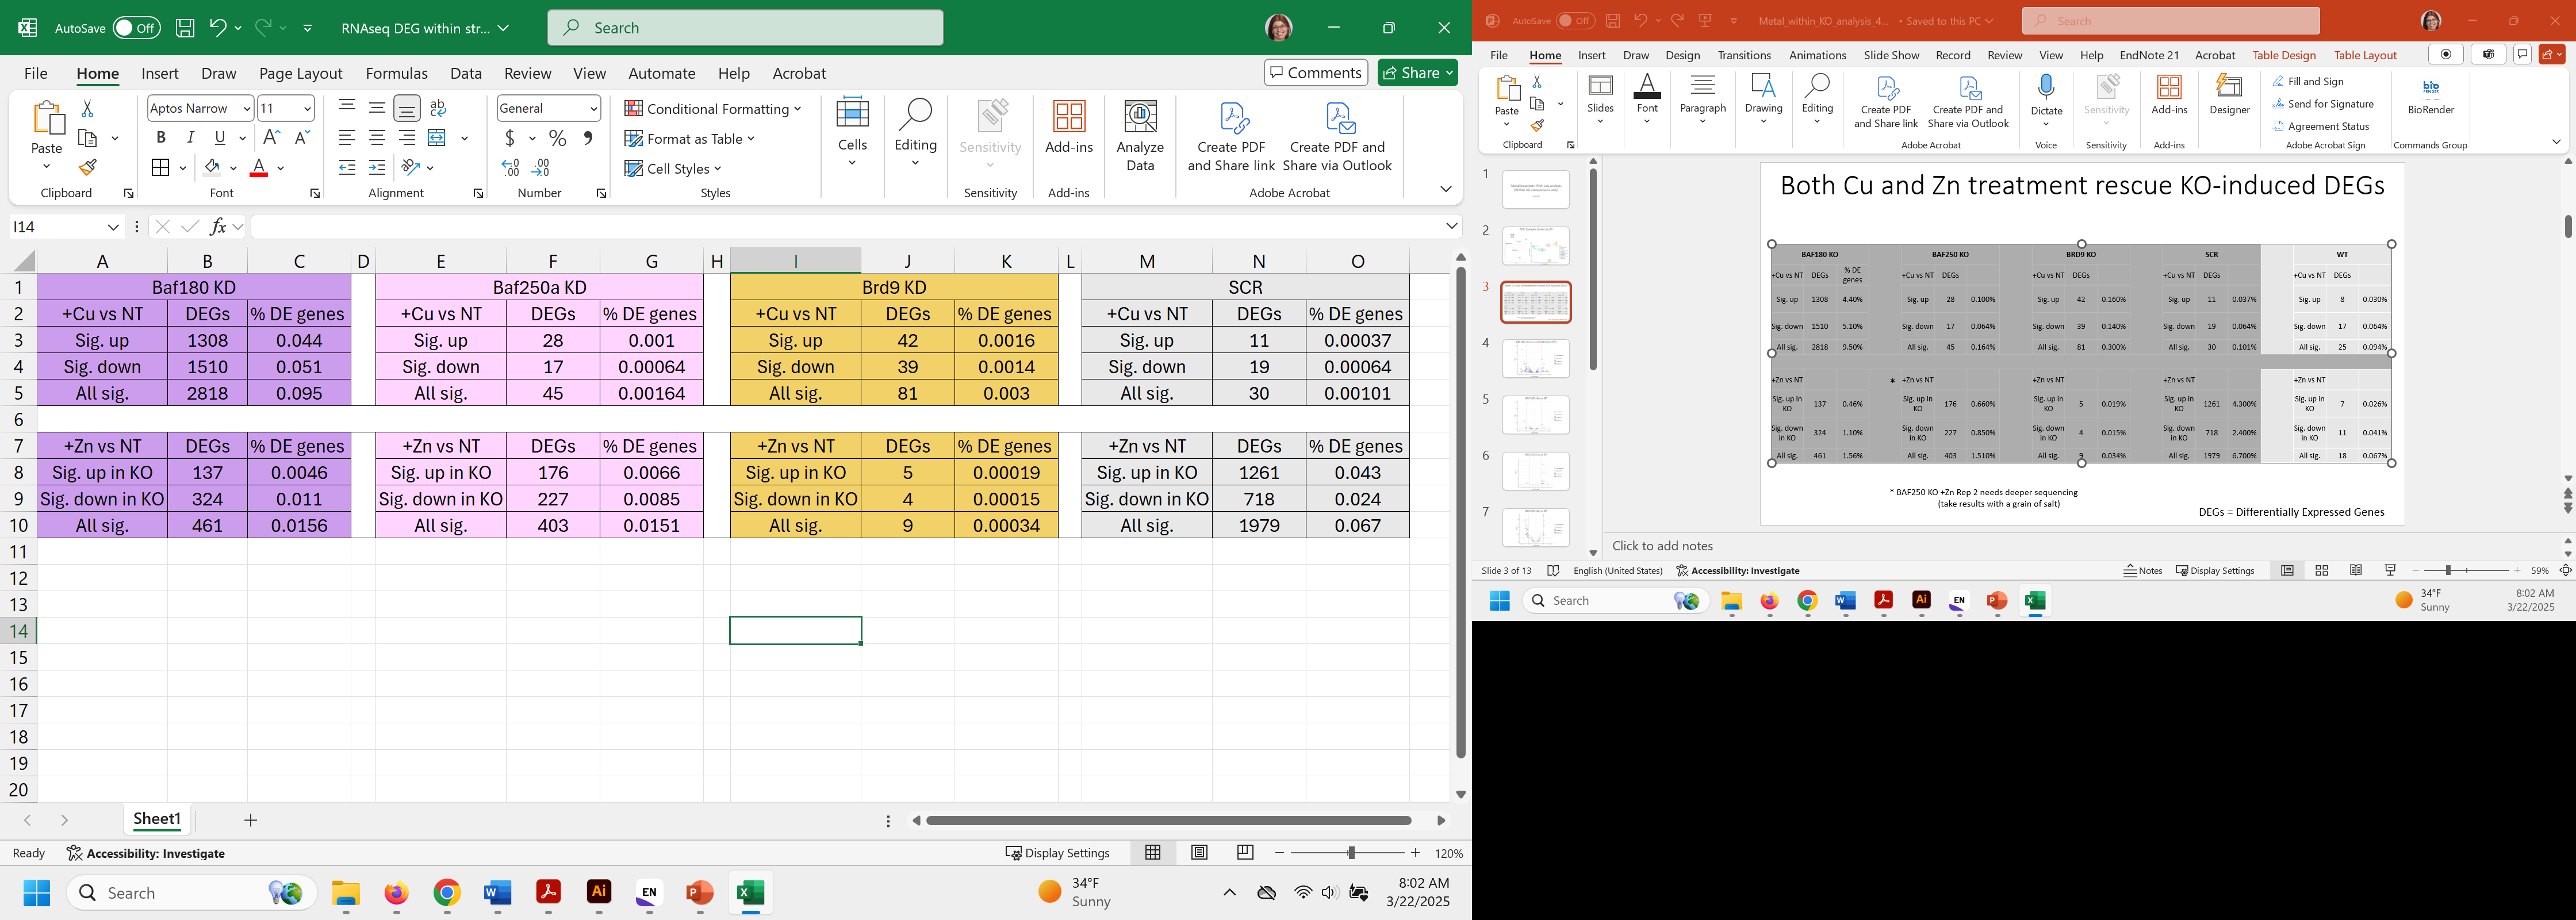

**SUPPLEMENTAL REFERENCES**

1. Paskavitz, A. L., Quintana, J., Cangussu, D., Tavera-Montanez, C., Xiao, Y., Ortiz-Miranda, S., Navea, J. G., and Padilla-Benavides, T. (2018) Differential expression of zinc transporters accompanies the differentiation of C2C12 myoblasts. *J Trace Elem Med Biol* **49**, 27-34

2. Padilla-Benavides, T., Olea-Flores, M., Sharma, T., Syed S.A., Witwicka H., Zuñiga-Eulogio, M., Zhang, K., Navarro-Tito, N. and Imbalzano A.N. . (2023) Differential Contributions of mSWI/SNF Chromatin Remodeler Sub-Families to Myoblast Differentiation. *International Journal of Molecular Sciences* **24**, 11256

3. Padilla-Benavides, T., Olea-Flores, M., Nshanji, Y., Maung, M.T., Syed, S.A. and Imbalzano, A.N. (2022) Differential requirements for different subfamilies of the mammalian SWI/SNF chromatin remodeling enzymes in myoblast cell cycle progression and expression of the Pax7 regulator. *Biochimica et Biophysica Acta (BBA) - Gene Regulatory Mechanisms*

How the deposited data were processed for this re-analysis (not part of the article)

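The RNA-seq experiment measured expression in C2C12 myoblasts of 4 cell lines (scr control and *Baf180*, *Baf250a* and *Brd9* KD), each without added metal, with 100 µM CuSO4 or with 50 µM ZnSO4 for 48 h, with 2 replicates in each of the 12 conditions. The authors aligned the reads to mm10 with STAR and counted read pairs on each gene with featureCounts, and the counts they deposited are whole numbers that were not normalized, for 55291 gene symbols. The authors also deposited tables of their comparisons from DESeq2, which hold log2 fold changes with standard errors. The p-values and adjusted p-values in these deposited tables are the authors' as well. Sample labels name primary myoblasts where the paper describes C2C12 cells, and the paper's description is used. Samples were grouped by their titles, since a treatment tag in the labels contradicts them.

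All values in the passages were computed from the counts in R 4.3.3. The main test was edgeR 4.0.16's quasi-likelihood test (glmQLFit and glmQLFTest) after TMM normalization and filterByExpr at its defaults, with a Benjamini-Hochberg adjusted p under 0.05 and no fold-change minimum. Metal responses were fitted on the 6 libraries of a cell line, comparisons of a KD with scr on the 4 libraries compared, and differences between metal responses on all 24 libraries. CPM are edgeR's, with a prior count of 2 where a log2 was taken. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01, over 10 sets and 8 comparisons. Variance shares and principal components used the 500 genes of highest variance. Genes with an MTF1 peak annotated to a promoter were compared with DEGs by Fisher's exact test.

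Total counts per library ran from 495778 to 75179394 (median 22158430), and they set the precision of the values. In simulated counts for the real genes, between 79.5% (*Brd9* KD with Zn) and 86.5% (*Baf180* KD with Zn) of 200 genes changed by 1 on the log2 scale were called for Zn, and 10 to 19 unchanged genes were called in these fits, which had no trend in GC content. Genes also varied independently there, so these shares may overstate what the real comparisons could call.

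GC content and transcript length came from the GENCODE M21 annotation of GRCm38, for 53696 of the 55291 symbols. The correction for GC content and length fitted a smooth trend of each library (spline with 5 degrees of freedom) and used it as an offset. Coordinates are those of GRCm38. Counts of genes on near-identical copies, such as histone and ribosomal protein genes, are uncertain, because only uniquely mapped reads were kept.

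The genes named in the text were chosen before the data were examined, as were the main tests, the gene sets and the alternatives, apart from those added later. They are the genes that the paper names in these sections or targets, with *Mtf1* and *Slc39a10*. For each metal response the 2 genes with the largest rise and the 2 with the largest fall were added, among DEGs with a mean normalized count of at least 50 and no overlap between the groups. Alternatives were DESeq2 1.42.0, RLE size factors, filters on low counts (at least 1 count, or a mean normalized count of at least 1), other sets of libraries in the fit, the replicate number as a block, the correction for GC content and length, thinned counts, a minimum fold change of 1.5, and leaving out each library. The CUT&RUN and atomic absorption measurements were not analysed here, apart from the paper's annotated MTF1 peaks and gene lists, and gene ontology terms were not used here. The result for 1 gene of the paper's lists is not reported here.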

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

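The test of GC content and length for scr with Zn and *Baf180* KD with Cu as a pair was planned, and what a test of depth would show was set beforehand, though the totals to which all cell lines were thinned were not. Thinning to these totals and all other tests in this part were chosen after the result was seen.

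The responses to a metal differed between a KD and scr for many genes when the difference itself was tested. With Cu, 2116 genes differed for *Baf180* KD, 2 for *Baf250a* KD and 6 for *Brd9* KD, and with Zn 4742, 5036 and 1837. After the correction for GC content and length, 14.5% of the calls of *Baf180* KD with Cu, 22.0% with Zn, 41.1% of those of *Baf250a* KD with Zn and 0.05% of those of *Brd9* KD with Zn were kept. Removal of most calls is what a trend with GC content and length between libraries predicts. Counts simulated with such a trend alone gave 151, 1724, 1519 and 84 calls without the correction, fewer than were removed, so how much of the removal the trend accounts for stays open. After the correction, 535, 1626 and 3110 genes were called in the first 3 of these comparisons, and counts simulated with a trend of the form that the correction fits, and no other change, gave 2, 0 and 0 after it, which argues against the trend that it removed as the whole cause. The trend itself goes with the conditions, so a technical origin and a change caused by the metals in the cells remain open for the others.

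The same trend bears on the numbers of DEGs. For scr with Zn and *Baf180* KD with Cu as a pair, 15.8% of the calls were kept after the correction, 3.40% and 31.4% taken apart, while 143 and 1003 genes were called after it. Counts simulated with only a trend of the correction's own form gave 596 and 317 calls before it and 0 and 2 after it. That argues against a trend of this form as the whole cause. A bias of another form was not simulated, so it stays open for the 143 and 1003 genes. Leaving out the most abundant genes gave 2654 calls in scr with Zn, which argues against a few genes taking most of the counts. When all cell lines were thinned, 127 genes were called in *Baf250a* KD with Cu, 49 in *Brd9* KD and 1969 in *Baf180* KD, and with all at the smallest total 1, 18 and 195, which argues against depth as the cause of the fewer calls than in *Baf180* KD. The order of *Baf250a* and *Brd9* KD changed with the depth and with the method (32 and 188 calls with DESeq2) and stays open.

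The Cu response differed from scr for 24 of the 61 named genes in *Baf180* KD, 2 in *Baf250a* KD and 0 in *Brd9* KD. Among the 24 were *Atp7a*, which differed by -0.72 (SE 0.16, edgeR adjusted p = 0.0102), *Islr* by 0.81 (SE 0.15, edgeR adjusted p = 0.0083) and *Wnt4* by 1.38 (SE 0.21, edgeR adjusted p = 0.0057). For *Baf250a* KD the difference was 1.06 (SE 0.15, edgeR adjusted p = 0.0117) for *Islr* and 1.32 (SE 0.20, edgeR adjusted p = 0.0117) for *Wnt4*. The Cu response of *Atp7a* in *Baf180* KD was -0.35 after the correction, no longer past the threshold, and 10.6% of 1051 genes of like GC content and length fell as far. A trend with GC content and a change of *Atp7a* itself cannot be told apart here, because the trend goes with the treatment.

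The Zn response differed from scr for 39 of the 61 named genes in *Baf180* KD, 35 in *Baf250a* KD and 16 in *Brd9* KD. Some of these are given here. With Zn, the log2 fold change of *Mt1* was smaller than in scr, by -1.01 (SE 0.24, edgeR adjusted p = 0.0049) in *Baf180* KD and -1.29 (SE 0.25, edgeR adjusted p = 9.12e-04) in *Baf250a* KD. *Mt2* differed by -1.58 (SE 0.17, edgeR adjusted p = 1.81e-04) in *Baf180* KD, -2.18 (SE 0.18, edgeR adjusted p = 1.65e-06) in *Baf250a* KD and -1.19 (SE 0.17, edgeR adjusted p = 0.0184) in *Brd9* KD. *Slc30a1* differed by -0.63 (SE 0.21, edgeR adjusted p = 0.0278) in *Baf250a* KD, where it was between -1.50 and -0.56 when 1 library was left out. *Atp7a* differed by -0.49 (SE 0.16, edgeR adjusted p = 0.0256) in *Baf180* KD and -0.47 (SE 0.17, edgeR adjusted p = 0.0400) in *Baf250a* KD, and *Wnt4* by 0.86 (SE 0.23, edgeR adjusted p = 0.0316) in *Brd9* KD. After the correction these *Atp7a* and *Wnt4* differences were not past the threshold (edgeR adjusted p = 0.352, 0.315 and 0.214). The *Mt1* differences were then -1.53 in *Baf180* KD and -1.85 in *Baf250a* KD (edgeR adjusted p = 6.09e-04 and 4.64e-05), and those of *Mt2* -2.34, -2.96 and -1.68 in *Baf180*, *Baf250a* and *Brd9* KD (edgeR adjusted p = 1.22e-09, 4.20e-11 and 6.62e-07), which argues against GC content and length as their cause. These smaller log2 fold changes go with higher levels without metal. *Mt1* went from 60.1 to 298 CPM in scr cells, from 250 to 616 in *Baf180* KD and from 267 to 552 in *Baf250a* KD, so its rise in CPM was not smaller in these KDs. *Mt2* went from 19.5 to 194 CPM in scr cells, from 103 to 342 in *Baf180* KD, from 108 to 247 in *Baf250a* KD and from 62.5 to 273 in *Brd9* KD. That of *Slc30a1* was -0.49 and not past the threshold (edgeR adjusted p = 0.0592), so this explanation stays open for it. No biological explanation was tested.

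The paper does not discuss replication-dependent histone genes. Their median log2 fold change in *Baf180* KD was 0.66 with Cu and 0.42 with Zn. Among random lists of protein-coding genes matched on GC content and length, the highest median was 0.30 with Cu, which argues against GC content and length as the whole cause. Short noncoding genes, whose RNA also lacks a poly(A) tail, had a median of 0.23 with Cu, and S phase genes one of 0.0326. A higher yield of such RNA, a larger share of cells in S phase and a change of histone expression cannot be told apart, since medians of other gene sets do not measure RNA yield or the cell cycle.

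In all 9 comparisons of a KD with scr, 11 genes were at least 16-fold higher in the KD. They are *Adgrg2*, *Col6a1*, *Col6a2*, *Dkk3*, *Igfbp3*, *Lama4*, *Nkd2*, *Pde3a*, *Prelp*, *Ptprf* and *Spon2*, named after their values were seen. *Stk32b*, also named after its value was seen, was the 1 gene at least 16-fold lower in all 9. More widely, 2884 genes changed the same way in all 3 untreated KDs, where simulated unchanged groups against the shared scr libraries gave at most 1, and 1945 of these were also called the same way after the correction. The first argues against chance values of single genes in the shared libraries, and the second against GC content and length as the whole cause. Simulated genes varied independently, so a deviation of the untreated scr libraries as a whole was not tested and stays open. Of the 2884, 54.3% kept their direction in all 6 comparisons with metals. A difference of the scr cells themselves and a change shared by the KDs cannot be told apart, because every comparison uses scr cells from 1 line.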

How the results depend on the processing

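Thinning all cell lines to a common total, DESeq2 with a replicate block, and DESeq2 with the correction for GC content and length (with and without the block) were chosen after the data were seen, as was the use of genes nearest to any annotated MTF1 peak. The other alternatives were planned. Where a count changed, the cause was not tested unless it is named. Among named genes, 1956 of 2333 results under alternatives other than leaving out a library kept their direction and their side of the threshold, 194 lost the call, 180 gained it and 3 reversed. Of 240 gene set results, 180 kept both, 51 lost the call and 9 gained it.

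DESeq2 called 63 genes in scr cells with Cu, 90 in *Baf180* KD with Zn, 32 and 304 in *Baf250a* KD with Cu and Zn, and 188 and 10 in *Brd9* KD with Cu and Zn. It called 16 differences from scr for *Baf250a* KD with Cu and 30 for *Brd9* KD with Cu. Testing all genes with at least 1 count gave 758 calls in scr cells with Cu, 589 in *Baf180* KD with Zn, and 1060 and 29 in *Brd9* KD with Cu and Zn, with 359 and 983 differences from scr with Cu for *Baf250a* and *Brd9* KD. A mean normalized count of at least 1 gave 11 in scr cells with Cu, 6 in *Baf180* KD with Zn, and 79 and 8 in *Brd9* KD with Cu and Zn. RLE size factors gave 1 difference from scr for *Brd9* KD with Cu and moved no other count by more than 1.5 times.

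The correction for GC content and length gave 10 and 143 calls in scr cells with Cu and Zn, 1003 and 8 in *Baf180* KD, and 122 and 11 in *Brd9* KD. Differences from scr fell to 535 with Cu and 1626 with Zn for *Baf180* KD, to 3110 with Zn for *Baf250a* KD, and to 0 with Cu and 1 with Zn for *Brd9* KD. With DESeq2 it gave 115 and 1175 in scr cells with Cu and Zn, 1161 and 43 in *Baf180* KD, 35 and 146 in *Baf250a* KD, and 213 and 19 in *Brd9* KD.

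Replicates of different conditions share a number, and the paper's text does not say that a number marks a batch. Deviations of same-numbered libraries from their group means had correlations across genes from -0.49 (scr, untreated and Cu) to 0.60 (*Brd9* KD, untreated and Zn). In *Baf180* KD all 3 were over 0.1 (0.17, 0.56 and 0.33), and in the other cell lines some were over 0.1 and some not, so the numbers were not taken as pairs. With a replicate block, 14 genes were called in scr cells with Zn, 3892 and 657 in *Baf180* KD with Cu and Zn, and 3 in *Brd9* KD with Zn, with 11 differences from scr with Cu for *Baf250a* KD and 11 for *Brd9* KD. A replicate block with the correction gave 11 and 24 in scr cells with Cu and Zn, 41 in *Baf180* KD with Zn, 434 in *Baf250a* KD with Cu, 130 and 8 in *Brd9* KD with Cu and Zn, and 2712 in untreated *Brd9* KD against scr. The same block with the correction gave 846 and 2014 differences from scr for *Baf180* KD with Cu and Zn, 14 and 3259 for *Baf250a* KD, and 16 and 143 for *Brd9* KD. DESeq2 with a replicate block gave 30 in scr cells with Cu, 461 in *Baf180* KD with Zn, 45 and 403 in *Baf250a* KD, and 81 and 9 in *Brd9* KD with Cu and Zn. With a replicate block, in edgeR and in DESeq2 alike, 107 of the 124 MTF1-bound genes listed as higher with Cu in *Baf180* KD were called as higher, and 82 (edgeR) and 78 (DESeq2) of the 105 listed as lower were called as lower. The study chose these genes by calls on the same samples, so these numbers are not independent evidence. DESeq2 with the block and the correction gave 55 and 642 in scr cells, 1053 and 56 in *Baf180* KD, 54 and 215 in *Baf250a* KD, and 135 and 13 in *Brd9* KD.

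With all 24 libraries in 1 fit, 57 and 4968 genes were called in scr cells with Cu and Zn, 14 in *Baf180* KD with Zn, 59 and 805 in *Baf250a* KD, and 98 in *Brd9* KD with Cu. With the 4 libraries compared alone, the counts were 3 and 4165 in scr cells, 396 in *Baf250a* KD with Cu and 77 in *Brd9* KD with Cu. With the libraries of a KD and scr alone, 1373 differences were called for *Baf180* KD with Cu, 9 for *Baf250a* KD with Cu, and 0 and 288 for *Brd9* KD with Cu and Zn. In all 24 libraries, 2759 of these differences for *Brd9* KD with Cu had an unadjusted p under 0.05. A minimum fold change of 1.5 in either direction left 1344 in scr cells with Zn, 762 in *Baf180* KD with Cu, and 90 and 979 in *Baf250a* KD with Cu and Zn. For the untreated KDs against scr it left 6028 in *Baf250a* KD, 3846 in *Baf180* KD and 2501 in *Brd9* KD.

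In *Baf250a* KD with Zn, 1 of the 2 libraries has 495778 counts. Thinned to the smallest library of the fit, 6 genes were called in *Baf180* KD with Zn and 10 and 66 in *Baf250a* KD with Cu and Zn. The differences from scr, where this means the smallest of all, fell to 102 and 541 for *Baf180* KD with Cu and Zn, 917 for *Baf250a* KD with Zn, and 123 for *Brd9* KD with Zn, and 10 were called for *Brd9* KD with Cu. *Gsta4* in *Baf250a* KD with Zn reversed to -0.0766. Thinning all cell lines to the second smallest library gave 9 in scr cells with Cu, 5 in *Baf180* KD with Zn and 8 in *Brd9* KD with Zn. Thinning all to the smallest gave 15 and 470 in scr cells, 195 in *Baf180* KD with Cu, 1 and 45 in *Baf250a* KD, and 18 and 2 in *Brd9* KD, and in *Baf180* KD with Cu *Nelfcd* reversed to -0.10 and *Stub1* to -0.0419.

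Leaving out 1 library at a time left 1 library in a group, so no tests or counts were made. Of 824 log2 fold changes, 684 moved by less than the SE of the fit with all libraries. In *Baf250a* KD with Zn, *Slc30a1* ranged from -0.0788 to 0.87 and *Gsta4* from -0.18 to 0.68, the lowest values being those without Zn replicate 1, which leaves the shallow library. Of the 43 gene set tests past the threshold under camera, 1 passed under fry. The share of the cell lines in the variance was 51.9% over all genes passing filterByExpr and 91.5% after the DESeq2 variance stabilizing transformation, and 69.6% to 91.3% when replicate 1 or 2 of every condition was left out. The overlap of MTF1-bound genes with DEGs of scr cells with Zn was 1.44 times the expected number with the peaks found with Cu (shared ones included), 1.08 against genes matched on expression and 1.03 with genes nearest to any annotated peak, and none of these passed the threshold.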

Differences from the paper's values

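In this part, DESeq2 with a replicate block, DESeq2 with the correction for GC content and length, and thinning of all cell lines were chosen after seeing the values; the other alternatives were set before the data were examined.

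For *Baf180* KD with Zn the paper gives 460 DEGs, against 3 here. Of the alternatives set before the data were examined, testing all genes with at least 1 count (589) and a replicate block (657) came within 1.5 times the paper's value, and the others did not. For *Baf250a* KD with Cu the paper gives 44, against 187 here; DESeq2 (32) and all 24 libraries in 1 fit (59) came within that range. DESeq2 with the correction (35, or 54 with a replicate block), chosen after seeing the values, did so as well. For *Baf250a* KD with Zn the paper gives 401, against 2334 here, and DESeq2 (304) came within the range. For *Brd9* KD with Cu the paper gives 80, against 41 here; a mean normalized count of at least 1 (79), all 24 libraries in 1 fit (98) and the 4 libraries compared alone (77) came within it. For *Brd9* KD with Zn the paper gives 9, against 5 here. DESeq2 (10), a mean normalized count of at least 1 (8), the correction for GC content and length (11), a replicate block with the correction (8) and all 24 libraries in 1 fit (6) came within the range. Thinning to the second smallest library (8) and DESeq2 with a replicate block and the correction (13) did so too, both chosen after seeing the values. For scr with Cu the paper's Supp. Table 4 shows about 30, read by eye, against 5 here, and no alternative set before the data were examined came within the range. DESeq2 with a replicate block, chosen after seeing the values, gave 461, 45, 403, 81, 9 and 30 for these comparisons in the same order.

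The paper describes the Zn response of *Brd9* KD cells as pronounced, and 5 genes were called here. Of 19 of the MTF1-bound genes that the paper lists as induced in *Baf180* KD with Cu, 17 had a positive log2 fold change and 9 were called. *Parp3* (-0.12) and *Mrpl18* (-0.04) did not, and no setting called either as higher. DESeq2 with a replicate block, chosen after seeing the values, called 17 of the 19. The paper's text calls *Abhd17a*, *Snd1*, *Fiz1* and *Ankrd2* repressed by Cu, while its integration table lists them as higher with Cu than without, under MTF1 peaks repressed by Cu. That table is supplied as Supp. Table 7, though by the titles in the supplement comparisons within a cell line are in Supp. Table 8. Their log2 fold changes were 0.43, 0.21, 0.39 and 0.09, and no setting called any of them as lower, so the gap is with the text and not with that table. The text calls 16 genes Cu-independent there, and the table lists them as higher with Cu, under Cu-independent peaks; 7 of the 16 were called higher.

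*Klf4*, which the paper lists as induced in *Baf180* KD with Cu, had a log2 fold change of 0.09 and was called under no setting. *Synpo2l*, listed as lower, was at -0.11, and was called as lower with a replicate block and the correction (-0.25). The paper states that *Gsta4* fails to be properly induced in *Baf180* KD with Cu; it rose by 0.88 there, and its response differed from that in scr by -0.04 (edgeR adjusted p = 0.929). It states that the induction of *Nqo1* is attenuated in *Baf180* KD; the log2 fold change with Cu was 1.00 there, 1.27 in *Baf250a* KD, 1.06 in *Brd9* KD and 0.66 in scr cells, and differences between the KDs were not tested. It states that *Wnt4* is induced by Zn in *Baf250a* and *Brd9* KD, where it was at -0.14 and 0.30 and was called under no setting. Its Discussion states that *Wnt4* was induced by Cu in both; it was called in *Baf250a* KD (1.01) and not in *Brd9* KD (0.77, edgeR adjusted p = 0.153), where testing all genes with at least 1 count (0.78) and all 24 libraries in 1 fit (0.82) called it. It states that Zn reduces *Atp7a* in *Baf180* KD, where it was at -0.21 (edgeR adjusted p = 0.468) and was called under no setting. Its text calls *Gstm1* Cu-independent in *Baf250a* KD, where it rose by 0.64 (edgeR adjusted p = 7.60e-05), and was not called with all 24 libraries in 1 fit or with thinning to the smallest library of the fit or of all. The text calls *Mt1*, *Mt2* and *Gstm1* largely Cu-independent in *Brd9* KD, where *Mt2* was called (0.56, edgeR adjusted p = 0.0283), and not when all were thinned to the smallest library. The integration table lists these genes as higher with Cu in the KDs named, under Cu-independent peaks, so the gap is again with the text. *Gsta4* and *Nqo1*, listed as induced by Cu in scr cells, were not called there (edgeR adjusted p = 0.118 and 0.254). *Gsta4* was called under 11 alternatives, among them DESeq2, and *Nqo1* under DESeq2, with or without the correction, and with all genes of at least 1 count. *Hmga2*, listed as induced by Cu in *Brd9* KD (0.46, edgeR adjusted p = 0.0586), was called under 11 alternatives, among them DESeq2. *Rny1* and *Rny3*, of a family listed as altered by Zn in *Brd9* KD (edgeR adjusted p = 0.0894 and 0.107), were called under DESeq2 and under the correction.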

Other observations

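All tests in this part were chosen after the result was seen.

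*Baf250a* KD had more DEGs with Zn than the other KDs, and 1 of its Zn libraries is the shallowest. With Zn replicate 2 of the other cell lines thinned to that total, the calls went from 3 to 128 in *Baf180* KD, from 5 to 5 in *Brd9* KD and from 2645 to 980 in scr cells. A shallow library thus raised the calls in *Baf180* KD, though not to the 2334 of *Baf250a* KD, which argues against low depth as the whole cause. With all libraries thinned to the smallest total, 45 genes were called in *Baf250a* KD with Zn, 4 in *Baf180* KD and 2 in *Brd9* KD.

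The falls of *Mir6236*, *Gm15564*, *Gm24187* and *Lars2* in scr with metals are candidates for a source in ribosomal RNA reads. The ribosomal RNA gene *CT010467.1* held 4.57% and 1.61% of the counts of the untreated scr libraries. Over the 22 other libraries, log2 expression of the 4 genes had Spearman correlations with it of 0.74, 0.62, 0.59 and 0.81 (permutation test with 100000 draws, adjusted p = 3.00e-04, 0.00311, 0.0043 and 1.60e-04 over 4 relations, before adjustment 1.50e-04, 0.00233, 0.0043 and 4.00e-05). Pearson correlations were 0.84, 0.82, 0.83 and 0.95 (permutation p = 1.00e-05, 2.00e-05, 2.00e-05 and 1.00e-05, where 1.00e-05 is the smallest that the draws can give). Without the 2 libraries farthest from the median they were 0.76, 0.68, 0.69 and 0.87. More reads from ribosomal RNA in these scr libraries may therefore underlie the falls. No biological explanation was tested.

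A treatment tag in the labels contradicts the titles by which samples were grouped. By the titles, all 8 Zn libraries lay above every other library of their cell line for *Mt2* and *Mt1* and below for *Slc39a10*, and all 8 Cu libraries lay above for *Nqo1* and *Gsta4*. For *Slc30a1*, 7 of 8 did, the exception being the shallow *Baf250a* KD library. This argues against a mislabelled sample among these.

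The Cu responses of the KDs correlate across genes, at 0.78 for *Baf180* and *Brd9* KD, 0.54 for *Baf250a* and *Brd9* KD and 0.34 for *Baf180* and *Baf250a* KD. The lowest was 0.32 after the correction for GC content and length, and 0.30 when the 24 oxidative stress genes were also left out. Neither GC content and length nor those genes account for it alone. That the KDs share a response to Cu is a hypothesis, found and tested on the same data.

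Without metal, *Mt1* was higher than in scr by 2.07 in *Baf180* KD, 2.15 in *Baf250a* KD and 1.42 in *Brd9* KD on the log2 scale, and *Mt2* by 2.42, 2.46 and 1.70.

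The deposited tables of the authors' comparisons call 2818 genes with Cu in *Baf180* KD, where 2097 were called here and 1972 in both. DESeq2 with a replicate block gives the same calls as the deposited tables, 2818 and 461 with Cu and Zn in *Baf180* KD, 45 and 403 in *Baf250a* KD, 81 and 9 in *Brd9* KD, and 30 and 1979 in scr cells, though the methods in the paper do not state such a block.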
